# STING inhibition alleviates experimental peritoneal damage: potential therapeutic relevance for peritoneal dialysis

**DOI:** 10.1002/path.6462

**Published:** 2025-08-14

**Authors:** Vanessa Marchant, Jorge García‐Giménez, Guadalupe T González‐Mateo, Pilar Sandoval, Lucía Tejedor‐Santamaria, Sandra Rayego‐Mateos, Ricardo Ramos, José A Jiménez‐Heffernan, Alberto Ortiz, Anne‐Catherine Raby, Manuel López‐Cabrera, Adrián M Ramos, Marta Ruiz‐Ortega

**Keywords:** peritoneal dialysis, peritoneal damage, peritoneal adhesions, inflammation, fibrosis, peritonitis, cytosolic DNA‐sensing pathway, STING signaling

## Abstract

Peritoneal dialysis (PD) is a widely used kidney replacement therapy for patients with end‐stage kidney disease. Nevertheless, long‐term exposure to PD fluid can damage the peritoneal membrane, leading to ultrafiltration failure and, ultimately, discontinuation of PD. Investigation of the molecular mechanisms underlying this damage is essential for identifying new therapeutic targets to mitigate peritoneal deterioration in PD patients. To this end, we employed RNA sequencing in a preclinical model of peritoneal injury, induced by prolonged chlorhexidine (CHX) exposure, which revealed cytosolic DNA‐sensing signaling as a novel pathway. Next, we demonstrated that key players in this pathway, such as the stimulator of interferon genes (STING) and its downstream signaling effectors (interferon regulatory factor 3, interferon‐stimulated genes, and nuclear factor‐κB signaling), were upregulated in experimental peritoneal damage. Moreover, increased STING expression was observed in human peritoneal biopsies from patients with PD. Subsequent studies in STING‐deficient mice showed reduced proinflammatory gene expression and immune cell infiltration, together with inhibited nuclear factor‐κB pathway activation at both early (10 days) and late (30 days) stages of CHX‐induced peritoneal injury. STING deficiency also reduced peritoneal membrane thickening, fibrosis, and mesothelial‐to‐mesenchymal transition (MMT)‐related changes in advanced CHX‐induced damage. Furthermore, pharmacological inhibition of STING with C‐176 attenuated CHX‐induced peritoneal inflammation. Macrophages were identified as one of the STING‐expressing cell types in the injured peritoneum. Hence, *in vitro* STING blockade in activated macrophages inhibited MMT in cultured mesothelial cells, suggesting that STING activation in this population may drive peritoneal fibrosis. Additionally, STING deficiency reduced peritoneal inflammation in *S. epidermidis*‐induced peritonitis and decreased adhesion scores in a postsurgical intra‐abdominal adhesion model. These findings identify STING as a pivotal mediator of peritoneal injury and support its potential as a novel therapeutic target to prevent PD‐associated ultrafiltration failure. © 2025 The Author(s). *The Journal of Pathology* published by John Wiley & Sons Ltd on behalf of The Pathological Society of Great Britain and Ireland.

## Introduction

Chronic kidney disease (CKD) is a growing global health concern, affecting over 850 million people [1] expected to become the fifth leading cause of mortality [2]. Although current therapeutic strategies may slow CKD progression, many patients progress to end‐stage kidney disease (ESKD), requiring kidney replacement therapy (KRT), and developing cardiovascular complications and other comorbidities [3, 4]. Peritoneal dialysis (PD) is a KRT that takes advantage of the peritoneum as a semipermeable membrane for the exchange of solutes and water between the blood in the peritoneal capillaries and the peritoneal dialysis fluid (PDF) infused into the peritoneal cavity [5]. Nevertheless, repeated and prolonged exposure of the peritoneum to conventional PDFs, utilizing glucose as an osmotic agent, results in peritoneal injury that ultimately leads to ultrafiltration failure and therapy discontinuation [6]. This PDF exposure induces a series of cellular and molecular changes in the peritoneal membrane (PM), including loss of mesothelial cells (MCs) by death, detachment, or mesothelial‐to‐mesenchymal transition (MMT), and sustained inflammation [7]. The peritoneal inflammatory/immune response is characterized by macrophage and T‐cell recruitment, which is linked to the activation of different intracellular pathways, including nuclear factor (NF)‐κB signaling [8]. These pathological responses lead to submesothelial fibrosis, intra‐abdominal adhesion formation, calcification, and neovascularization [9, 10, 11, 12]. In addition, peritoneal infections, mainly bacterial, may also occur, leading to recurrent episodes of peritonitis that exacerbate both local and systemic damage [13]. Despite extensive research, a comprehensive understanding of the molecular mechanisms underlying these harmful processes remains elusive.

Activation of innate immunity is critical for the clearance of infectious agents but is also involved in the response to damage‐associated molecular patterns (DAMPs) released by stressed or damaged cells [14, 15]. Exogenous DNA from viruses or bacteria, as well as host DNA from stressed mitochondria and damaged genomic DNA released into the cytoplasm, can act as DAMPs. These are recognized by cytosolic DNA sensors that activate cell signaling cascades, such as the cyclic GMP‐AMP (cGAMP) synthase (cGAS)–stimulator of interferon genes (STING) signaling pathway [16]. Following its interaction with cytoplasmic double‐stranded DNA (dsDNA), cGAS synthesizes the second messenger, cGAMP, which is recognized by STING [17, 18]. Upon binding to cGAMP, STING translocates from the endoplasmic reticulum (ER) to the ER–Golgi intermediate compartment (ERGIC) and Golgi apparatus. During this process, STING recruits serine/threonine‐protein kinase TBK1 (TBK1), which autophosphorylates, phosphorylates STING, and subsequently phosphorylates and activates the transcription factor interferon regulatory factor 3 (IRF3), ultimately leading to induction of type I interferon (IFN) expression [19, 20]. By binding to their surface receptors, type I IFNs activate the transcription of a set of interferon‐stimulated genes (ISGs) [21, 22]. In addition to downstream activation of the IFN pathway, STING can also recruit the inhibitor of nuclear factor kappa‐B kinase subunit epsilon (IKKε) to coordinately activate the NF‐κB pathway, resulting in the transcription of a series of proinflammatory cytokines and chemokines [20, 23]. For this reason, among the components of this pathway, STING has particular relevance in immune/inflammatory disorders. STING hyperactivation has been described in auto‐inflammatory and autoimmune diseases and, more recently, in an increasing number of chronic inflammatory conditions, including cardiovascular diseases [24, 25]. Furthermore, STING modulation, specifically in endothelial cells, controls T‐cell recruitment into the peritoneal cavity in mice [26]. However, the involvement of STING in PD‐associated peritoneal damage has not yet been investigated.

Here, we report transcriptomic analysis in a preclinical model of peritoneal injury, which identified novel mediators involved in peritoneal damage and highlighted the cytosolic DNA‐sensing pathway as one of the most relevant signaling pathways involved in peritoneal damage. STING, a key player in this pathway, and its related downstream signaling were activated in response to experimental peritoneal injury of diverse etiologies (including sterile and infectious), while STING genetic deficiency or its pharmacological inhibition alleviated peritoneal injury. In support of the translational relevance of these findings, STING was found to be overexpressed in peritoneal biopsies from PD patients. Therefore, we propose STING as a novel promising therapeutic target to prevent peritoneal deterioration associated with the complications of PD treatment in ESKD patients.

## Materials and methods

### Ethics approval and patient consent

All animal procedures were performed in mice according to the European Community and Animal Research: Reporting of In Vivo Experiments (ARRIVE) reporting guidelines for the care and use of laboratory animals, with the prior approval by the Animal Ethics Committee of the IIS‐Fundación Jiménez Díaz and Comunidad Autónoma de Madrid, Spain (PROEX 242.2/21).

Experiments on peritoneal biopsies from patients were performed according to the Declaration of Helsinki guidelines [27]. Written informed consent was obtained from all patients prior to sample obtention and approved by the Ethics Committee of Hospital Universitario La Paz, Madrid, Spain (HULP PI‐4600; Ref. 07/253477.9/21).

### Human samples

Formalin‐fixed paraffin‐embedded peritoneal biopsies were used for STING immunostaining. Case biopsies were obtained from ESKD‐PD patients at the time of kidney transplantation or catheter replacement. Control biopsies were obtained from hemodialysis patients at the time of kidney transplantation or predialysis patients at the time of catheter insertion for PD. Demographic and clinical characteristics of patients are shown in supplementary material, Table S1. Data are reported following the STrengthening the Reporting of OBservational studies in Epidemiology (STROBE) guidelines and Biospecimen Reporting for Improved Study Quality (BRISQ) recommendations [28, 29].

### Animal models

C57BL/6J WT and C57BL/6J‐STING1gt/J (systemic STING deficiency; STING‐KO) male and female mice (8‐ to 14‐week‐old) were obtained from Charles River Laboratories Spain (Barcelona, Spain) and maintained at the IIS‐Fundación Jiménez Díaz animal facilities, with free access to food and water, normal light/dark cycles, and under specific pathogen‐free conditions. Several peritoneal injury models were developed in WT and STING‐KO mice: CHX exposure models, a postsurgical intra‐abdominal adhesion model, and an *S. epidermidis*‐induced peritonitis model. A 10‐day CHX exposure model was also developed in parallel by administration of the STING pharmacological inhibitor C‐176. STING immunostaining was evaluated in two chronic PDF exposure models previously established in our laboratory, involving either 5/6 nephrectomized mice (CKD model) or non‐CKD mice. In brief, Stay Safe PDF (lactate‐buffered, 4.25% glucose) (Fresenius Medical Care, Bad Homburg, Germany) was administered using a PD catheter connected to a subcutaneous mini access port for either 30 or 60 days, as previously described [30]. The mice were then euthanized, and peritoneal lavages and parietal peritoneal tissue samples were collected according to the specific requirements for subsequent histological analyses (staining, immunohistochemistry, and immunofluorescence), protein analysis (western blotting), gene expression (RT‐qPCR and RNA‐seq), and flow cytometry. Data from animal models are reported following the ARRIVE guidelines [31].

### Transcriptomic analyses

An RNA sequencing (RNA‐seq) study was carried out using peritoneal tissue samples from control and 10‐day‐CHX‐injected male mice. RNA extraction, library preparation, and sequencing on a NextSeq 2000 sequencer (Illumina, San Diego, CA, USA) were performed. Read cleaning, mapping, alignment, and differential expression analyses were subsequently carried out. Different functional enrichment analyses were then conducted using the differentially expressed genes (DEG) identified.

### Cell culture

The human MC line MeT‐5A (ATCC, Rockville, MD, USA) was used for *in vitro* assessment of MMT in response to activated macrophage‐conditioned media (AMCM). AMCM were obtained from lipopolysaccharide (LPS)‐activated primary murine peritoneal macrophages pretreated or not with the STING pharmacological inhibitor C‐176 (control AMCM and C‐176 AMCM, respectively), as previously described [32]. Following the experiments, gene expression in the MCs was evaluated.

Further details on the methodology employed for animal models, sample processing, histological staining, immunohistochemistry, immunofluorescence, western blotting, RT‐qPCR, RNA sequencing, omics data analysis, flow cytometry, statistical procedures, and reagents used, including antibodies and pre‐designed qPCR assays (supplementary material, Table S3) are provided in the Supplementary materials and methods.

## Results

### Transcriptomic changes in experimental peritoneal injury

Chlorhexidine gluconate (CHX) is a widely used agent for experimentally inducing peritoneal fibrosis in murine models, providing a useful tool for studying the pathophysiological mechanisms of PD‐associated peritoneal injury [33]. Daily i.p. injections of CHX in mice induced peritoneal inflammation as early as 3 days after starting CHX administration, peaking at 10 days (supplementary material, Figure S1A). At 10 days, parietal PM thickening with edema, angiogenesis, and infiltrating macrophages were observed, as previously reported [34], and were associated with overexpression of genes related to MMT and fibrosis. Following longer exposure to CHX, fibrosis was markedly increased, as observed here after 30 days (supplementary material, Figure S1B,C), whereas cocoon formation, a key characteristic of encapsulating peritoneal sclerosis, was described after 60 days [34]. Therefore, to identify new mediators involved in the onset of peritoneal damage, we performed an RNA‐seq study in the 10‐day CHX exposure model. 

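RNA from the parietal peritoneum of 4 mice injected intraperitoneally with 0.1% chlorhexidine gluconate (CHX) each day for 10 days was sequenced beside that of 4 noninjected control mice. CHX is an antiseptic that irritates the peritoneal lining, and all animals were male C57BL/6J mice. The libraries were made from polyadenylated RNA with a strand-specific kit and sequenced as single reads. The authors filtered the reads with PrinSeq-lite, aligned them with TopHat, and quantified and tested genes with CuffDiff. The deposited table lists, for each gene and mouse, the fragments assigned to the gene, the same fragments after CuffDiff's own scaling, the FPKM (fragments scaled to transcript length and sequencing depth) and a status. Where a fragment fits more than 1 gene model, CuffDiff can divide it, and 89.0% of the fragment values above 0 were whole numbers exactly as deposited, with no tolerance. Summed over genes, the control libraries held 10054677 to 12583737 fragments (median 11346720) and the CHX libraries 12129788 to 20884279 (median 15422342). Between 18663 and 20048 genes had a fragment in a control library, and between 20454 and 22532 in a CHX library.

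The unscaled fragments were rounded to whole numbers and scaled by the trimmed mean of M values (TMM), and the groups were compared with limma-voom, with Benjamini-Hochberg adjustment over all genes tested. A gene entered the test where at least 4 libraries reached 10 fragments, scaled to the median library, and all libraries together at least 15. The table covers 54834 genes, of which 27776 had no fragment in any library. CuffDiff gave 255 genes the status HIDATA, for a locus with too many fragments to be quantified, in at least 1 library and listed them there at 0, and 17 genes the status FAIL. Both kinds were left out of the test, so Gapdh and other abundant genes with that status have no value here. Levels are given in CPM, fragments scaled to the size of the library after TMM. Gene positions are those of the GENCODE M21 annotation of GRCm38, whose identifiers were matched to those in the deposited table. The build that the authors used is not given in the sources used here. The same-numbered control and CHX mice share only a number and were not treated as pairs.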

From a total of 12,058 detected genes (Figure 1A), 1,050 were DEGs, with 974 upregulated and 76 downregulated (|Log_2_(FC)| ≥ 2 and *q*‐value <0.05) (Figure 1A,B; supplementary material, Table S4). 

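Of 14605 genes tested in the 4 CHX and 4 control mice, 1249 were upregulated by at least 2 on the log2 scale and 136 downregulated by as much, with an adjusted p under 0.05 (limma-voom, Benjamini-Hochberg). These 1385 genes were 90.2% upregulated. Without the threshold on the fold change, 4687 genes passed the adjusted p, 2778 of them higher and 1909 lower in the CHX mice, and the upregulated share was 59.3%. The median log2 fold change of all genes tested was 0.03. In 1200 of the 1249 upregulated genes every CHX mouse lay above every control mouse, and in 101 of the 136 downregulated genes every CHX mouse lay below. Over all genes tested, 33.7% had groups that did not overlap, against the 2.86% that chance gives for 4 against 4. Of the alternatives, limma's treat test against a log2 change of 2, chosen after the data were seen, left the fewest genes, 213 upregulated and 1 downregulated. Scaled to Ppia instead of TMM, 453 genes were upregulated and 4712 downregulated, because Ppia, a gene often used as a reference, was itself higher in the CHX mice under TMM by 1.65 (standard error 0.30, adjusted p = 0.00229, limma).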

The most significantly upregulated genes included proinflammatory chemokines (*Ccl2*, *Ccl7*), cytokines (*Il1b*), and ISGs (*Cxcl10*, *Isg15*) (Figure 1A; supplementary material, Table S4). 

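The 5 genes were all past both thresholds of the limma test in 4 CHX against 4 control mice. Ccl2 (ENSMUSG00000035385), which encodes a chemokine that attracts monocytes, lies on chromosome 11 of GRCm38 from 82035571 to 82037453. Its level was 0.741 ± 0.198 CPM in control and 190 ± 129 CPM in CHX mice (mean ± SD, n = 4 each), a log2 fold change of 7.71 (standard error 0.89, adjusted p = 0.000122, limma). Its neighbour Ccl7 (ENSMUSG00000035373; 82045712 to 82047525) changed by 7.89 (standard error 1.48, adjusted p = 0.00259, limma), with 112 ± 111 CPM in the CHX mice. The large SD reflects CHX mouse 4, with 6768 fragments against 633 to 936 in the other CHX mice. Il1b (ENSMUSG00000027398; chromosome 2, 129364570 to 129371139) had no fragment in any control mouse and 40 to 144 in the CHX mice. Its mean was at least 60.7-fold higher in CHX mice, taking 3 fragments over the control group as the floor, and its adjusted p was 3.78e-05 (limma). The antisense gene Il1bos overlaps Il1b, and whether the counting used strand is not given in the sources used here.

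Cxcl10 (ENSMUSG00000034855; chromosome 5, 92346638 to 92348889) rose by 7.77 on the log2 scale (standard error 0.80, adjusted p = 5.72e-05, limma), from 0.389 ± 0.17 to 92.6 ± 33.4 CPM. The gene Art3 overlaps it on the opposite strand, and its fragments were divided in 2 libraries. Isg15 (ENSMUSG00000035692; chromosome 4, 156199424 to 156200818) had 0 to 10 fragments in the control mice and 635 to 4631 in the CHX mice, with a log2 fold change of 8.36 (standard error 1.29, adjusted p = 0.000796, limma). In all 5 genes every CHX mouse lay above every control mouse (exact permutation test on log2 CPM, two-sided p = 0.0286, the smallest p that 4 against 4 allow). Ranked by p among the 1249 upregulated genes, Il1b was at 99, Cxcl10 at 119, Ccl2 at 189, Isg15 at 440 and Ccl7 at 654. By fold change Isg15 was at 6, Ccl7 at 11, Cxcl10 at 13, Ccl2 at 14 and, with a fitted value that is no bound, Il1b at 50.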

To explore the potential pathophysiological associations of the transcriptomic changes, particularly the upregulated DEGs, functional enrichment analyses were conducted using Metascape‐linked bioinformatics web tools. These included Pattern Gene Database (PaGenBase) and Transcriptional Regulatory Relationships Unraveled by Sentence‐based Text mining (TRRUST) database (https://metascape.org/; accessed on 27 August 2024). This analysis found that immune cell terms were among the most represented cell types, with macrophages being the predominant cell type (Figure 1C) and NF‐κB, STAT1, and IRF1 being the main transcription factors potentially involved in the regulation of DEGs (Figure 1D). 

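The pattern and regulator databases were not used here. In their place, 15 lists of marker genes were written before the values were seen and tested with limma's camera test at a preset correlation between genes of 0.01, with Benjamini-Hochberg adjustment over the lists. In the 4 CHX against 4 control mice, 11 of the 15 lists passed. The macrophage list of 15 genes had a median log2 fold change of 2.73 (adjusted p = 3.22e-08, limma camera), and 12 of its genes were upregulated at an adjusted p under 0.05. Of its members, Cd68 (ENSMUSG00000018774; chromosome 11, 69664213 to 69666153) rose from 13.0 ± 5.6 to 252 ± 65.7 CPM (mean ± SD, n = 4 each) and Adgre1 (ENSMUSG00000004730; chromosome 17, 57358691 to 57483527) from 13.0 ± 3.41 to 106 ± 34.6 CPM. Cd163 did not follow them, and without CHX mouse 4 its log2 fold change was -0.13. Larger medians were seen in the lists for NK cells (5.58 over 4 genes tested, adjusted p = 0.00338, limma camera), neutrophils (4.54 over 4 genes, adjusted p = 0.0116) and mesothelial cells (3.28 over 11 genes, adjusted p = 1.27e-05). Of the NK cell and neutrophil lists only 4 of 9 and 4 of 10 genes passed the filter on low counts, which a gene near 0 in control mice passes only by rising, so their medians are in part over members selected by the change. The fibroblast list had a median of 1.19 (adjusted p = 0.00338) and the mast cell list one of 0.82 (adjusted p = 0.0418, limma camera), and both medians fell below 0 when the libraries were scaled to Ppia, to -0.48 and -0.83. Without CHX mouse 4 the fibroblast median was 0.70.

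Lower in the CHX mice were the lists for slow muscle (median -2.0, adjusted p = 3.22e-08, limma camera), muscle in general (-1.01, adjusted p = 6.58e-05), fast muscle (-0.81, adjusted p = 0.0292), B cells (-1.38, adjusted p = 0.0185) and endothelial cells (-0.61, adjusted p = 0.0149). Among the members of the slow muscle list is Myh2, a myosin of fast oxidative fibres. The T cell (adjusted p = 0.511), dendritic cell (0.46), adipocyte (0.511) and keratinocyte (0.256) lists did not pass (limma camera). Their medians were 0.37, 0.05, 0.08 and 0.76, and scaled to Ppia they became -1.35, -1.64, -1.58 and -0.86. The adipocyte genes had a mean of -0.18 against that positive median, and camera gave their direction as down. All 11 calls held under limma's fry test, and none held with the correlation estimated from the data, where the lowest adjusted p was 0.32. The B cell call was lost without control mouse 2 (median -1.08) or CHX mouse 1 (-1.28) or 2 (-1.20), and the mast cell call without control mouse 1 (0.54) or CHX mouse 3 (0.67) or 4 (0.60). The T cell list passed without control mouse 1 (2.19), 3 (3.11) or 4 (2.65). Its largest median, 3.535, came without control mouse 2, where the list did not pass. The filter asks for as many libraries as the smaller group holds, so leaving out a mouse loosened it. Without control mouse 1, for example, 15032 genes were tested against 14605. With all mice only 5 of the 10 T cell genes were tested, so these T cell medians may be over other members. The keratinocyte median was 0.50 without CHX mouse 3.

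Of the regulators, Irf1 (ENSMUSG00000018899; chromosome 11, 53770014 to 53778374), which Gm17334 overlaps on the opposite strand, rose from 5.0 ± 1.15 to 40.3 ± 19.7 CPM, with an adjusted p of 0.000438 (limma). Nfkb1 (ENSMUSG00000028163; chromosome 3, 135584655 to 135691547) had 19.8 ± 6.17 and 25.0 ± 4.95 CPM, a difference within the spread between mice (log2 fold change 0.38, standard error 0.24, adjusted p = 0.232, limma), and it is overlapped on the same strand by Gm43430. The regulators of the paper come from an enrichment of the upregulated genes, which the RNA of a regulator does not measure.

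**Figure D1:**
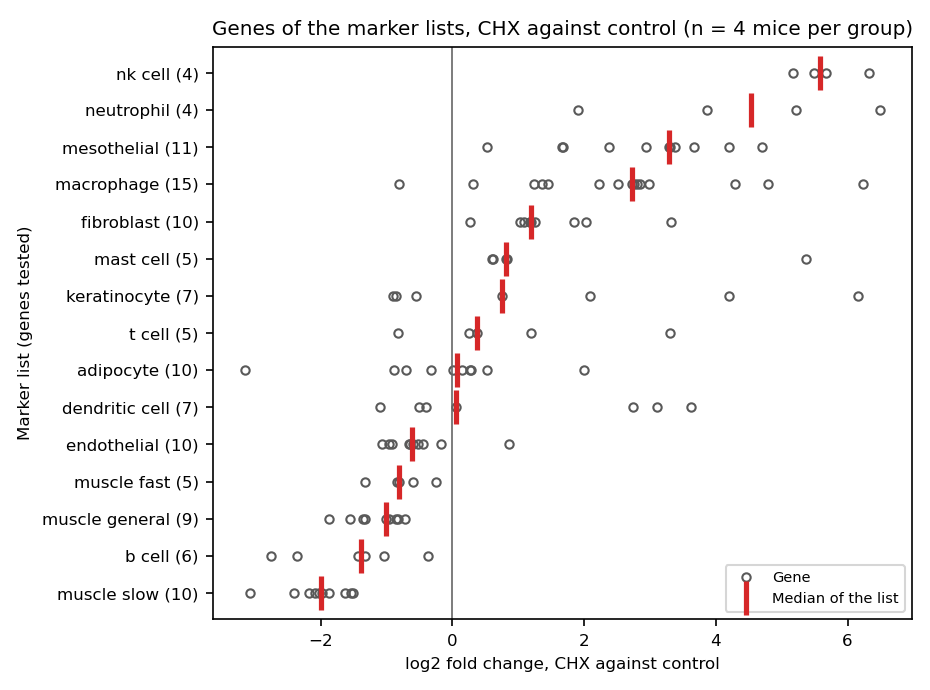
log2 fold change of each gene of the 15 marker lists in CHX against control mice (n = 4 each), 1 list per line with the number of its genes tested. Open circles are genes and red bars are list medians, from 5.58 for NK cells to -2.0 for slow muscle; relative to Ppia, the medians for fibroblasts, mast cells, T cells, dendritic cells, adipocytes and keratinocytes fall below 0.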

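Families of genes recognised by their symbols were tested with camera in 4 CHX against 4 control mice. A family here holds only its members past the filter on low counts. A gene near 0 in control mice passes that filter only by rising, so the medians and counts are in part over members selected by the change. Of 11 families, 10 were higher in the CHX mice at an adjusted p under 0.05 (limma camera, Benjamini-Hochberg over the families). The 29 interferon-stimulated genes, those of the families Ifit, Oas, Mx, Isg and Gbp with Rsad2 and Usp18, had a median log2 fold change of 4.75 (adjusted p = 5.15e-23, limma camera), and each of the 29 was upregulated. The 11 genes of the Pyhin family, which holds the DNA sensors Aim2 and Ifi204, had a median of 4.96 (adjusted p = 7.1e-09, limma camera). Chemokine ligands had a median of 3.88 over 25 genes (adjusted p = 1.32e-08) and their receptors one of 2.72 over 11 genes (adjusted p = 0.00757, limma camera). The 8 toll-like receptor genes had a median of 3.48 (adjusted p = 0.000162), the 10 NOD-like receptor genes one of 2.02 (adjusted p = 0.00882), the 9 caspase genes one of 1.84 (adjusted p = 0.000459), the 8 TNF ligand genes one of 3.23 (adjusted p = 0.00342; median 2.13 without control mouse 1) and the 17 C-type lectin genes one of 3.46 (adjusted p = 0.000153, limma camera). The family of subunits of RNA polymerase III, an enzyme that can transcribe cytosolic DNA, did not pass, with a median of -0.11 over 10 genes (adjusted p = 0.408, limma camera), and its sign changed with the library size alone as the scaling, to 0.14. The 10 calls held under fry and none held with an estimated correlation, where the lowest adjusted p of a family was 0.128.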

Functional analysis based on the Kyoto Encyclopedia of Genes and Genomes (KEGG) database [35] revealed classical innate immune‐related signaling pathways as the most enriched terms, among them the cytosolic DNA sensing pathway (Figure 1E). In this regard, several preclinical studies have shown that blockade of components of some of these proinflammatory pathways, such as NOD‐like receptors (NLRs), toll‐like receptors (TLRs), NF‐κB, and TNF, ameliorated peritoneal damage, [9, 36, 37, 38]. However, to date, no data about targeting cytosolic DNA‐sensing pathway have been described. In our RNA‐seq study, most components of this pathway were upregulated in the injured peritoneum of mice (Table 1; supplementary material, Figure S2). Among these, we focused further studies on the nucleotide sensor/receptor STING.

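Table 1 lists 36 genes of the cytosolic DNA-sensing pathway, chosen by the study on these samples. In the 4 CHX against 4 control mice all 36 were upregulated at an adjusted p under 0.05 (limma), and all 36 also passed adjusted over the list alone, which is not independent evidence. The median log2 fold change was 3.31, also with the genes at 0 in the controls set at their bound, and 24 genes reached 2 while 3 stayed under 1. In 35 of them every CHX mouse lay above every control mouse. Scaled to Ppia, 20 of the 36 passed and 9 had a negative log2 fold change.

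Among the sensors the log2 fold change ran from 1.05 for Ddx41 to 6.70 for Zbp1, with a median of 3.67. Zbp1 (ENSMUSG00000027514; chromosome 2, 173206612 to 173218923) rose from 1.74 ± 1.55 to 143 ± 67.5 CPM (mean ± SD, n = 4 each). Cgas (ENSMUSG00000032344; chromosome 9, 78430526 to 78443237), the enzyme that makes the ligand of STING, rose from 0.714 ± 0.698 to 11.3 ± 5.45 CPM (log2 fold change 4.25, standard error 0.89, adjusted p = 0.0044, limma), with Gm8093 overlapping on the opposite strand. Ifi204 (ENSMUSG00000073489; chromosome 1, 173747293 to 173766943), which belongs to a family of similar genes, changed by 4.96 (standard error 0.39, adjusted p = 9.27e-06, limma). The degrading enzymes lay between 1.57 for Dnase2a and 3.43 for Adar. Trex1, at 1.91, overlaps Atrip on the same strand, and its fragments were divided in all 8 libraries. Both polymerase subunits rose by less than 1, Polr2k by 0.71 (adjusted p = 0.0363, limma) and Polr1c by 0.89. Leaving out 1 mouse, the Polr2k call was lost without any single control mouse (0.65 to 0.72), CHX mouse 3 (0.47) or CHX mouse 4 (0.63). That of Fadd was lost without control mouse 1 (0.88).

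Genes of the NF-κB pathway lay between 1.02 for Rela and 3.98 for Ikbke, those of the IFN pathway between 1.44 for Ifnar1 and 6.32 for Irf7, and those of cell death between 0.95 for Fadd and 4.56 for Ripk3. Of the cytokines and chemokines, 3 had fragments in control mice, between 3.59 for Il18 and 7.77 for Cxcl10. Ccl4 (ENSMUSG00000018930; chromosome 11, 83662584 to 83664683) had none there and 84 to 421 fragments in the CHX mice, at least 136-fold higher against the floor of 3 fragments over the control group.

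**Figure D2:**
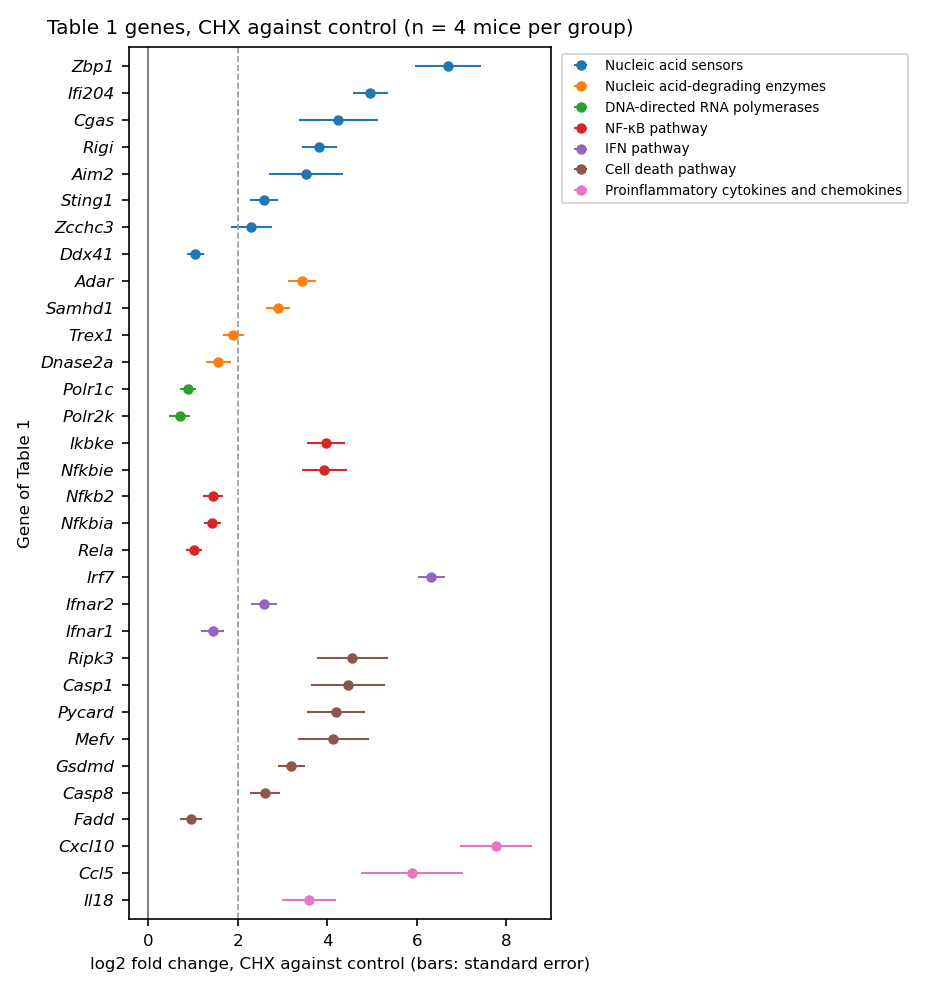
log2 fold change of genes of Table 1 with fragments in control mice, CHX against control (n = 4 each), with the standard error as bars and the colour giving the class in Table 1. The dashed line is at 2, and the genes run from 0.71 for Polr2k to 7.77 for Cxcl10; scaled to Ppia, Ddx41, Dnase2a, Polr1c, Polr2k, Rela, Nfkb2, Nfkbia, Ifnar1 and Fadd fall below 0.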

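Sting1 (ENSMUSG00000024349) lies on chromosome 18 of GRCm38 from 35733679 to 35740554, with no other annotated gene overlapping it. Its level was 6.32 ± 1.28 CPM in the control mice and 38.3 ± 11.9 CPM in the CHX mice (mean ± SD, n = 4 each). The log2 fold change was 2.59 (standard error 0.32, adjusted p = 0.000195, limma with Benjamini-Hochberg adjustment). All 4 CHX mice, with 351 to 1289 fragments, lay above all 4 control mice, with 50 to 70 fragments (exact permutation test on log2 CPM, two-sided p = 0.0286). With each mouse left out in turn the log2 fold change stayed between 2.36, without CHX mouse 4, and 2.69, without CHX mouse 2. Scaled to Ppia it was 0.98 and no longer past the threshold (adjusted p = 0.0561, limma). Among the 1249 upregulated genes Sting1 was at rank 241 by p and 881 by fold change.

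**Figure D3:**
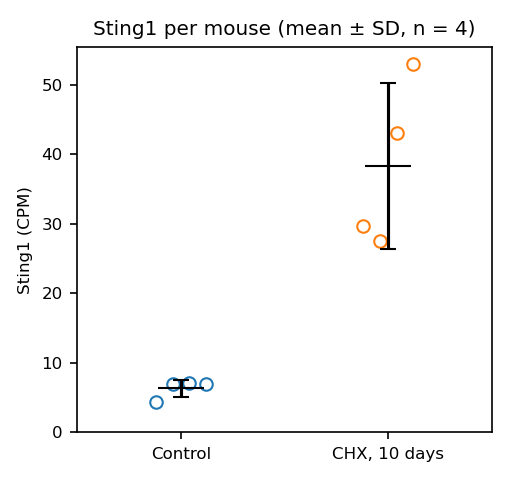
Sting1 in CPM for each of the 4 control and 4 CHX mice, as points, with the mean and SD of each group. The control mice average 6.32 and the CHX mice 38.3, with no overlap between the groups; scaled to Ppia the difference is smaller, at 0.98 on the log2 scale.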

**Figure 1:**
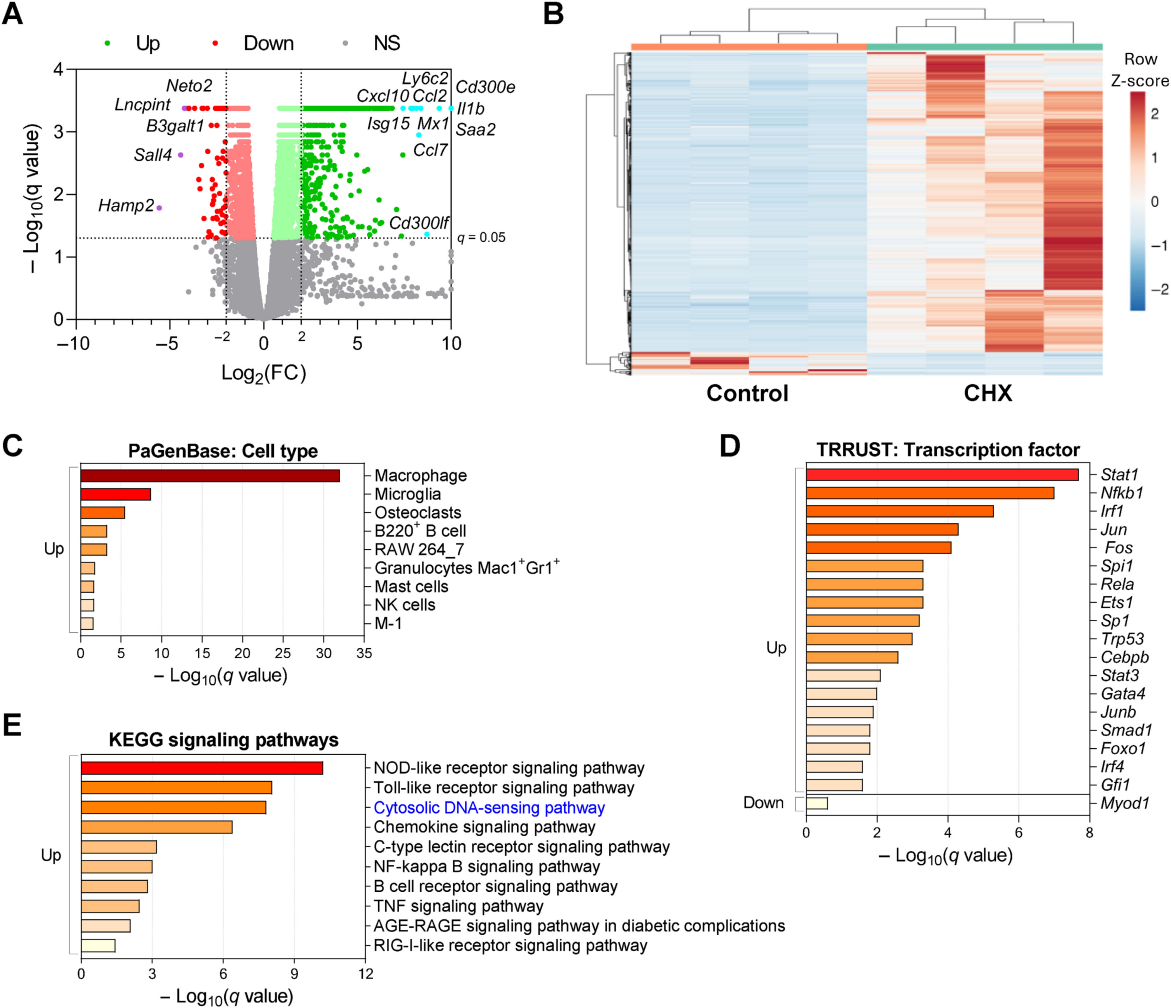
Transcriptomic and functional enrichment analysis in the peritoneum of mice exposed to CHX for 10 days. Sequencing analysis was performed starting from total RNA from parietal peritoneal tissue of male C57BL6/J mice that were i.p. injected with 0.1% CHX for 10 days and control mice (*n* = 4 per group). (A) The volcano plot shows 12,058 genes with satisfactory statistical analysis. DEGs in the CHX group versus the control group with a *q*‐value <0.05 are shown in green (increased) and red (decreased). The highest upregulated and downregulated DEGs are shown in cyan and purple, respectively. (B) Heatmap representing row *Z*‐score and the hierarchical clustering of the 1,050 DEGs with *q*‐value <0.05 and |Log_2_(FC)| ≥ 2. The heatmap was generated using the ClustVis web tool. (C–E) Functional enrichment analysis of (C) cell type, (D) transcription factors, and (E) signaling pathways in upregulated DEGs according to Pattern Gene Database (PaGenBase), Transcriptional Regulatory Relationships Unraveled by Sentence‐based Text mining (TRRUST) database, and KEGG databases, respectively. Up: Upregulated DEGs. Down: downregulated DEGs. NS: Nonsignificant.

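Of the labelled genes, Ly6c2 (ENSMUSG00000022584; chromosome 15, 75108158 to 75111970) had the log2 fold change at rank 3 of the 1249 upregulated genes, 8.88 (standard error 1.02, adjusted p = 0.000117, limma), from 0.503 ± 0.309 CPM in control to 248 ± 134 CPM in CHX mice (mean ± SD, n = 4 each). Mx1 and Cd300lf followed at ranks 18 and 22, with changes of 7.46 and 7.21. Cd300lf had 2 fragments in the control group, all in 1 mouse, and Rab37 overlaps it on the opposite strand. Cd300e and Saa2 had no fragment in the control mice and fell under the filter on low counts, with means at least 28.2-fold and at least 31.1-fold higher in CHX mice against the floor of 3 fragments over the control group. Without CHX mouse 4, which held 120 and 149 of their fragments, these bounds fell to 16.0 and 14.6. Among the 136 downregulated genes, Hamp2 (ENSMUSG00000056978; chromosome 7, 30922372 to 30924681) was at rank 2 with a log2 fold change of -5.75 (standard error 0.79, adjusted p = 0.000383, limma), from 9.86 ± 4.51 to 0.214 ± 0.201 CPM, and Gm44662 overlaps it on the opposite strand. Neto2 was at rank 6 (-4.10, adjusted p = 0.00341, limma), Sall4 at rank 52 (-2.53, adjusted p = 0.0121) and Lncpint at rank 111 (-2.10, adjusted p = 0.0106). Both Sall4 and Lncpint have overlapping genes and divided fragments, in 4 and 3 libraries. B3galt1 had 5.49 ± 4.48 CPM in control and 2.44 ± 0.88 CPM in CHX mice, which did not pass (log2 fold change -0.94, standard error 0.48, adjusted p = 0.149, limma). Control mouse 2 held 111 fragments of B3galt1 against 27 to 43 in the other control mice, and without it the log2 fold change was -0.50.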

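Of the 1050 genes in the paper's list, 1047 were found in the deposited table, and their deposited FPKM were centred and scaled to unit variance per gene before the libraries were clustered by correlation distance and average linkage. The 4 control and the 4 CHX libraries formed separate branches, so all 8 libraries lay with their own group. Across these 1047 genes, which are not independent replicates, correlations were 0.472 to 0.674 between control libraries, -0.115 to 0.319 between CHX libraries and -0.499 to -0.355 between groups. The genes were selected for a difference between the groups, which favours this separation. On the log2 scale over all genes past the filter on low counts, and with Euclidean distance and complete linkage, the 8 libraries separated the same way.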

**Table 1:** Upregulated genes from cytosolic DNA‐sensing pathway in peritoneum of CHX‐treated mice compared to controls.

Classification	Gene name	Log_2_ (FC)	*q*‐value
Nucleic acid sensors	*Cgas*	4.29	0.0004
	*Sting1*	2.60	0.0004
	*Zcchc3*	2.64	0.0004
	*Ifi204 (Ifi16)*	4.96	0.0004
	*Rigi*	2.41	0.0032
	*Ddx41*	0.86	0.0026
	*Aim2*	3.79	0.0040
	*Zbp1*	6.44	0.0004
Nucleic acid‐degrading enzymes	*Adar1*	3.58	0.0004
	*Samhd1*	3.36	0.0004
	*Trex1*	1.82	0.0004
	*Dnase2a*	1.95	0.0004
DNA‐directed RNA polymerases	*Polr1c*	0.77	0.0103
	*Polr2k*	0.71	0.0114
NF‐κB pathway	*Rela*	0.97	0.0011
	*Nfkb2*	1.26	0.0004
	*Nfkbia*	1.64	0.0004
	*Nfkbie*	4.05	0.0004
	*Ikbke*	4.00	0.0004
IFN pathway	*Ifnar1*	1.51	0.0004
	*Ifnar2*	2.57	0.0004
	*Irf7*	6.12	0.0004
Cell death pathway	*Mefv (Pyrin)*	4.29	0.0004
	*Ripk3*	4.36	0.0004
	*Fadd*	1.67	0.0004
	*Pycard (Asc)*	4.73	0.0004
	*Casp1*	4.16	0.0004
	*Casp3*	1.47	0.0488
	*Casp7*	1.94	0.0004
	*Casp8*	2.40	0.0004
	*Gsdmd*	3.21	0.0004
Proinflammatory cytokines and chemokines	*Ccl4*	+	0.0004
	*Il1b*	+	0.0004
	*Cxcl10*	7.86	0.0004
	*Ccl5*	6.25	0.0004
	*Il18*	3.29	0.0008

*Note*: The table shows all the upregulated DEGs with a *q*‐value <0.05 identified in the transcriptomic analysis that belong to the cytosolic DNA‐sensing pathway (KEGG: mmu04623 https://www.kegg.jp/pathway/mmu04623).

FC, fold‐change; +, genes found expressed in peritoneum of CHX mice but with no expression detected in control mice (presence/absence genes).

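In Table S4 of the paper 20 genes carry the plus sign. None of the 20 had a fragment in any of the 4 control libraries, and in the CHX libraries each had between 3 and 1109 fragments. Of these genes 17 passed the filter on low counts, and all 17 had an adjusted p under 0.05, the highest being 0.00302 for Gzmb (limma). Acod1 (ENSMUSG00000022126; chromosome 14, 103046977 to 103056573) had 107 to 1109 fragments in the CHX mice and a mean at least 295-fold higher than 3 fragments over the control group would give, or 194-fold without CHX mouse 4. Cd300e, Tarm1 and Saa2 were not tested. A count of 0 in the control libraries, of 10054677 to 12583737 fragments each, leaves levels up to that floor possible.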

### STING and other components of the cytosolic DNA‐sensing pathway are increased in the injured peritoneum of mice

To validate the RNA‐seq study and to confirm the involvement of the cytosolic DNA‐sensing pathway in peritoneal damage, we evaluated the expression of STING and other players of this pathway in the CHX‐induced peritoneal damage mouse model. Both gene and protein levels of STING increased in the diseased peritoneum of mice (after 3, 10, or 30 days of CHX exposure) (Figure 2A,B; supplementary material, Figure S3A,B). Consistent with this finding, the expression levels of other cytosolic DNA sensors also increased after 10 days of CHX exposure (supplementary material, Figure S3C), suggesting the presence of cytosolic DNA and the activation of the DNA‐sensing pathways. Functional STING activation in response to peritoneal damage was confirmed by the increment of the downstream machinery, including TBK1 and IRF3 (total and phosphorylated) protein levels (Figure 2A,B), as well as increased expression of ISGs after 10 days and 30 days of CHX administration (Figure 2C; supplementary material, Figure S3D). Together with IFN signaling activation, the levels of phosphorylated NF‐κB‐inhibitor‐α (p‐IκBα) were increased in the damaged peritoneum, indicating the activation of the NF‐κB pathway (supplementary material, Figure S3E). In summary, these data indicate the activation of STING signaling in response to experimental peritoneal damage.

**Figure 2:**
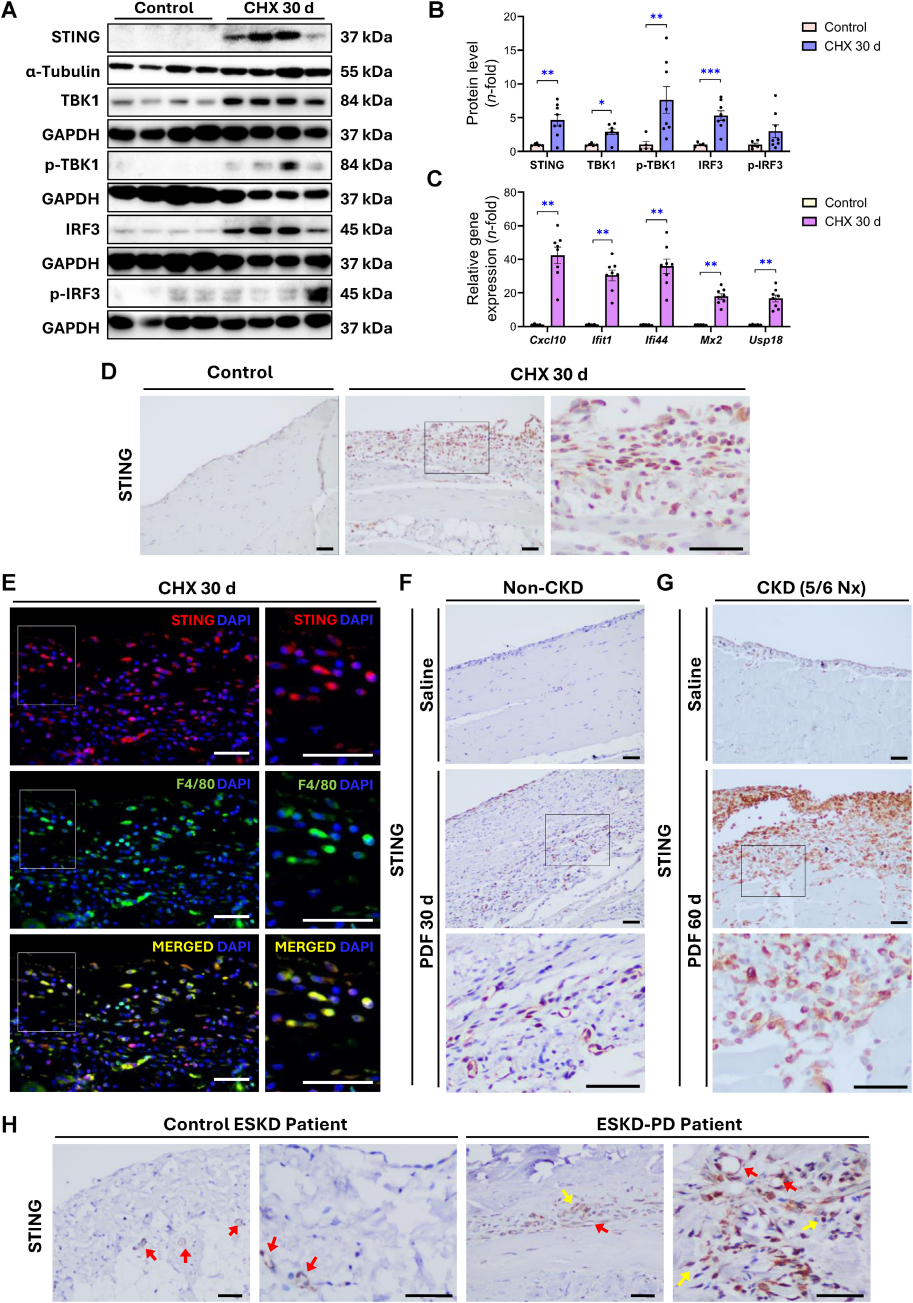
Expression and localization of STING and its downstream signaling mediators in injured peritoneal tissue from mice and patients. (A–E) Male C57BL/6J mice were daily i.p. injected with 0.1% CHX for 30 days. (A and B) Protein levels of STING, total and phosphorylated TBK1 (p‐TBK1), and total and phosphorylated IRF3 (p‐IRF3) in the peritoneum of 30‐day‐CHX‐exposed mice. Protein levels were assessed by western blotting from total proteins of parietal peritoneal tissue, using α‐tubulin or GAPDH as loading control. (C) Relative expression levels of ISGs were analyzed by RT‐qPCR from total RNA of parietal peritoneal tissue, using *Gapdh* as a housekeeping gene. Protein and gene results are expressed as *n*‐fold compared to control and represented as the mean ± SEM of five to eight animals per group. *p < 0.05, **p < 0.01, and ***p < 0.001. (D) Immunohistochemistry microscopy images showing STING^+^ cells within infiltrated and thickened areas of peritoneal membrane. (E) Immunofluorescence staining of STING (red) and F4/80 (green) shows presence of double‐labeled F4/80^+^STING^+^ (merged) macrophages in peritoneum of 30‐day‐CHX‐exposed mice. (F and G) Immunohistochemical staining of STING sections of parietal peritoneal tissue from 30‐day‐PDF‐exposed mice (F) and 60‐day‐PDF‐exposed 5/6 nephrectomized mice (G). Microscopy images in panels (D–G) correspond to a representative animal from each group. Higher‐magnification images of squared areas are presented alongside original micrographs. Nx: nephrectomy. (H) Immunohistochemical staining of STING in peritoneal biopsies from a control ESKD and an ESKD‐PD patient (Patient C1 and Patient PD1, respectively; see supplementary material, Table S1). Red arrows indicate STING^+^ stain in endothelium. Yellow arrows indicate STING^+^ stain in submesothelial zone. Scale bars, 50 μm for all micrographs.

### STING‐expressing cells are abundantly found in the chronically injured peritoneum of CHX‐ and PDF‐exposed mice and PD patients

In the peritoneal tissue of 30‐day‐CHX‐treated mice, STING^+^ cells were found in the submesothelial zone in areas of both PM thickening and inflammatory cell infiltration (Figure 2D). Furthermore, consistent with macrophages being the most enriched cell subset in the transcriptomic analysis (Figure 1C), F4/80^+^ macrophages expressing STING were abundantly found in the damaged peritoneum of mice (Figure 2E). We next further evaluated whether STING was modulated by long‐term exposure to conventional PDFs. To this end, two preclinical models of chronic peritoneal exposure to PDF, mimicking PD therapy in normal mice (non‐CKD) and mice with 5/6 nephrectomy (CKD), were established as previously described [30]. STING^+^ cells were abundant in the peritoneum of PDF‐exposed mice, in either the absence or presence of kidney insufficiency, whereas these cells were scarce in healthy peritoneum (Figure 2F,G). To explore the clinical relevance of these findings, we examined the presence of STING^+^ cells in peritoneal biopsies from ESKD patients undergoing PD treatment. Strong positive staining for STING was found in cells of the submesothelial zone in biopsies of ESKD‐PD patients, but not in control ESKD samples (Figure 2H; supplementary material, Figure S4). Interestingly, STING^+^ staining was found in the peritoneal endothelium of both control ESKD and ESKD‐PD cases. Accordingly, STING‐expressing endothelial cells were identified in the peritoneum of PDF‐injured mice, as evidenced by double immunofluorescence staining of STING and CD31 (supplementary material, Figure S5). Therefore, STING was upregulated in the damaged peritoneum of both PDF‐exposed mice and CKD patients undergoing PD, supporting its potential role in promoting peritoneal injury during PD therapy.

### STING deficiency ameliorates early CHX‐induced peritoneal inflammation

To unravel the role of STING in the development of peritoneal damage, the CHX‐induced peritoneal injury model was replicated in STING‐deficient (STING‐KO) mice. After 10‐day‐CHX exposure, the absence of STING significantly reduced CHX‐induced macrophage infiltration into the peritoneal tissue (Figure 3A) and inhibited gene upregulation of several inflammatory markers (Figure 3B). Additionally, CHX‐exposed STING‐KO mice exhibited a slight, but significant, decrease in PM thickness compared to WT mice (Figure 3A), together with inhibited CHX‐induced overexpression of *Tgfb1*, but no other MMT/fibrosis markers (Figure 3B). Therefore, these data clearly demonstrate that STING participates in the inflammatory response in the injured peritoneum.

**Figure 3:**
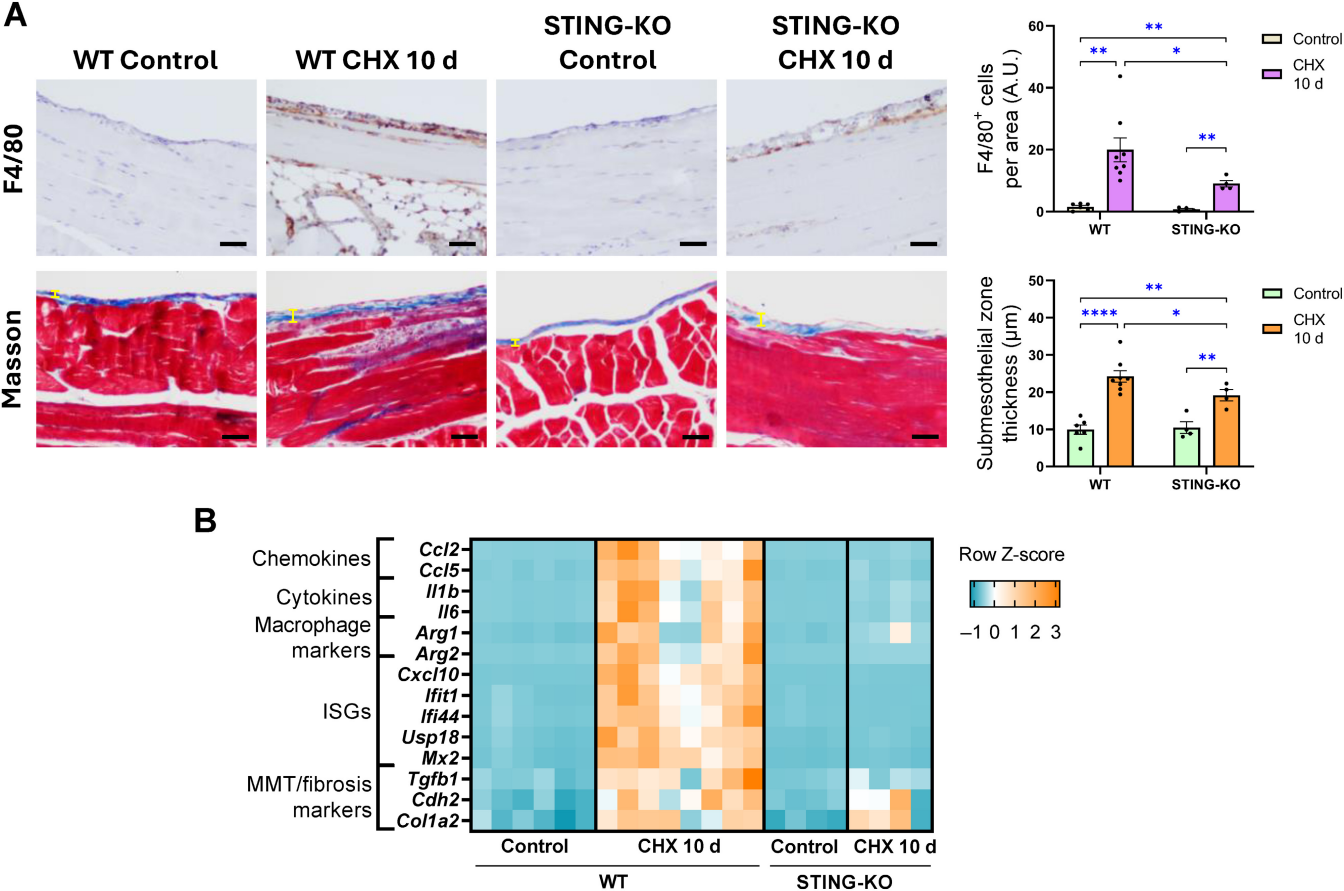
Peritoneal damage in WT and STING‐KO mice exposed to CHX for 10 days. Male C57BL/6J WT and STING‐deficient (STING‐KO) mice were i.p. injected with 0.1% CHX for 10 days. (A) Peritoneal macrophage infiltrates and peritoneal membrane thickness in CHX‐exposed mice. Upper panel: F4/80 immunohistochemistry images from a representative animal from each group (left) and the corresponding quantification of F4/80^+^ cells (right). Bottom panel: representative Masson's trichrome stained images (left) and corresponding quantification of submesothelial zone thickness (right). Yellow lines indicate width measured. Scale bar, 50 μm. Results are represented as mean ± SEM of four to eight animals per group. (B) Heatmap representing row *Z*‐score of relative expression levels of inflammatory and MMT/fibrosis markers. Relative gene expression was analyzed by RT‐qPCR from total RNA of parietal peritoneal tissue, using *Gapdh* as a housekeeping gene. *p < 0.05, **p < 0.01, and ****p < 0.0001. A.U.: arbitrary unit

### STING deficiency attenuates chronic CHX‐induced peritoneal inflammation and fibrosis

To further evaluate the role of STING in peritoneal fibrosis and persistent inflammation, studies were performed in STING‐KO mice chronically exposed to CHX for 30 days. STING deficiency significantly reduced CHX‐induced PM thickening compared to WT mice (Figure 4A). Additionally, gene expression of the MC marker calbindin 2 (*Calb2* gene) was decreased after CHX exposure in WT mice but not in STING‐deficient mice (Figure 4B), suggesting that STING may play a role in MC loss. Moreover, STING deficiency inhibited CHX‐induced peritoneal gene overexpression of MMT/fibrosis markers (Figure 4B), in association with decreased fibronectin protein levels (Figure 4C) and reduced peritoneal staining of the myofibroblastic cell marker, α‐smooth muscle actin (α‐SMA) (Figure 4D). These findings support the potential role of STING in promoting MMT and fibrosis in the peritoneum. Peritoneal inflammation persisted after 30 days of CHX exposure in WT mice (Figure 4E–H). However, while flow cytometry analysis of peritoneal lavages from WT mice showed a significant increase in the number of immune cells recruited into the peritoneal cavity, a notable reduction was observed in STING‐KO mice (Figure 4E). T cells, macrophages, and neutrophils were among the cell subsets that displayed lowered peritoneal cavity recruitment and tissue infiltration in STING‐KO mice (Figure 4E; supplementary material, Figure S6). Additionally, peritoneal levels of proinflammatory genes were upregulated in CHX‐exposed WT mice, but no alterations were observed in most of these genes in CHX‐exposed STING‐KO mice compared to control mice (Figure 4F). 

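The RNA-seq covers 10 days of CHX and held no STING-KO mice, and it measures RNA and not phosphorylated protein. The Nfkb, Rel and IκB family, taken by symbol with the kinases that act on it, held 14 genes tested in 4 CHX against 4 control mice. Its median log2 fold change was 1.02 (adjusted p = 3.94e-05, limma camera, over 11 families), with 9 genes higher and 1 lower at an adjusted p under 0.05, but scaled to Ppia the median was -0.61. Among the 11 families it was at rank 10 by median and at rank 4 by p, and with an estimated correlation its p was 0.0233 (adjusted p = 0.128, limma camera). Bcl3 (ENSMUSG00000053175; chromosome 7, 19808462 to 19822770) rose from 2.32 ± 0.521 to 28.5 ± 7.21 CPM (mean ± SD, n = 4 each) with a log2 fold change of 3.58 (standard error 0.38, adjusted p = 6.85e-05, limma), and genes on the opposite strand overlap it. Nfkbiz (ENSMUSG00000035356; chromosome 16, 55811375 to 55838899) rose by 2.56 (standard error 0.45, adjusted p = 0.00184, limma). Nfkb2 and Relb changed by 1.45 and 1.03, and both turned negative when scaled to Ppia. Rel (ENSMUSG00000020275; chromosome 11, 23736847 to 23770970) was lower in the CHX mice, by -0.88 (standard error 0.31, adjusted p = 0.0482, limma), and lost this call without control mouse 2 (-0.91), 3 (-0.74) or 4 (-0.85) or CHX mouse 3 (-0.76) or 4 (-0.78).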

Among the inflammatory pathways induced in CHX mice, NF‐κB was one of the most upregulated (Figure 1E). This activation of the NF‐κB pathway was prevented by STING deficiency, as indicated by the decrease in both p‐IκBα and p‐p65 NF‐κB levels (Figure 4G,H). Moreover, CHX‐induced gene upregulation of proangiogenic factors, such as *Vegfa* and *Cxcl1*, was also decreased in the absence of STING (Figure 4B,F). Together, these findings demonstrate that STING participates in peritoneal fibrosis, angiogenesis, and inflammation induced by chronic and repeated exposure to CHX.

**Figure 4:**
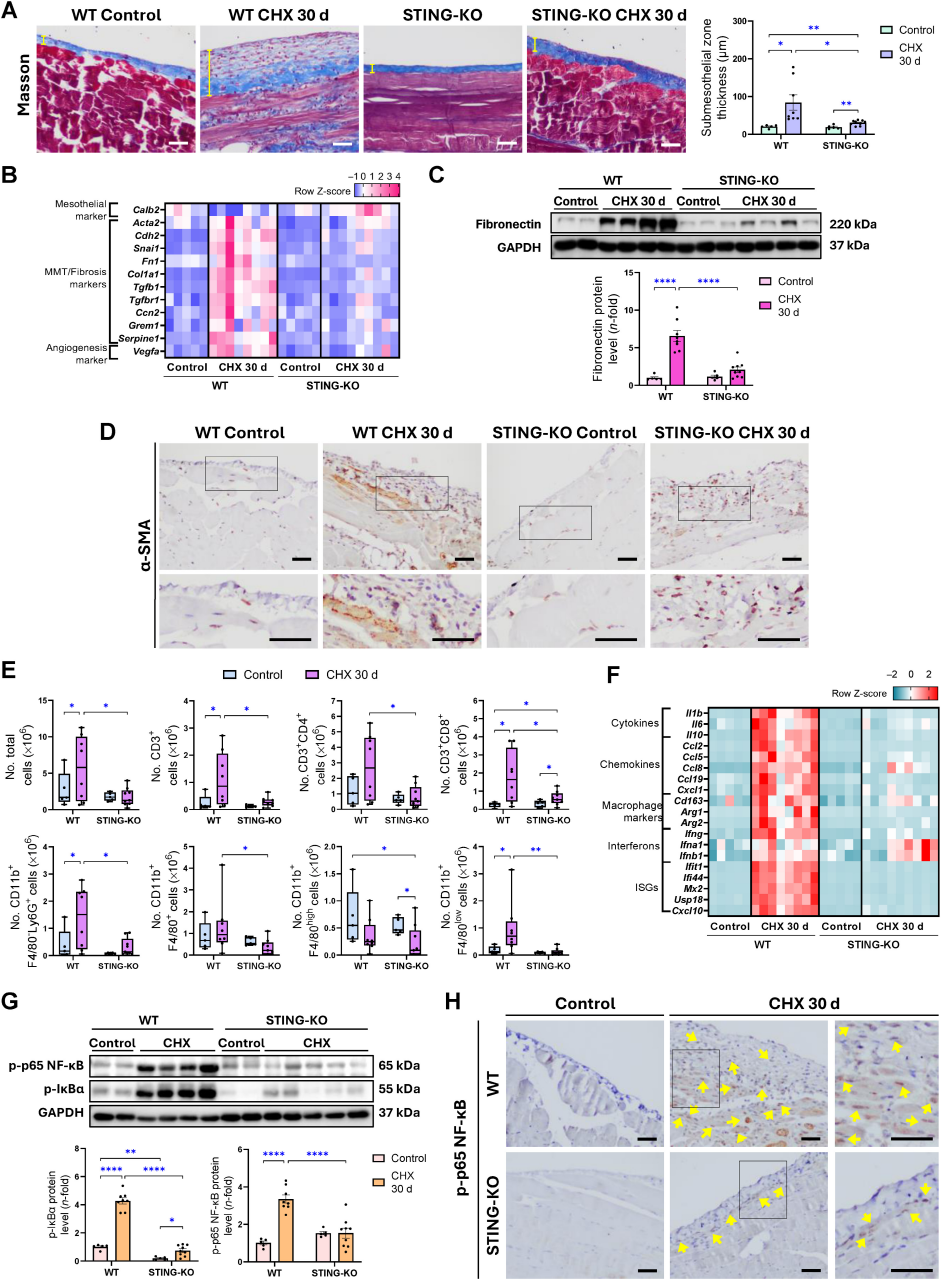
Peritoneal membrane thickening, fibrosis, and inflammation in WT and STING‐KO mice exposed to CHX for 30 days. Male C57BL/6J WT and STING‐deficient (STING‐KO) mice were i.p. injected with 0.1% CHX for 30 days. (A) Masson's trichrome staining in parietal peritoneal tissue. Yellow lines in Masson's trichrome images indicate width measured. (B) Heatmap representing row *Z*‐score of relative expression levels of mesothelial marker calretinin (*Calb2*) and several MMT/fibrosis and angiogenesis markers. (C) Fibronectin protein levels in parietal peritoneum of mice (D) α‐SMA immunostaining of parietal peritoneal tissue from mice. (E) Flow cytometry analysis in peritoneal lavages from mice to identify cells present in peritoneal cavity. Peritoneal cells were labeled with specific antibodies tagged with different fluorophores to identify CD3^+^, CD4^+^, CD8^+^, CD11b^+^, Ly6G^+^, and F4/80^+^ cells. Cytometry results are represented in scattered box plots with min‐to‐max whiskers, and the median and quartiles are shown. (F) Heatmap representing row *Z*‐score of relative expression levels of inflammatory markers. (G) Protein levels of phosphorylated p65 subunit of NF‐κB (p‐p65 NF‐κB) and phosphorylated IκBα (p‐IκBα) in parietal peritoneum of mice. (H) Immunohistochemical detection of phosphorylated (p)‐p65 NF‐κB protein in parietal peritoneal tissue sections. Yellow arrows indicate p‐p65^+^ nuclei. Microscopy images in panels (A), (D), and (H) correspond to a representative animal from each group. Higher‐magnification images of the squared areas in panels (D) and (H) are presented alongside the original micrographs. Scale bars, 50 μm for all micrographs. Relative gene expression was analyzed by RT‐qPCR from total RNA of parietal peritoneal tissue, using *Gapdh* as a housekeeping gene. Protein levels were assessed by western blotting from total proteins of parietal peritoneal tissue, using GAPDH as loading control. Western blotting results are expressed as fold change (*n*‐fold) relative to control group. Results are represented as mean ± SEM of five to nine animals per group. *p < 0.05, **p < 0.01, ****p < 0.0001.

### Pharmacological inhibition of STING ameliorates CHX‐induced peritoneal damage

To test the *in vivo* potential protective effect of STING pharmacological inhibition in peritoneal damage, we developed a 10‐day CHX exposure model in WT mice together with daily i.p. administration of the covalent STING inhibitor C‐176 (750 nmol/mouse, dissolved in corn oil as the vehicle). Vehicle administration significantly enhanced CHX‐induced peritoneal damage compared with CHX‐only exposure (Figure 5A–C). Despite the harmful effect of vehicle, C‐176 treatment was able to significantly attenuate CHX‐induced PM thickening and macrophage infiltration in comparison to CHX + vehicle group (Figure 5A,B). Moreover, C‐176 treatment restored the gene expression levels of a panel of inflammatory genes and attenuated the induction of macrophage and MMT/fibrosis markers (Figure 5C). Taken together, these results demonstrate that pharmacological inhibition of STING improves the peritoneal injury caused by CHX in mice.

**Figure 5:**
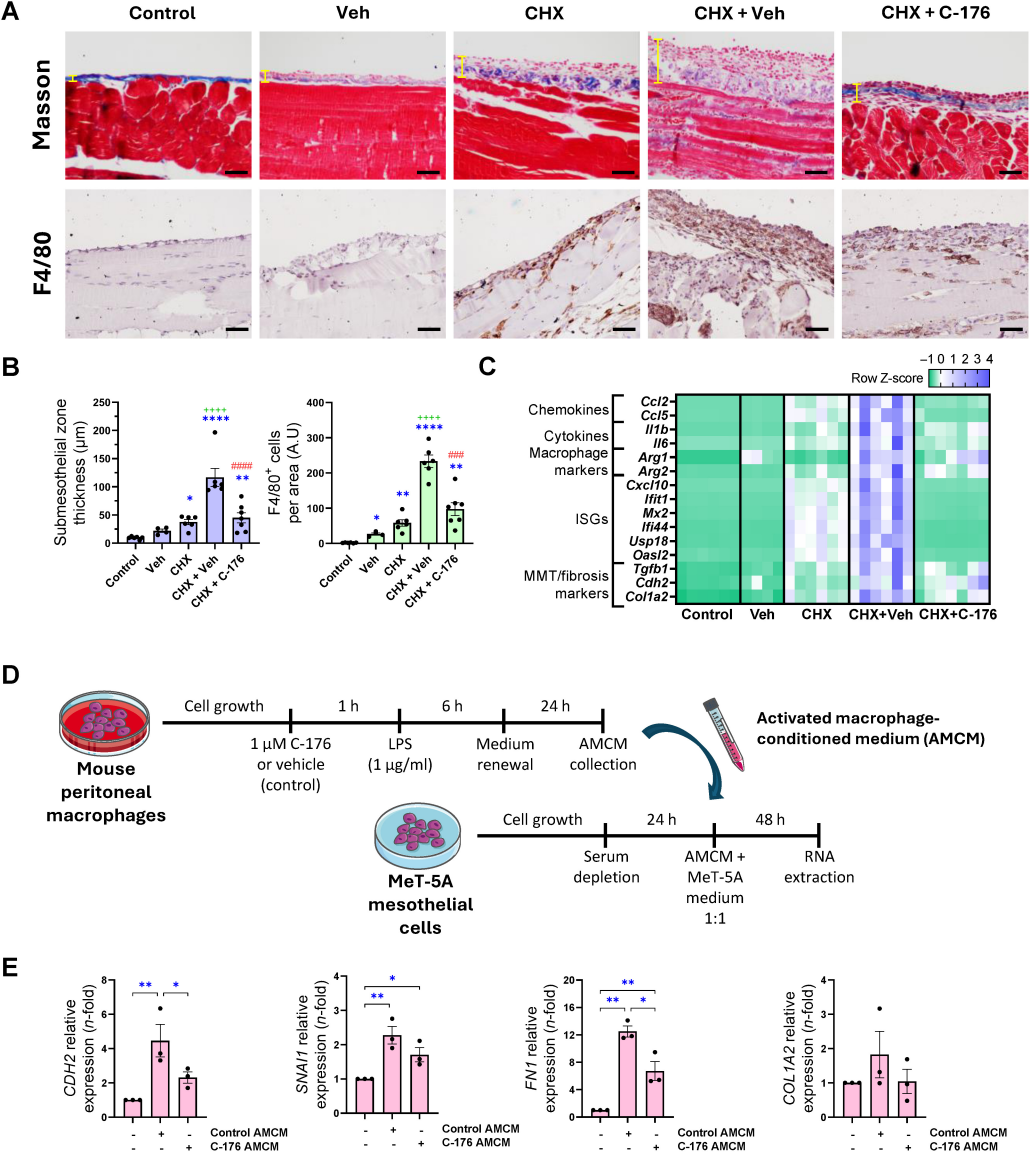
*In vivo* and *in vitro* effects of STING pharmacological inhibition. (A–C) Male C57BL/6J WT mice were i.p. injected with 0.1% CHX together with pharmacological STING inhibitor C‐176 or its vehicle (Veh, corn oil) for 10 days. Untreated and vehicle‐treated mice were used as controls. (A) Peritoneal membrane thickness (upper panel) and immunohistochemical staining of F4/80 (bottom panel). Microscopy images correspond to a representative animal from each group. Yellow lines indicate thickness measured in Masson's trichrome images. Scale bar, 50 μm. (B) Graphs showing corresponding quantification of submesothelial zone thickness (left) and F4/80^+^ cells (right). Results are represented as mean ± SEM of four to seven animals per group. *p < 0.05, **p < 0.01, ****p < 0.0001 compared to control group. ++++*p* < 0.0001 compared to CHX group. ###*p* < 0.001, ####*p* < 0.0001 compared to CHX + Veh group. (C) Heatmap representing row *Z*‐scores of relative expression levels of inflammatory and MMT/fibrosis markers. Relative gene expression was analyzed by RT‐qPCR from total RNA of parietal peritoneal tissue using *Gapdh* as housekeeping gene. (D) Schedule of *in vitro* study design for assessment of macrophage‐mesothelial cell interaction. Created using elements from Servier Medical Art (Servier; https://smart.servier.com/). (E) Relative gene expression of MMT and fibrosis markers in MeT‐5A cells incubated for 48 h with pooled conditioned medium from LPS‐activated macrophages (AMCM) with or without C‐176 treatment. Relative gene expression levels were analyzed by RT‐qPCR from total RNA using *GAPDH* as housekeeping gene, expressed as fold‐change (*n*‐fold) relative to control condition (first column) and represented as mean ± SEM of three to five independent experiments. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. A.U.: arbitrary unit.

### Pharmacological targeting of STING inhibits macrophage‐mediated MMT *in vitro*

MCs can undergo MMT, acquiring a myofibroblast phenotype that contributes to extracellular matrix accumulation leading to fibrosis [39]. To evaluate the direct impact of STING on the MMT process, MeT‐5A MCs were pretreated with the STING inhibitor H‐151 and then stimulated with TGF‐β + IL‐1β for 24 h. No significant changes were observed in the gene expression of MMT and fibrosis markers following H‐151 treatment compared to TGF‐β + IL‐1β stimulation (supplementary material, Figure S7A). Despite this, the STING pathway remained responsive in MCs when challenged with TNF‐α for 24 h, as evidenced by induced gene expression of chemokines and ISGs, which were dampened by H‐151 (supplementary material, Figure S7B). Therefore, these results suggest that STING does not directly regulate MMT in MCs but contributes to the maintenance of the inflammatory response. Since STING^+^ macrophages were detected in CHX‐injured peritoneum (Figure 2E), we examined whether STING inhibition in macrophages could influence MMT in cultured MCs. To this aim, mouse peritoneal macrophages were collected, cultured, and then activated with LPS, with or without C‐176 pretreatment. We then used macrophage supernatants as activated macrophage‐conditioned media (AMCM) to stimulate MeT‐5A MCs and evaluate MMT (Figure 5D). Control AMCM (supernatant from macrophages not pretreated with C‐176) induced a significant increase in the gene expression of MMT/fibrosis markers, which was further prevented in MCs treated with AMCM from C‐176‐pretreated macrophages (C‐176 AMCM) (Figure 5E). These results suggest that STING activation in macrophages modulates responses in MCs and it may be involved in peritoneal MMT and fibrosis.

### STING deficiency attenuates postsurgical peritoneal adhesions

The role of STING in the development of peritoneal adhesions was evaluated in a model of intra‐abdominal adhesions induced by surgically generated ischemic buttons (IBs), as previously described [40]. Abundant STING^+^ cells were found in peritoneal areas close to IBs and in the peritoneum‐organ adhesion interface in WT mice (supplementary material, Figure S8A,B). Accordingly, increased protein levels of STING, TBK1, IRF3, and p‐IκBα were observed in the IB tissue (supplementary material, Figure S8C). In STING‐deficient mice, the extent of the IB covered by the adhesion (grade), the tenancy, and the total score of the adhesions (scoring according to details provided in supplementary material, Table S2) were significantly decreased compared to WT mice (Figure 6A,B). Infiltration of macrophages and T cells was also reduced in IBs from STING‐deficient mice compared to WT mice (supplementary material, Figure S9). Moreover, gene expression levels of proinflammatory markers *Ccl2*, *Cxcl10*, and other ISGs were reduced in the IBs from STING‐KO mice compared to WT mice (Figure 6C). Together, these results show that STING deficiency ameliorates peritoneal adhesions in mice.

**Figure 6:**
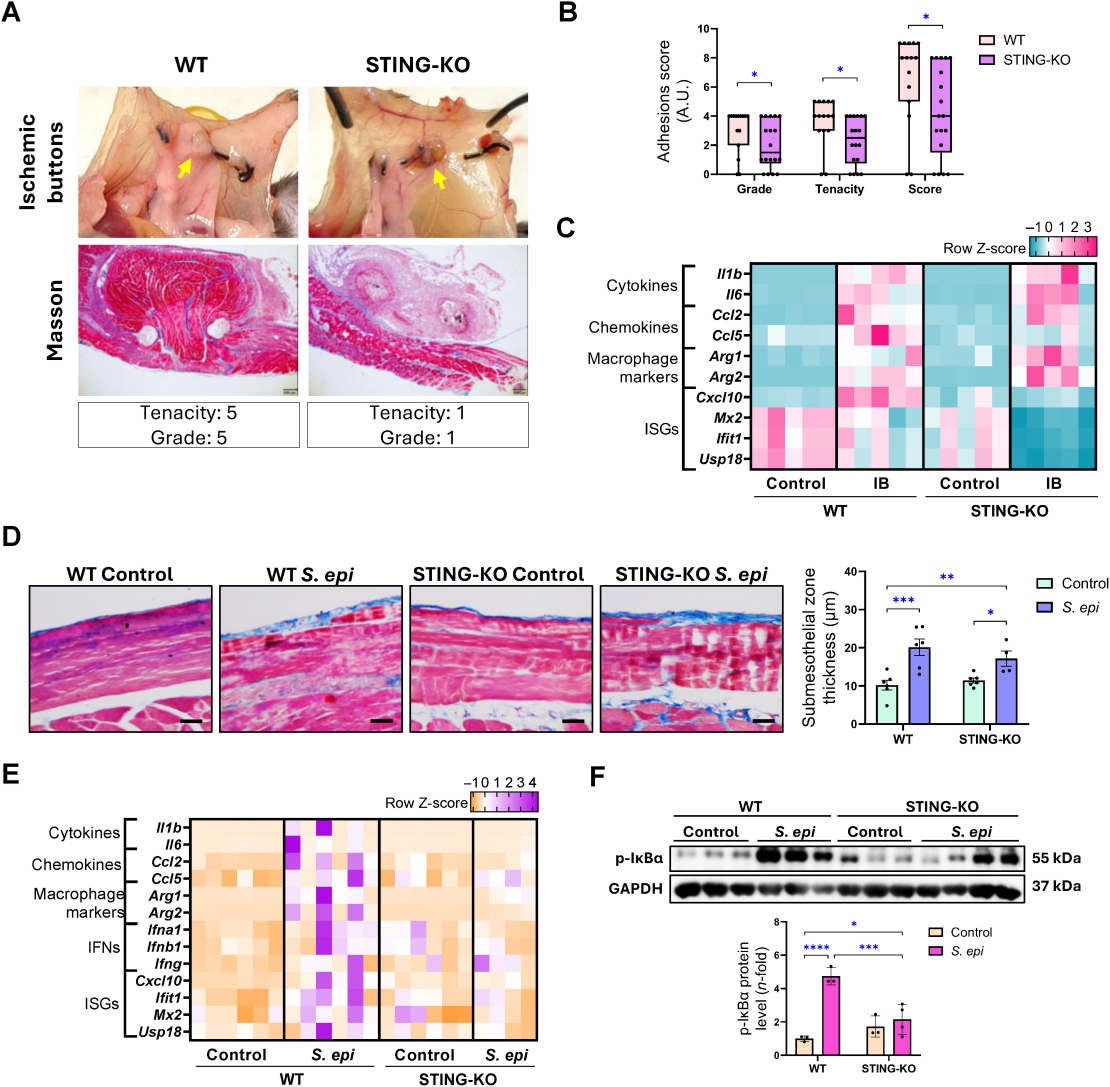
Effect of STING deficiency on peritoneal adhesion formation and peritonitis development in mice. (A–C) For peritoneal adhesion model, three IBs were surgically made in peritoneum of male C57BL/6J WT and STING‐deficient (STING‐KO) mice. Adhesion formation on IBs was assessed 5 days after surgery. (A) Macroscopic and microscopic analyses of adhesions formed on IBs surgically made in mice. Yellow arrows in top panel indicate IB to which correspond lower Masson's trichrome micrographs (scale bar, 200 μm). Microscopy images correspond to a representative animal from each group. (B) Peritoneal adhesion grade, tenacity, and total score values are represented in scattered box plots with min‐to‐max whiskers, and the median and quartiles are shown for each experimental group (*n* = 5–6 mice per group, 3 IBs/mouse). (C) Heatmap representing row *Z*‐scores of relative expression levels of inflammatory markers. (D–F) For peritonitis model, female C57BL/6J WT and STING‐deficient (STING‐KO) mice were injected with a single dose of live *S. epidermidis* bacteria (*S. epi*, 5 × 10^8^ cfu/mouse) and evaluated 72 h after injection. (D) Peritoneal membrane thickness assessment. The figure shows Masson's trichrome‐stained parietal peritoneal tissue sections of representative mice from each group (left; scale bar, 50 μm) and the corresponding quantification of submesothelial zone thickness (right). Yellow lines indicate width measured. (E) Heatmap representing row *Z*‐scores of relative expression levels of inflammatory markers. (F) Protein levels of phosphorylated IκBα (p‐IκBα) were assessed by western blotting from total proteins of parietal peritoneum using GAPDH as loading control. Protein‐level results are expressed as fold‐change (*n*‐fold) relative to control group. Relative gene expression was analyzed by RT‐qPCR from total RNA of parietal peritoneal tissue, using *Ppia* as a housekeeping gene. Results are represented as mean ± SEM of three to six animals per group. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. A.U.: Arbitrary unit.

### STING deficiency alleviates *S. epidermidis*‐induced peritonitis

*S. epidermidis* is one of the main causes of bacterial peritonitis in PD patients [41, 42]. To evaluate the participation of STING in peritonitis, a single dose of live *S. epidermidis* (5 × 10^8^ CFU/mouse) was injected into STING‐KO and WT mice, as previously described [43, 44, 45]. Peritoneal tissue was then examined after 72 h. *S. epidermidis* administration increased parietal PM thickening with edema in both WT and STING‐KO mice (Figure 6D). STING deficiency was able to prevent *S. epidermidis*‐induced upregulation of inflammatory genes, such as chemokines, cytokines, macrophage markers, IFNs, and ISGs (Figure 6E). STING‐KO mice also showed decreased *S. epidermidis*‐induced p‐IκBα levels, suggesting reduced activation of the NF‐κB pathway compared to WT mice (Figure 6F). Therefore, STING deficiency improved peritoneal inflammation induced by *S. epidermidis* in mice.

## Discussion

In this study, we report for the first time that the STING pathway contributes to peritoneal damage across multiple preclinical models of PD‐associated injury, including exposure to chemical agents (CHX and PDF), peritoneal adhesions, and bacterial peritonitis. Both genetic deletion of STING and its pharmacological inhibition reduced peritoneal inflammation and fibrosis, underscoring the role of this pathway in initiating and propagating damage triggered by sterile and nonsterile insults that engage innate immune responses to cytoplasmic DNA accumulation (supplementary material, Figure S10). Moreover, STING expression was detected in injured peritoneal tissue from ESKD patients undergoing PD, highlighting its potential clinical relevance. Preclinical evidence also supports STING inhibition as a strategy to mitigate renal injury by targeting inflammation‐driven tissue damage [46, 47, 48, 49, 50]. Although PD is a life‐saving therapy for ESKD patients, repeated and prolonged exposure to PDFs can lead to peritoneal damage and complications, including bacterial infections and catheter adhesions, which impair ultrafiltration efficiency and may result in therapy discontinuation [51]. Based on these findings, we propose STING as a promising therapeutic target to prevent PD‐associated peritoneal deterioration.

Transcriptomic analyses of peritoneal biopsies from patients undergoing PD and nondialyzed uremic controls revealed a significant enrichment of inflammatory and immune‐related pathways [52]. Consistently, in a CHX‐induced model mimicking chronic PDF exposure, we found that the most upregulated genes were associated with inflammatory pathways, including chemokines, cytokines, and ISGs. Functional enrichment analysis further identified innate immune pathways, such as the cytosolic DNA‐sensing pathway – previously unreported in this context – as well as known mediators of PD‐associated damage, including those relying on NLRs, TLRs, NF‐κB, and TNF‐α. Preclinical studies have demonstrated that targeting these innate proinflammatory pathways can prevent peritoneal damage [9, 36, 37, 38, 53, 54, 55, 56], as we demonstrate here by targeting STING.

Activation of STING promotes the recruitment of TBK1 and IKKε, which in turn activate the canonical type I interferon response and the NF‐κB signaling pathway, respectively, ultimately contributing to tissue inflammation and injury [20, 23, 57, 58, 59]. Our transcriptomic analysis revealed that NF‐κB was a central regulator of proinflammatory gene expression programs in the peritoneal damage model. Previous studies demonstrated that pharmacological inhibition of NF‐κB using parthenolide, a well‐characterized IKKα/β inhibitor attenuated peritoneal injury by suppressing inflammatory responses [9, 60]. Remarkably, NF‐κB activation was significantly attenuated in the murine peritoneum following CHX‐induced injury in STING‐deficient mice, as well as upon pharmacological treatment with C‐176, a small‐molecule inhibitor of STING [61]. Consistently, C‐176 treatment suppressed the expression of NF‐κB–dependent cytokines, thereby reducing immune cell infiltration into the CHX‐exposed peritoneal tissue. These findings are in line with the reported anti‐inflammatory effects of the STING inhibitor H‐151 in experimental dermatitis [62], and with the protective role of STING deficiency against hyperglycemia‐induced NF‐κB activation and oxidative mitochondrial damage in endothelial cells *in vivo* [63]. Moreover, in our model of peritonitis induced by live *S. epidermidis* administration, STING deficiency resulted in reduced NF‐κB activation and downregulation of inflammatory chemokines, cytokines, and macrophage‐associated markers. These findings indicate that STING–mediated NF‐κB signaling contributes to the inflammatory response during sterile and infection‐induced peritoneal injury.

PD‐associated peritonitis remains a major clinical challenge due to its high incidence and strong association with increased cardiovascular mortality [64, 65]. To mitigate this long‐term risk, combined anti‐inflammatory and antimicrobial therapies have been proposed [66]. In this context, inhibition of the STING pathway may arise as a promising strategy, with preclinical evidence supporting its cardiovascular benefits through both genetic and pharmacological approaches [67, 68, 69, 70, 71]. Furthermore, in a murine model of bacterial peritonitis, calprotectin inhibition – a DAMP and TLR4 ligand – significantly reduced both acute and chronic systemic and vascular inflammation without compromising bacterial clearance [45]. Similarly, the CANTOS trial and related studies using IL‐1β monoclonal antibodies demonstrated that targeting chronic inflammation reduced cardiovascular risk, particularly in CKD patients, although at the cost of increased infection‐related mortality [72, 73]. These findings underscore the need for targeted anti‐inflammatory strategies, such as TLR4 or STING inhibition, especially in infection‐prone populations undergoing chronic PD.

STING is widely expressed in both resident and immune cell populations [58]. In human peritoneal biopsies, STING^+^ cells were primarily localized within the submesothelial compact zone, particularly in endothelial and infiltrating cells in fibrotic regions. Notably, STING activation in endothelial cells was observed in peritoneal biopsies from ESKD patients, regardless of PD therapy, suggesting that systemic CKD‐related factors may also contribute. As noted previously, peritoneal biopsies from patients undergoing PD and nondialyzed uremic controls present activation of inflammatory and immune‐related responses [52]. Preclinical studies further support a pathogenic role of STING in endothelial dysfunction. Endothelial‐specific STING deletion reduces lipid accumulation and improves both vascular function [74] and insulin sensitivity [75]. STING signaling also promotes endothelial senescence through IRF3 and NF‐κB [76] and contributes to angiogenesis via an independent mechanism [77]. Consistent with these findings, our preclinical studies revealed that PDF‐exposure activated STING in endothelial cells, while STING inhibition attenuated *Vegfa* and *Cxcl1* overexpression in CHX‐induced peritoneal injury, both key mediators of peritoneal angiogenesis in PD [78, 79]. Given the established role of STING in cardiovascular disease [67, 68, 69, 70, 71] and endothelial dysfunction [74, 75, 76, 77], further investigation is warranted to elucidate the biological implications of these observations.

Inflammatory cell infiltration is a hallmark of peritoneal injury [7]. In a murine model of CHX‐induced peritoneal injury, transcriptomic analysis identified macrophages as the most enriched STING‐expressing population, a finding corroborated by immunostaining showing STING^+^ infiltrating macrophages. Notably, both genetic deficiency and pharmacological inhibition of STING significantly reduced macrophage infiltration in this model. Consistently, STING inhibition also attenuated macrophage recruitment and the expression of proinflammatory genes in models of bacterial peritonitis and peritoneal adhesions. The presence of STING^+^ macrophages in regions of peritoneal thickening and fibrosis suggests a potential role for STING in macrophage‐driven fibrogenesis/MMT. Recent evidence has linked STING activation to macrophage immunometabolic reprogramming [80]. Supporting this, our *in vitro* experiments using conditioned media from LPS‐activated macrophages on MCs demonstrated that STING pharmacological inhibition in macrophages reduced MMT induction. Collectively, these findings underscore a functional crosstalk between immune cells and the peritoneal stroma, providing evidence that STING activation in macrophages contributes to peritoneal fibrosis and MMT *in vivo*.

Peritoneal fibrosis is an adverse outcome of chronic exposure to PDFs, characterized by progressive thickening of the submesothelial compact zone and membrane dysfunction [81]. A rare but severe complication of long‐term PD is encapsulating peritoneal sclerosis (EPS), marked by fibrosis and adhesions of the peritoneum to the small bowel loops, resulting in intestinal obstruction and potentially fatal consequences [82]. Surgical interventions, including PD catheter insertion, may also contribute to peritoneal adhesions formation [12, 83]. Additionally, intra‐abdominal adhesions are post‐inflammatory complications that can compromise PD efficacy [11, 12]. Our experimental data in STING‐deficient mice revealed reduced fibrosis following prolonged CHX exposure and fewer peritoneal adhesions after surgery, indicating that STING inhibition modulates fibrosis‐related responses. STING inhibition has been shown to attenuate fibrosis in human and mouse hypertrophic cardiomyopathy [84] as well as in experimental models of kidney, lung, and liver fibrosis [85, 86]. Conversely, STING deficiency unexpectedly exacerbated lung fibrosis in a type I IFN‐independent manner [87]. However, a protective role for STING against fibrosis has been reported in chronic pancreatitis [88], underscoring the context‐dependent nature of STING signaling in fibrotic processes. Biochemical mediators and biomechanical forces converge to activate TGF‐β1, initiating signaling cascades that drive MMT, a central mechanism in peritoneal fibrosis [89, 90, 91]. A key finding of our study is that both genetic and pharmacological STING targeting reduces CHX‐induced peritoneal fibrosis by downregulating fibrotic mediators, such as TGF‐β1, and restoring mesothelial marker expression, thereby preventing MMT. We previously characterized the transcriptomic reprogramming of MC toward a myofibroblast‐like phenotype, defining a panel of pro‐MMT markers [92]. Our *in vitro* data demonstrate that STING does not directly induce MMT in MCs. However, STING contributes to the inflammatory response in these cells, as evidenced by the suppression of TNFα‐induced proinflammatory gene expression following treatment with the STING inhibitor H‐151. Although STING may modulate fibrotic responses in a context‐dependent manner, our findings support a key role for STING signaling in sustaining chronic inflammation. This persistent proinflammatory loop contributes to MMT and fibrosis. Therefore, targeting STING emerges as a promising therapeutic strategy to counteract pathological remodeling and preserve peritoneal membrane function during PD.

Although our study is based on murine models, which may not fully recapitulate human pathophysiology, it provides valuable insights by identifying STING as a key regulator of peritoneal injury progression and a potential therapeutic target for preventing peritoneal damage. Nonetheless, pharmacological strategies targeting STING remain at the preclinical stage. To date, clinical trials addressing STING modulation have focused exclusively on the use of STING agonists in oncology (NCT04020185 https://clinicaltrials.gov/study/NCT04020185; NCT03172936 https://www.clinicaltrials.gov/study/NCT03172936; NCT04609579 https://clinicaltrials.gov/study/NCT04609579), with the use of inhibitors pending development. Our findings demonstrating the presence of STING‐activated cells in peritoneal biopsies from PD patients underscore the translational relevance of preclinical models to human disease. Nonetheless, future studies incorporating non‐CKD control tissues are essential to more precisely delineate disease‐specific alterations. In summary, our findings highlight STING as a novel mediator of immune and inflammatory responses associated with PD‐related peritoneal injury, which may result in therapy discontinuation, a major clinical concern in patients undergoing PD. Future research is warranted to develop and evaluate STING inhibitors for clinical use aimed at preserving PM function and ultrafiltration capacity in PD patients, alongside potential benefits in managing other CKD‐related complications.

## Author contributions statement

VM, GTG‐M, A‐CR, ML‐C, AMR and MR‐O conceived and designed the work. VM, JG‐J, GTG‐M, RR, PS, LT‐S and SR‐M performed the experiments and obtained the data. VM, JG‐J and PS performed animal models. VM, GTG‐M, PS, RR, JAJ‐H, AMR and MR‐O analyzed and interpreted the results. VM, AMR and MR‐O drafted the manuscript. VM, AMR, AO and MR‐O edited and revised the manuscript. All authors approved the final version of the manuscript.

## Supporting information

Supplementary materials and methods
**Figure S1.** Time course of peritoneal damage induced by CHX in mice
**Figure S2.** Upregulated genes of cytosolic DNA‐sensing pathway in peritoneum of 10‐day‐CHX‐exposed mice
**Figure S3.** Expression of STING and other cytosolic DNA sensors in peritoneum of CHX‐exposed mice
**Figure S4.** STING^+^ staining in peritoneal biopsies from PD patients
**Figure S5.** STING^+^ staining in peritoneal endothelium PDF‐exposed mice
**Figure S6.** Inflammatory cell infiltration into peritoneum of WT and STING‐KO mice exposed to CHX for 30 days
**Figure S7.** Pharmacological inhibition of STING in cultured mesothelial cells
**Figure S8.** Expression of STING and its downstream signaling mediators in postsurgical peritoneal adhesions
**Figure S9.** Immune cell infiltration in peritoneal adhesions of WT and STING‐KO mice
**Figure S10.** STING‐mediated cytosolic DNA‐sensing pathway as new pathogenic mechanism in peritoneal damage
**Table S1.** Demographic and clinical characteristics of control and PD patients
**Table S2.** Postsurgical adhesion mouse scoring scheme
**Table S3.** Predesigned assays used for qPCR
**Table S4.** DEGs on peritoneum from CHX‐treated mice versus control mice

## Data Availability

The RNA‐seq data sets analyzed in this study are available from the Gene Expression Omnibus repository under the following accession number: GSE282440 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE282440. Data are reported following the MINSEQE guidelines (https://www.fged.org/projects/minseqe/). All data are available from the corresponding author upon reasonable request.

# Supplementary material for: STING inhibition alleviates experimental peritoneal damage: potential therapeutic relevance for peritoneal dialysis
**Source:** J Pathol. 2025 Aug 14;267(2):196–212. doi: 10.1002/path.6462
**Supplement:** Supplementary file 1 — Supplementary materials and methods Figure S1. Time course of peritoneal damage induced by CHX in mice Figure S2. Upregulated genes of cytosolic DNA‐sensing pathway in peritoneum of 10‐day‐CHX‐exposed mice Figure S3. Expression of STING and other cytosolic DNA sensors in peritoneum of CHX‐exposed mice Figure S4. STING+ staining in peritoneal biopsies from PD patients Figure S5. STING+ staining in peritoneal endothelium PDF‐exposed mice Figure S6. Inflammatory cell infiltration into peritoneum of WT and STING‐KO mice exposed to CHX for 30 days Figure S7. Pharmacological inhibition of STING in cultured mesothelial cells Figure S8. Expression of STING and its downstream signaling mediators in postsurgical peritoneal adhesions Figure S9. Immune cell infiltration in peritoneal adhesions of WT and STING‐KO mice Figure S10. STING‐mediated cytosolic DNA‐sensing pathway as new pathogenic mechanism in peritoneal damage Table S1. Demographic and clinical characteristics of control and PD patients Table S2. Postsurgical adhesion mouse scoring scheme Table S3. Predesigned assays used for qPCR Table S4. DEGs on peritoneum from CHX‐treated mice versus control mice

**STING inhibition alleviates experimental peritoneal damage: potential therapeutic relevance for peritoneal dialysis**

V Marchant *et al. J Pathol* <https://doi.org/10.1002/path.6462>

**Supplementary materials and methods**

**Supplementary material, Figures S1–S10**

**Supplementary material, Tables S1–S4**

*Reference numbers refer to the main text list.

**Supplementary materials and methods**

**Ethics approval**

Experiments on peritoneal biopsies from patients were performed according to the Declaration of Helsinki [27] and the STROBE reporting guidelines [28]. Written informed consent was approved by the Ethics Committee of Hospital Universitario La Paz, Madrid, Spain (HULP PI-4600; Ref. 07/253477.9/21) and obtained from all patients prior to sample obtention.

All animal procedures were performed according to the European Community guidelines for the care and use of laboratory animals, with prior approval by the Animal Ethics Committee of the IIS-FJD and Comunidad Autónoma de Madrid (PROEX 242.2/21).

**Human samples**

Formalin-fixed, paraffin-embedded (FFPE) peritoneal biopsies were used for STING immunostaining as described in what follows, in a case-control study design. Control biopsies were obtained from hemodialysis ESKD patients at the time of kidney transplantation or predialysis patients at the time of catheter insertion for PD (control ESKD group). Case biopsies were obtained from different ESKD patients on PD at the time of catheter removal in the kidney transplantation (ESKD-PD group). Demographic and clinical characteristics of patients are shown in supplementary material, Table S1. No patients were treated with immune suppressors.

**Animals**

C57BL/6J WT and C57BL/6J-STING1gt/J (systemic STING deficiency; STING-KO) male and female mice (8–12 weeks old) were obtained from Charles River Laboratories Spain (Barcelona, Spain) and maintained at the IIS-Fundación Jiménez Díaz animal facilities, with free access to food and water, normal light/dark cycles, and under specific pathogen-free conditions. Their wellbeing was monitored by the animal facility managers and researchers. All animal experiments were performed according to the ARRIVE reporting guidelines for the care and use of laboratory animals [31]. In brief, the experiments and sample size calculation were conducted following the 3Rs (replacement, reduction, and refinement) to promote welfare of animals used in research and to contribute to the improvement of scientific results. There were no previous criteria for including or excluding animals during the experiments and no exclusion of data points was made during the analysis. Mice were randomly distributed in different experimental groups in a blinded fashion.

**Chronic PDF exposure mouse models**

Two chronic PDF exposure models previously developed in our laboratory were used: one in nonuremic and the other in uremic/kidney insufficient 12- to 14-week-old female C57BL/6 mice (Charles River Laboratories, Barcelona, Spain). In brief, PDF (Stay Safe, lactate-buffered, 4.25% glucose; Fresenius Medical Care, Bad Homburg, Germany) infusion was performed using a peritoneal PD catheter connected to a subcutaneous mini access port, as previously described [30]. Nonuremic mice were daily infused with PDF (*n* = 6) or saline solution (0.9% NaCl; control, *n* = 6) for 30 days. Uremia and kidney insufficiency were induced in mice by 5/6 nephrectomy, as previously described [30]. Uremic mice received PDF (*n* = 6) or saline solution (control, *n* = 6) daily for 60 days. At the end of each model, mice were euthanized and biological samples were collected. FFPE parietal peritoneal tissue samples from mice were used for STING immunodetection, as described in what follows.

**CHX-induced peritoneal damage mouse models**

Peritoneal damage was induced in C57BL6/J male mice by daily i.p. injections of 0.1% CHX dissolved in saline solution at a volume of 10 ml/kg body weight, as previously described [93]. CHX was delivered daily at different time periods, as needed. To evaluate the progression of the CHX-induced peritoneal damage, mice were noninjected (*n* = 6, control group) or injected with CHX for 3, 10, or 30 days (*n* = 6, each group). Subsequently, two different CHX exposure models were used to evaluate the effect of STING genetic depletion. First, a 10-day-CHX exposure model was conducted in WT and STING-KO mice to evaluate inflammation (WT control group: *n* = 6; WT CHX group: *n* = 8; STING-KO control group: *n* = 4; and STING-KO CHX group: *n* = 4). Second, a 30-day-CHX exposure model was conducted in WT and STING-deficient (STING-KO) mice to evaluate fibrosis (WT control group: *n* = 5; WT CHX group: *n* = 8; STING-KO control group: *n* = 5; and STING-KO CHX group: *n* = 9). In addition, a 10-day-CHX infusion model was performed in parallel with the administration of the STING inhibitor C-176 (750 nmol/0.2 ml/mouse, dissolved in corn oil as vehicle; HY-112906 MedChemExpress, Monmouth Junction, NJ, USA), vehicle (alone or together with CHX), or CHX alone. The experimental groups of this model were as follows: control (*n* = 6), vehicle (*n* = 4), CHX (*n* = 6), CHX + vehicle (*n* = 6), and CHX + C-176 (*n* = 7). Mice from all CHX models were euthanized, peritoneal lavages were obtained, and parietal peritoneal tissue samples were collected according to the specific requirements for the subsequent analyses.

**Postsurgical intra-abdominal adhesions mouse model**

A standard surgical protocol was employed to perform the intra-abdominal adhesion model in 10- to 12-week-old C57BL6/J WT (*n* = 5) and STING-KO (*n* = 6) male mice, as previously described [40]. In brief, mice were anaesthetized with inhaled isoflurane during surgery. After the abdominal cavity was accessed, three IBs were made on the left side of the peritoneum by taking 3 mm of peritoneal parietal tissue with a hemostatic forceps and ligating the base of each segment with 4–0 silk sutures. In addition, the cecum was isolated and gently rubbed with sterile cotton swabs to induce injury in the visceral peritoneum and promote adhesions. After the procedure, the incision was closed, and mouse recovery was monitored. Five days after surgery, the operated mice and control WT (*n* = 5) and STING-KO (*n* = 6) mice without surgery were euthanized and the adhesions formed on IBs from operated mice were quantified and scored as previously described [40]. The extent (grade) and the quality (tenacity) of adhesions were scored for each IB with a point scale (supplementary material, Table S2). After examination, the parietal peritoneal tissue (IB and non-IB tissue) samples were collected according to the specific requirements for subsequent analyses.

***S. epidermidis*-induced peritonitis mouse model**

To induce bacterial peritonitis, 8- to 10-week-old WT (*n* = 6) and STING-KO (*n* = 4) female mice were i.p. injected with a single dose of live *Staphylococcus epidermidis* (×10^8^ CFU/mouse), as previously described [44,45]. WT (*n* = 6) and STING-KO (*n* = 6) mice without treatment were used as controls. Live *S. epidermidis* inoculum was prepared based on previously established procedures [45]. Mice were euthanized 72 h after bacterial injection, and parietal peritoneal tissue samples were collected according to the specific requirements for subsequent analyses.

**Transcriptomic analyses**

The RNA-seq study was carried out using peritoneal tissue samples from C57BL6/J male mice i.p. injected with 0.1% CHX daily for 10 days (*n* = 4) and noninjected mice as control (*n* = 4). RNA extraction, library preparation, and sequencing were performed in Fundación Parque Científico de Madrid (FPCM). In brief, mechanical disruption in a TissueLyser homogenizer (Qiagen, Hilden, Germany) and RNeasy Mini Kit (Qiagen), including on-column DNase treatment, were used for total RNA extraction from parietal peritoneal tissues, following the manufacturer’s protocol. Total RNA quality and concentration were assessed on 4200 TapeStation (Agilent Technologies, Santa Clara, CA, USA) using an RNA ScreenTape, confirming all samples had RIN > 7. Then, 500 ng of total RNA from each sample was used as input for library preparation with NEBNext Ultra II Directional RNA Library Prep Kit (New England Biolabs, Ipswich, MA, USA), following the manufacturer’s protocol for Poly(A) mRNA. The ultimately obtained libraries were validated and quantified by TapeStation and an equimolecular pool was made, purified using AMPure XP beads (Beckman Coulter, Brea, CA, USA) and titrated by PicoGreen. The library pool was sequenced on a NextSeq P4 flowcell (Illumina, San Diego, CA, USA), where clusters were formed and sequenced in a 1×75 single-read sequencing run on a NextSeq 2000 sequencer (Illumina). Read cleaning was performed with PrinSeq-lite (version 0.20.4). Mapping and alignments to the mouse genome were made with TopHat (version 2.1.1). Differential expression analysis and statistics were carried out with CuffDiff from Cufflinks (version 2.2.1). All software tools used are integrated in the GPRO Suite (Biotechvana, Valencia, Spain) [94]. The obtained RNA-seq data sets are available from the Gene Expression Omnibus repository under the following accession number: GSE282440 <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE282440>. Data are reported following the MINSEQE guidelines [95].

**Functional enrichment analyses**

DEGs found in CHX-exposed mice versus control mice (obtained from the transcriptomic analysis) were used to perform a series of functional enrichment analyses using the following web tools and databases. Heatmapping and hierarchical clustering of DEGs were carried out using the ClustVis web tool (https://biit.cs.ut.ee/clustvis/; accessed 27 August 2024) [96]. For hierarchical clustering, rows were centered and unit variance scaling was applied to rows. Both rows and columns were clustered using correlation distance and average linkage. Functional enrichment analysis of cell type and transcription factors was performed through the Metascape web tool (https://metascape.org/; accessed 27 August 2024) [97], based on the Pattern Gene Database (PaGenBase) and TRRUST databases [98,99]. Signaling pathway enrichment analysis was carried out using the g:Profiler web server (https://biit.cs.ut.ee/gprofiler/gost; accessed 27 August 2024) [100] based on the Reactome and KEGG databases [35]. For KEGG enrichment, terms were filtered by including the word “pathway” to select only signaling pathways. Identification of upregulated DEGs on the KEEG cytosolic DNA-sensing pathway (mmu04623) was performed using the mapping tool of the KEGG database (https://www.kegg.jp/pathway/mmu04623) [35]. All functional enrichment analyses were performed for up- and downregulated DEGs separately.

**Cell Culture**

The human mesothelial cell line MeT-5A (ATCC, Rockville, MD, USA) was cultured in Earle’s M199 medium supplemented with 10% FBS (Gibco, Waltham, MA, USA), 20 mM HEPES (Gibco), and 100 U/ml penicillin and 100 μg/ml streptomycin (Gibco). Cells were grown at 37 °C in a humidified atmosphere with 5% CO_2_.

For *in vitro* assessment of mesothelial inflammation and MMT, MeT-5A cells were FBS-depleted for 24 h, pretreated with H-151 (1 μM) for 1 h when appropriate, and then stimulated with TGF-β1 (2 ng/ml) + IL-1 β (5 ng/ml) or TNF-α (5 ng/ml) for 24 h.

To obtain primary murine peritoneal macrophages, three C57BL6/J mice were i.p. injected with 3% thioglycolate to induce macrophage recruitment into the peritoneal cavity. After 72 h, macrophages were removed by washing the peritoneal cavity with saline solution. Macrophages were cultured in RPMI 1640 medium (Gibco) supplemented with 10% FBS (Gibco), 2 mM L-glutamine (Euroclone, Pero, Italy), 100 U/ml penicillin, and 100 μg/ml streptomycin (Gibco) and grown at 37 °C in a humidified atmosphere with 5% CO_2_. For the experiments, macrophages from each mouse were FBS-depleted for 24 h, pretreated with the STING inhibitor C-176 (MedChemExpress, Monmouth Junction, NJ, USA; HY-112906) at 1 μM concentration, dissolved in DMSO as the vehicle, and for 1 h or left untreated. The macrophages were then stimulated with LPS (1 µg/ml) for 6 h. After this time, the culture medium was renewed, and 24 h later, activated macrophage-conditioned medium (AMCM) was obtained and stored. The AMCM was pooled for each of the two experimental conditions, obtaining control AMCM (AMCM from non-pretreated macrophages) and C-176-AMCM (AMCM from macrophages pretreated with C-176) pools. Then, in three independent experiments, cultured MeT-5A cells (FBS-depleted for 24 h) were incubated for 48 h in the presence of control AMCM or C-176-AMCM and MeT-5A medium (M199), at a 1:1 proportion. MeT-5A cells incubated with RPMI medium, instead of AMCM, and vehicle were used as control condition. After the experiments, total RNA was isolated and gene expression of the MCs was evaluated.

**Histological and immunohistochemical analyses**

Peritoneal tissues collected from mice and patients (biopsies) were fixed in 4% formaldehyde, embedded in paraffin, and cut in 4-μm tissue sections for Masson’s trichrome staining (Bio-Optica, Milano, Italy), immunohistochemistry (IHC), or immunofluorescence (IF) studies. These experiments were performed and evaluated without investigators knowing the experimental group to which each sample corresponds (double-blind method).

For IHC, tissue sections were deparaffined and hydrated, and antigen retrieval was carried out using a sodium citrate buffer (10 mM. pH 6 or 9) on a PT Link system (DAKO, Glostrup, Denmark). Endogenous peroxidase blockade was done using 3% hydrogen peroxide (Millipore, Burlington, MA, USA) and protein blockade using a casein-blocking solution (Vector Laboratories, Newark, CA, USA). Then primary antibodies were incubated overnight at 4 °C, followed by incubation with biotinylated secondary antibodies (anti-rabbit or anti-rat, 1:200) and avidin-biotin complex (ABC, Vector Laboratories). Signal was detected using 3,3-diaminobenzidine (DAB) chromogen and substrate solution (Abcam, Cambridge, UK). Finally, slides were counterstained with hematoxylin (Merck, Darmstadt, Germany), dehydrated, and mounted with DPX (Merck). The following primary antibodies were used: rabbit anti-STING (1:500; Catalogue No.: 13647, Cell Signaling, Danvers, MA, USA), rat anti-F4/80 (1:50; MCA497, Bio-Rad, CA, USA), mouse anti-α-SMA (1:200; A2527, Sigma-Aldrich, Saint Louis, MO, USA), mouse anti-phospho(S536)-NF-κB p65 (1:50; sc-136548, Santa Cruz Biotechnology), rabbit anti-MPO (1:3000; A0398, Dako), rabbit anti-CD3 (1:100; A0452, Dako), mouse anti-CD4 (1:100; M7310, Dako), and rabbit anti-phospho(S40)-NRF2 (1:2,000; AB76026, Abcam).

For IF, deparaffination, hydration, and antigen retrieval of tissue sections were done as described earlier. Next, tissues were permeabilized with 0.2% Triton X-100/PBS, and protein blockade was performed using 10% rabbit or rat serum, as appropriate (diluted in 4% BSA in PBS). Then sections were incubated overnight at 4 °C, with the primary antibodies diluted in 1% serum (diluted in 4% BSA in PBS) followed by incubation with the fluorophore-conjugated secondary antibodies. The primary antibodies used were rabbit anti-STING (1:200; PA5-23381, Invitrogen, Waltham, MA, USA), rat anti-F4/80 (1:50; MCA497, Bio-Rad), and rat anti-CD31 (1:50; DIA-310-BA-2, Dianova, Hamburg, Germany), and the secondary antibodies were Alexa Fluor 633-conjugated anti-rabbit (1:200; Thermo Fisher Scientific, Waltham, MA, USA) and Alexa Fluor 488-conjugated anti-rat (1:200; A21208, Thermo Fisher Scientific). Nuclei were stained with DAPI (1:10.000; Sigma-Aldrich), and then stained sections were mounted with ProLong Gold antifade reagent (Invitrogen), and images were acquired using a fluorescence microscope (BX53, Olympus, Tokyo, Japan).

Peritoneal membrane thickness was determined by measuring the submesothelial zone width on Masson stain images using the ImageJ tool (five measurements/field in 5–10 fields per mouse, ×200 magnification), and IHC quantification was made by counting stained cells in 5–10 randomly chosen fields per mouse (×200 magnification).

**Flow cytometry analysis**

Cell suspensions obtained from peritoneal lavages were counted with a Scepter handheld automatic cell counter (Millipore). Then, 1×10^6^cells were stained with fluorochrome-conjugated mouse-specific antibodies against CD3, CD4, CD8, CD11b, F4/80, and Ly6G (BD Biosciences Pharmingen, San Diego, CA, USA) following the manufacturer’s protocol. An isotype control was used in each case to ensure staining specificity and avoid artifacts. Unstained cells were used as negative control for the analysis settings. Samples were analyzed in a BD FACS Canto II (BD Biosciences) flow cytometer, and data analyses were performed using FlowJo software version 10 (BD Biosciences).

**Protein-level studies**

Total protein from frozen peritoneal tissue and cultured cells were isolated by homogenization in a lysis buffer (T-PER, Thermo Fisher Scientific) with 10 μl/ml protease inhibitor cocktail, 0.2 mmol/l phenylmethylsulfonyl fluoride, and 0.2 mmol/l orthovanadate. Proteins were quantified using a Pierce BCA protein assay kit (Thermo Fisher Scientific) and then separated by electrophoresis using 8–10% polyacrylamide-SDS gels under reducing conditions for western blotting. Samples were then transferred onto polyvinylidene difluoride membranes (Thermo Fisher Scientific), blocked with 5% nonfat milk, and incubated overnight at 4 °C with the following primary antibodies: rabbit anti-STING (1:1,000; Catalogue No.: 13647, Cell Signaling), rabbit anti-TBK1 (1:1,000; Catalogue No.: 38066, Cell Signaling), rabbit anti-phospho(S172)-TBK1 (1:1,000; Catalogue No.: 5483, Cell Signaling), rabbit anti-IRF3 (1:1,000; Catalogue No.: 4302, Cell Signaling), rabbit anti-phospho(S396)-IRF3 (1:1,000; SAB4504031, Sigma-Aldrich), rabbit anti-phospho(S536)-NF-κB p65 (1:1,000; Catalogue No.: 3031, Cell Signaling), mouse anti-phospho(S32)-IκBα (1:1,000; sc-8404, Santa Cruz), and rabbit anti-fibronectin (1:5,000; AB2033, Millipore). Then the membranes were incubated with HRP-conjugated secondary antibodies (anti-rabbit or anti-mouse, 1:5,000). Loading controls were performed using a mouse anti-GAPDH antibody (1:5,000; CB1001, Millipore) and mouse α-tubulin (1:5,000; T5168, Sigma-Aldrich). Proteins on membranes were visualized using the chemiluminescence detection kit Immobilon Crescendo Western HRP substrate (Millipore) on the Amersham Imager 600 instrument (GE Healthcare, Chicago, IL, USA). Images were analyzed by densitometry using ImageJ, an image processing program written in Java (https://imagej.net/ij/; National Institutes of Health, Bethesda, MD, USA).

**Gene expression assays**

Total RNA was isolated from frozen peritoneal tissue and pelleted cultured cells by homogenization with TRItidy G (PanReac, Darmstadt, Germany), following the manufacturer’s protocol. Next, cDNA was synthesized using a High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Waltham, MA, USA) using 2 µg of total RNA. Gene expression analysis was determined by quantitative PCR (qPCR) using the commercial master mix Premix Ex Taq (Takara, Otsu, Japan) and predesigned TaqMan-based qPCR assays for target and housekeeping genes (supplementary material, Table S3) and run on the 7500 Fast Real-Time PCR System and QuantStudio 3 thermocyclers (Applied Biosystems, Waltham, CA, USA). Relative expression levels were obtained normalizing the values by the expression of housekeeping genes using the 2^-ΔΔCt^ method [101]. The results were expressed as fold-change (*n*-fold) relative to control, and then the row *Z*-scores were calculated for each gene.

**Statistical analyses**

In most of the figures, the results are represented as mean ± SEM or median with upper and lower quartiles. The Shapiro–Wilk test was used to evaluate sample normality distribution. To assess statistical differences between groups, several tests were used based on data characteristics. For two-group comparisons, the F-test was used to check for homogeneity of variances; unpaired Student’s *t*-tests were conducted for normal samples (with or without Welch's correction depending on variance); and the Mann–Whitney test was used for samples without normal distribution. For comparisons involving more than two groups, Bartlett's test was used to assess homoscedasticity. Parametric one-way ANOVA followed by Fisher’s least significant difference (LSD) test was used for normally distributed homoscedastic samples. For heteroscedastic samples, Welch-corrected one-way ANOVA and Brown–Forsythe tests were followed by Welch's *t*-tests. A nonparametric Kruskal–Wallis test was applied for nonnormally distributed samples, followed by Dunn’s multiple-comparisons test. Two-way ANOVA followed by Fisher’s LSD was used for experiments involving two factors (treatment and genotype).

For cell culture experiments, paired comparisons were conducted using the repeated measures (RM) one-way ANOVA for normal data or the Friedman test for data not normally distributed, followed by Fisher's LSD or Dunn’s *post hoc* tests, respectively.

All statistical analyses and graphs were performed using GraphPad Prism 8.0 (GraphPad Software, San Diego, CA, USA). *P* values*<*0.05 were considered statistically significant.

**
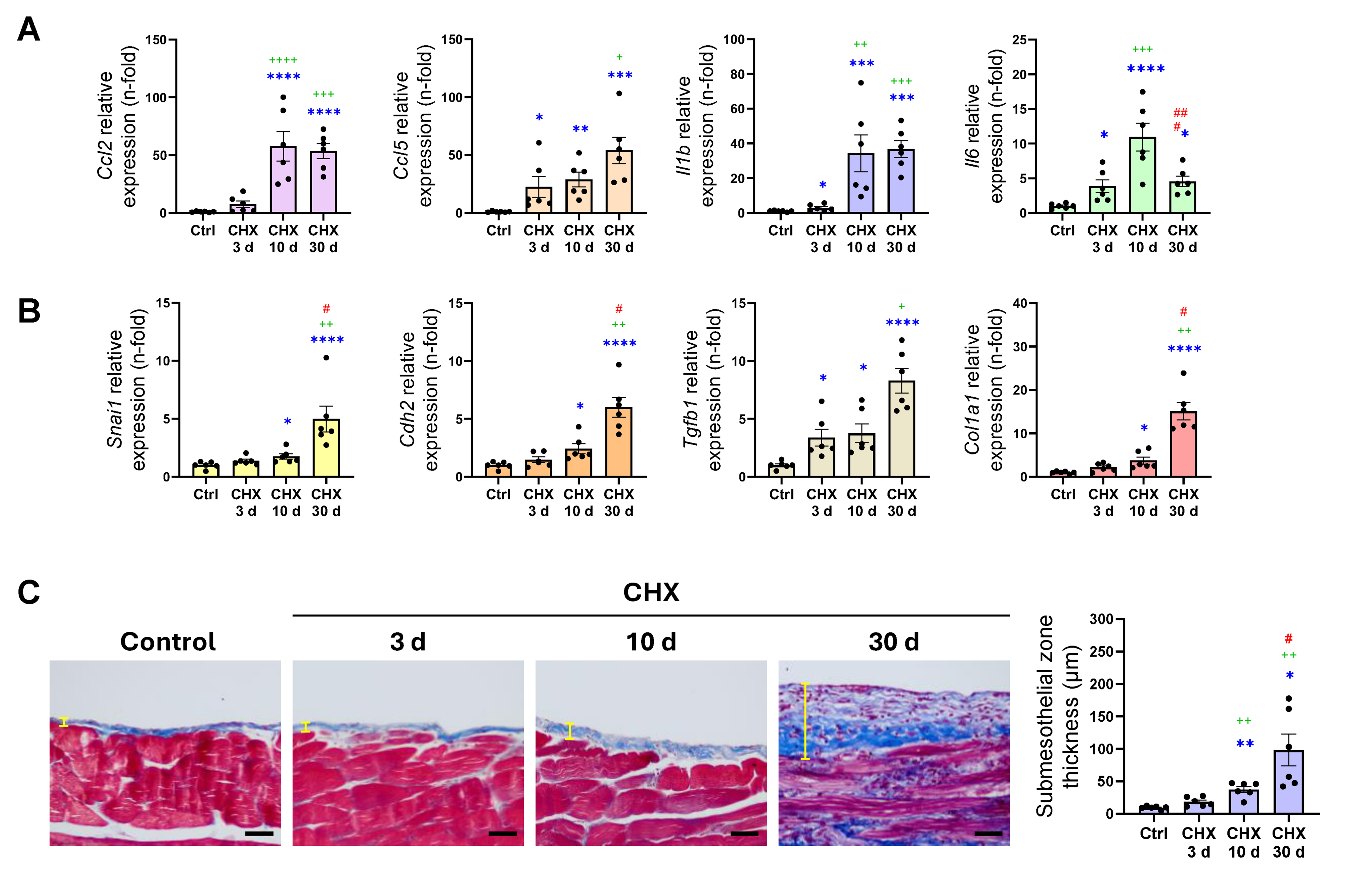
**

**Figure S1.** Time course of peritoneal damage induced by CHX in mice. Male C57BL/6J mice were daily i.p. injected with 0.1% CHX for 3, 10, or 30 days (d). (A and B) Relative gene expression of (A) proinflammatory chemokines and cytokines and (B) MMT and fibrosis markers analyzed by RT-qPCR from total RNA of parietal peritoneal tissue, using *Gapdh* as a housekeeping gene, and expressed as fold-change (*n*-fold) relative to control. (C) Peritoneal membrane thickness assessment. The figure shows Masson’s trichrome-stained parietal peritoneal tissue sections of representative mice from each group (left) and the corresponding quantification of submesothelial zone thickness (right). Yellow lines indicate width measured**.** Scale bar, 50 μm. Results are represented as mean ± SEM of *n* = 6 animals per group. **p* < 0.05, ***p* < 0.01, ****p* < 0.001, *****p* < 0.0001 versus control (Ctrl). +*p* < 0.05, ++*p* < 0.01, +++*p* < 0.001, ++++*p* < 0.0001 versus CHX 3 days; #*p* < 0.05, ###*p* < 0.001 versus CHX 10 days.

**
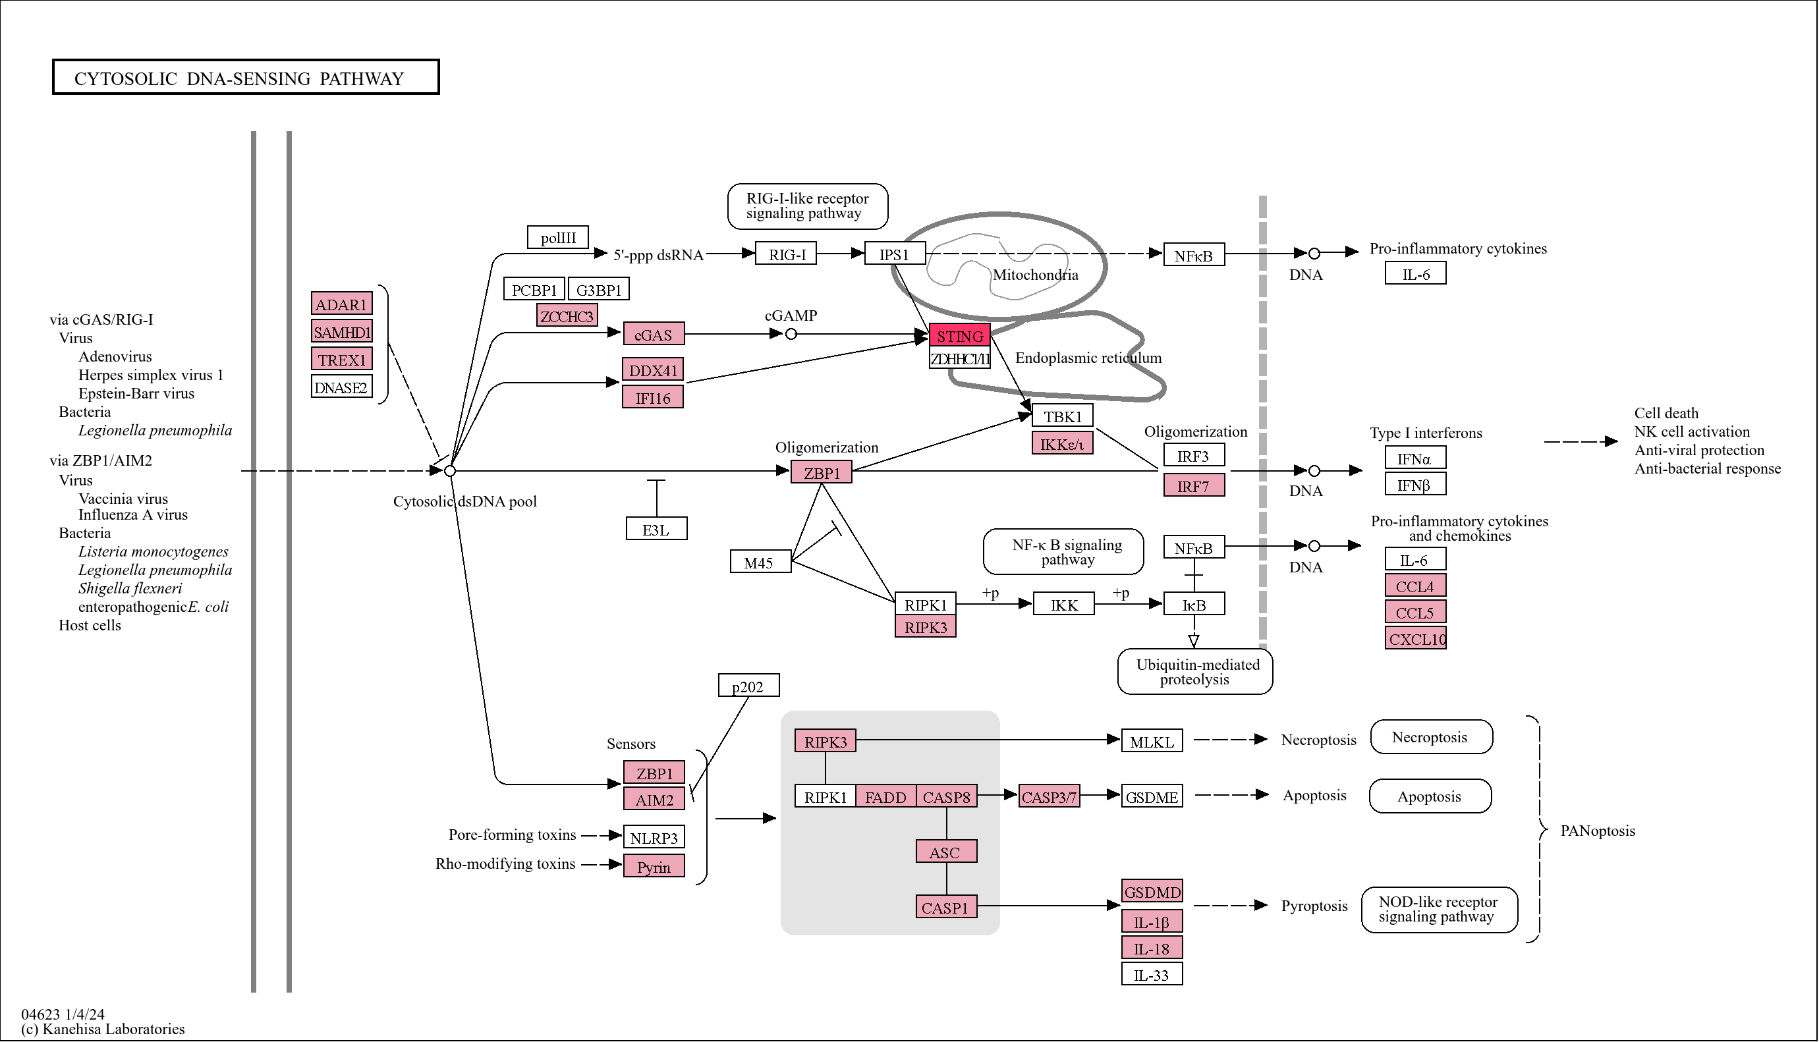
**

**Figure S2.** Upregulated genes of cytosolic DNA-sensing pathway in peritoneum of 10-day-CHX-exposed mice. This pathway map was generated using the KEGG website (https://www.kegg.jp/pathway/mmu04623), which enables gene highlighting and color customization but does not allow font modification. The code 04623 corresponds to the specific pathway, and the date “1/4/24” refers to the most recent revision of the map by the database curators at Kanehisa Laboratories. Kanehisa is also the corresponding author of reference [35].

Upregulated genes of cytosolic DNA-sensing pathway in peritoneum of 10-day-CHX-exposed mice. The figure shows the cytosolic DNA-sensing pathway (Mus musculus; mmu04623 https://www.kegg.jp/pathway/mmu04623) generated by the KEGG database (pathway revised on 1/4/24 by Kanehisa Laboratories) [35]. Genes of this pathway that were significantly upregulated (*q*-value < 0.05) in the transcriptomic analysis performed in the parietal peritoneal tissue of mice treated with 0.1% CHX for 10 days are highlighted in light pink. STING term is highlighted in red.

**
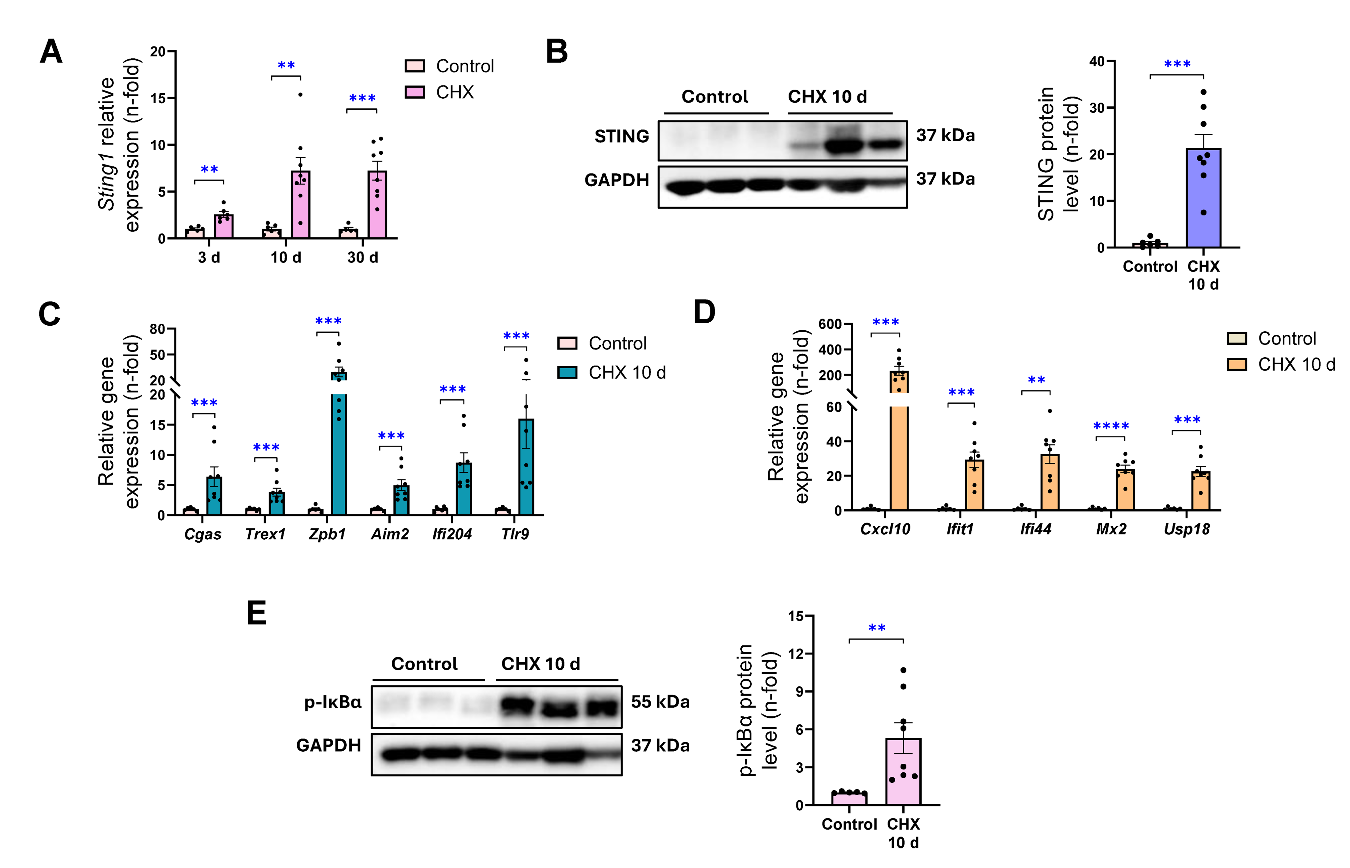
**

**Figure S3.** Expression of STING and other cytosolic DNA sensors in peritoneum of CHX-exposed mice. (A–E) Male C57BL/6J mice were daily i.p. injected with 0.1% CHX for 3 or 10 days. (A) Relative gene expression of *Sting1* in peritoneum of mice exposed to CHX for 3, 10, and 30 days. (B) Peritoneal STING protein levels in mice exposed to CHX for 10 days. (C) Relative expression of cytosolic DNA sensors in the peritoneum of mice exposed to CHX for 10 days. (D) Relative expression of IFN-stimulated genes in peritoneum of mice exposed to CHX for 10 days. (E) Peritoneal p-IκBα protein levels in mice exposed to CHX for 10 days. Relative gene expression was analyzed by RT-qPCR from total RNA of parietal peritoneal tissue using *Gapdh* as housekeeping gene. Protein levels were assessed by western blotting from total proteins of parietal peritoneal tissue using GAPDH as loading control. Results are expressed as *n*-fold compared to control and represented as mean ± SEM of five to eight animals per group. ***p* < 0.01, ****p* < 0.001, *****p* < 0.0001.

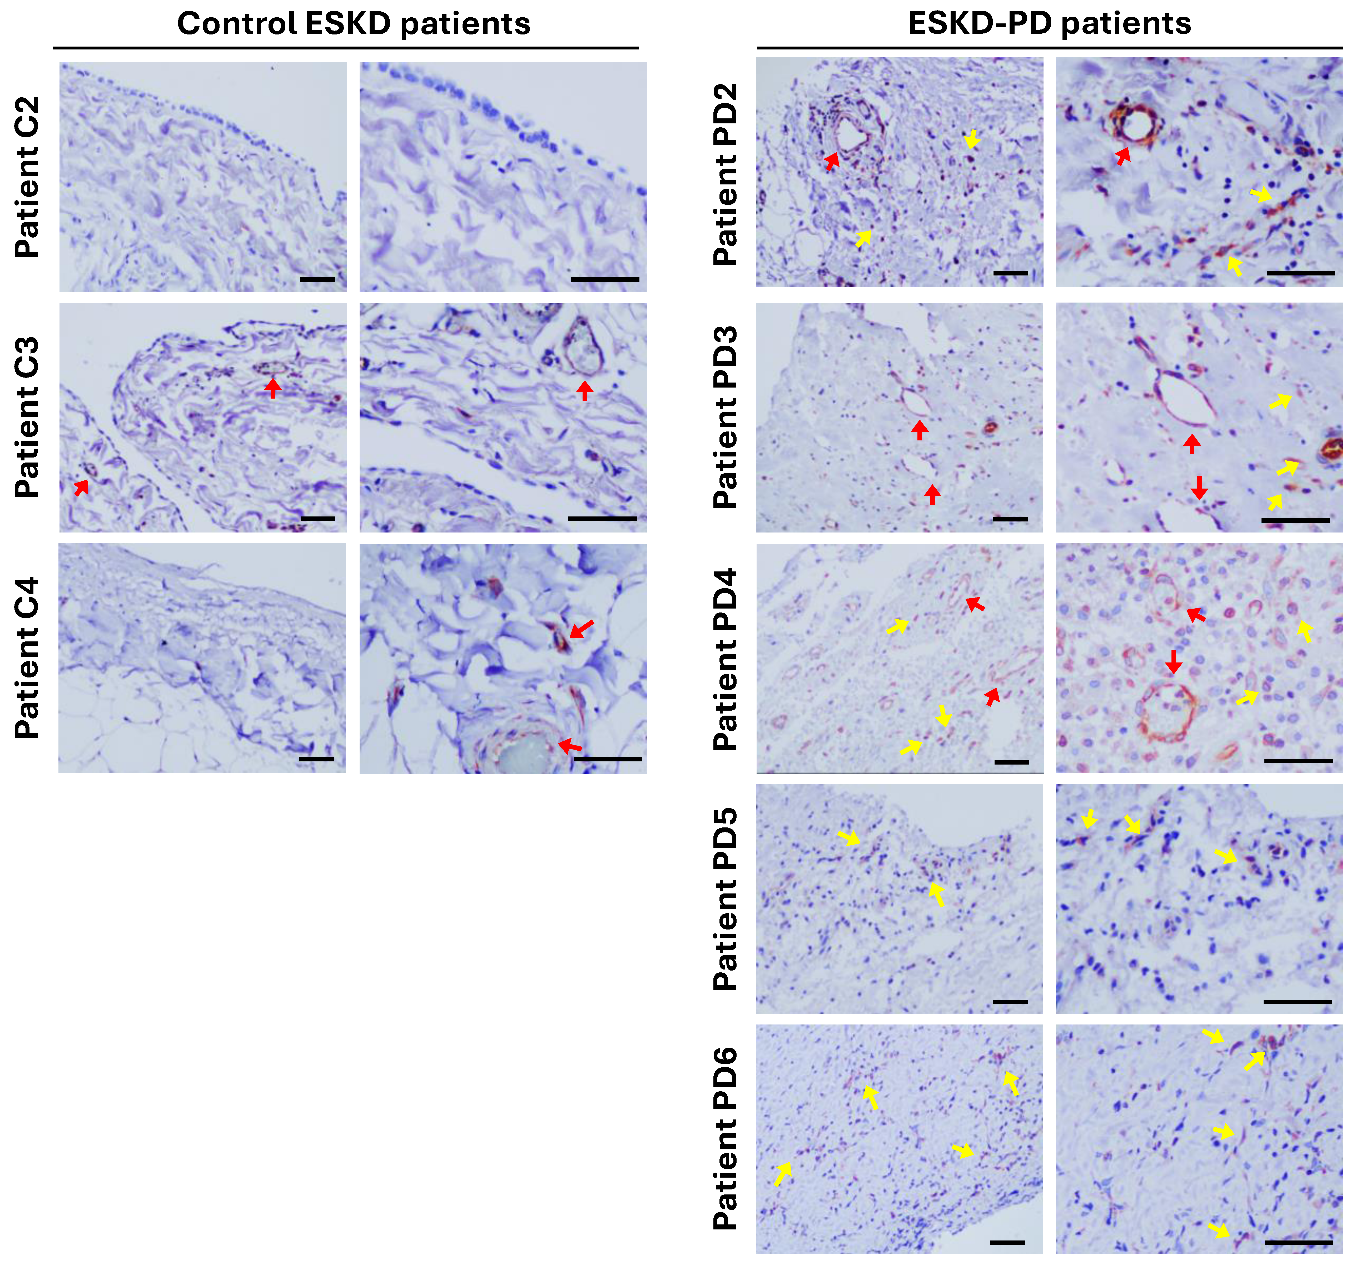

**Figure S4.** STING^+^ staining in peritoneal biopsies from PD patients. Immunohistochemical staining of STING sections of peritoneal biopsies from control ESKD and ESKD-PD patients. Scale bar, 50 μm. Red arrows indicate STING^+^ stain in endothelium; yellow arrows indicate STING^+^ stain in submesothelial zone (stroma).

**
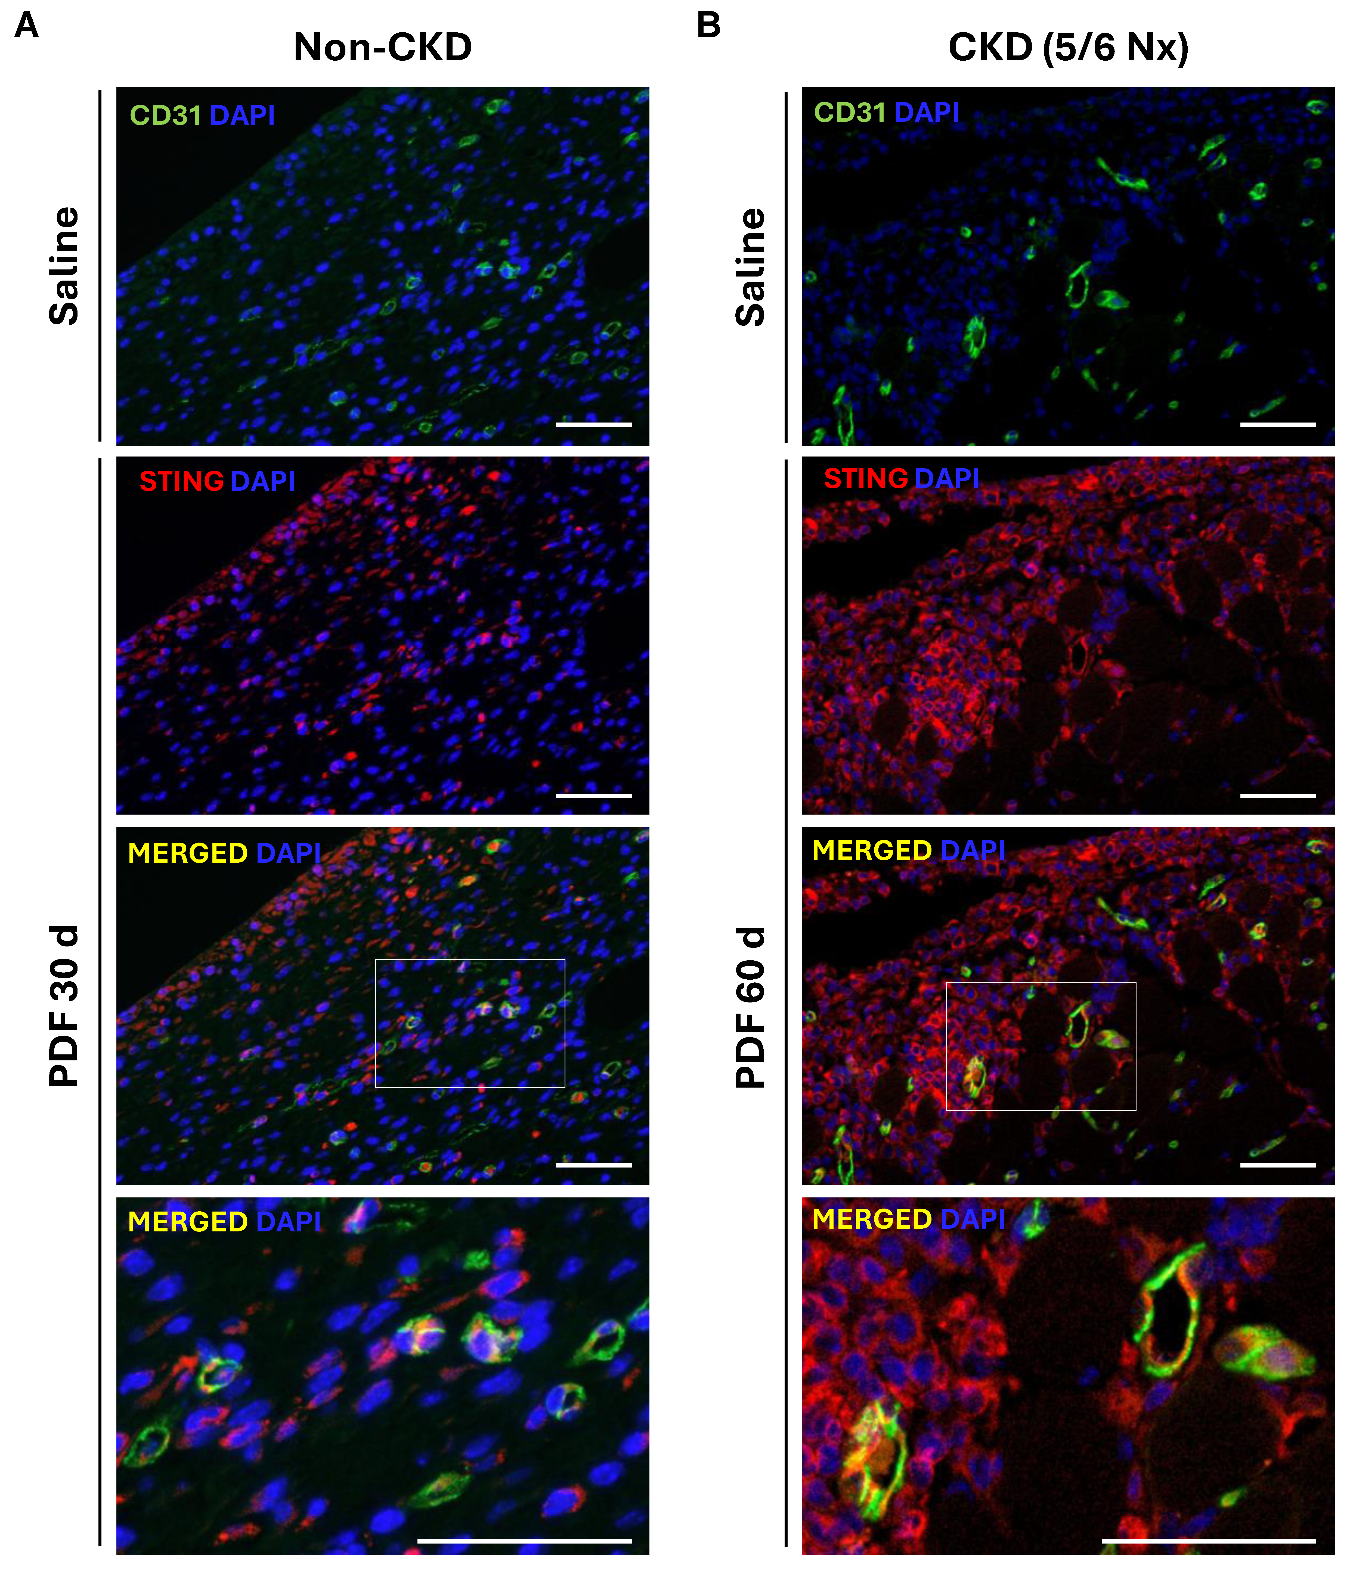
**

**Figure S5.** STING^+^ staining in peritoneal endothelium PDF-exposed mice. IF staining of STING (red) and CD31 (green) shows the presence of double-labeled CD31^+^STING^+^ (merged, yellow) endothelial cells in peritoneum of 30-day-PDF-exposed (A) and 60-day-PDF-exposed 5/6 nephrectomized (B) C57BL/6J female mice. Microscopy images correspond to a representative animal from each group. The lower panels display a magnified detail of merged image shown above. Scale bar, 50 μm. Nx: nephrectomy.

**
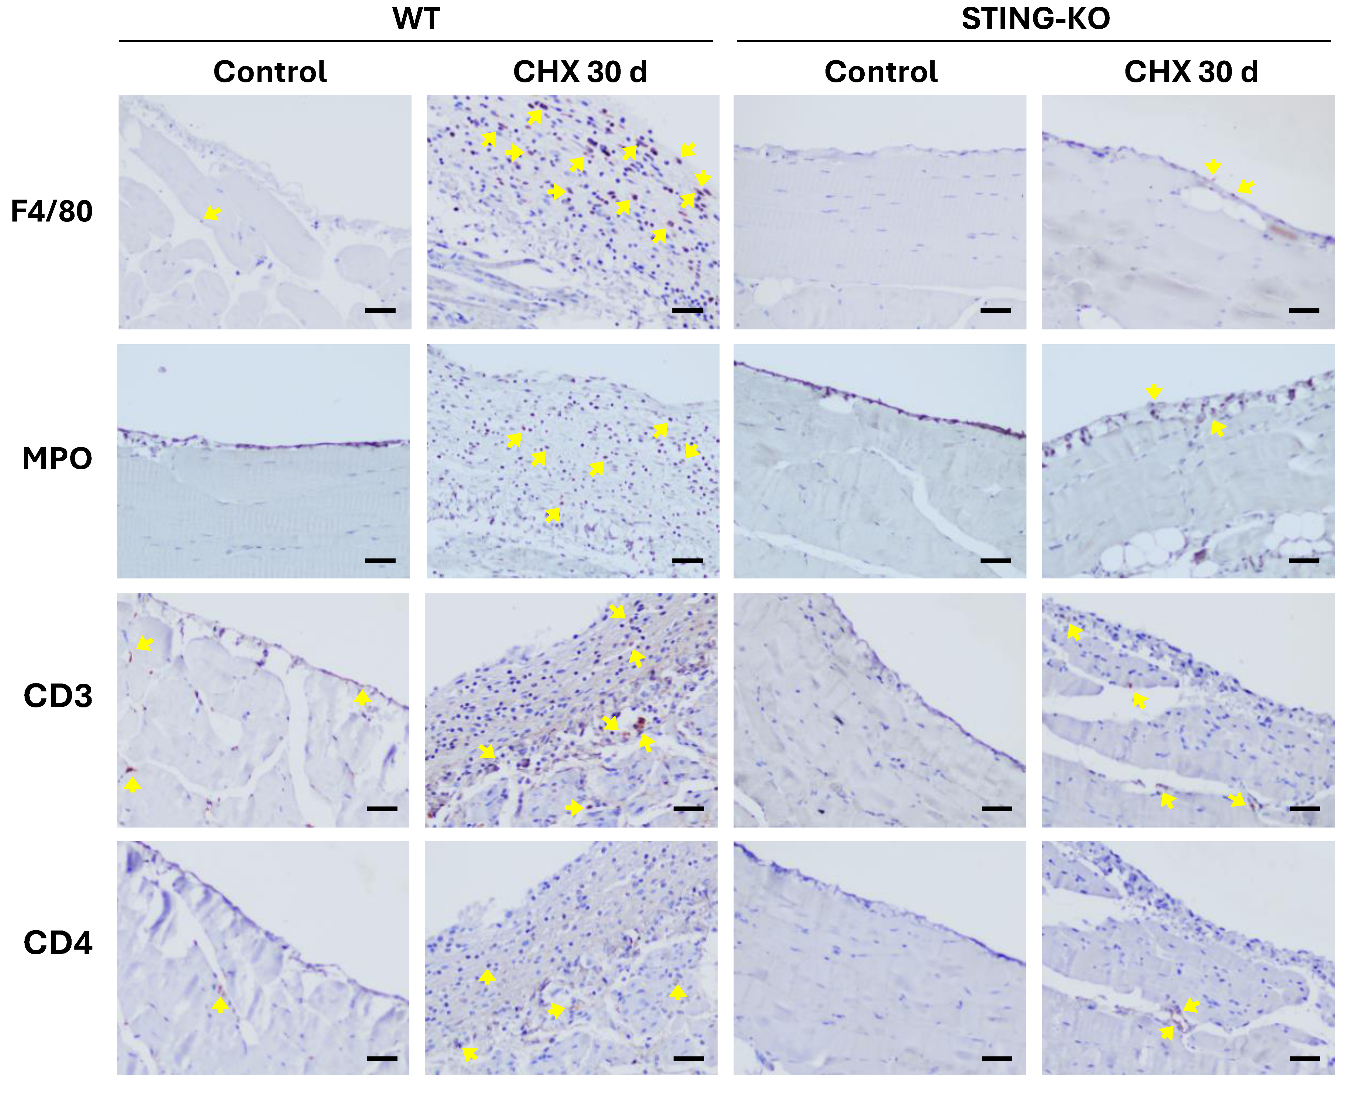
**

**Figure S6.** Inflammatory cell infiltration into the peritoneum of WT and STING-KO mice exposed to CHX for 30 days. Male C57BL/6J WT and STING-deficient (STING-KO) mice were daily i.p. injected with 0.1% CHX for 30 days. Parietal peritoneal tissue sections were used for IHC staining to identify inflammatory immune cell subsets using specific antibodies against the following markers: F4/80 (macrophages), myeloperoxidase (MPO, neutrophils), and CD3 and CD4 (T cells). Microscopy images correspond to a representative animal from each group. Yellow arrows indicate cells with positive staining. Scale bar, 50 μm.

**
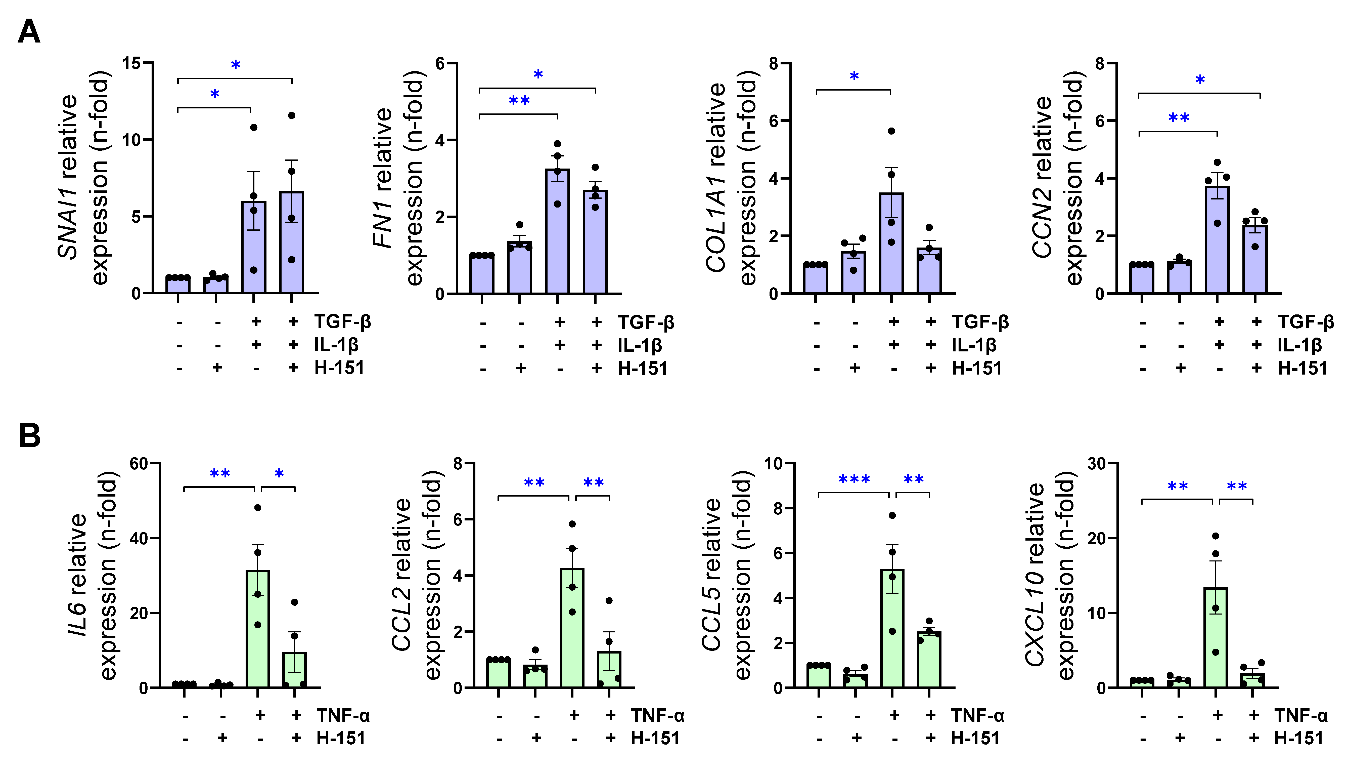
**

**Figure S7.** Pharmacological inhibition of STING in cultured mesothelial cells. Human MeT-5A mesothelial cells were pretreated with STING inhibitor H-151 (1 µM) for 1 h and then stimulated with recombinant TGF-β (2 ng/ml) and IL-1-β (5 ng/ml) (A) or TNF-α (5 ng/ml) (B) for 24 h. (A) Relative gene expression of MMT/fibrosis markers. (B) Relative gene expression of inflammatory markers. Relative gene expression levels were analyzed by RT-qPCR from total RNA, using *GAPDH* as housekeeping gene. Results are expressed as fold-change (*n*-fold) relative to control condition (first column) and represented as mean ± SEM of four independent experiments. **p* < 0.05, ***p* < 0.01, ****p* < 0.001, *****p* < 0.0001.

**
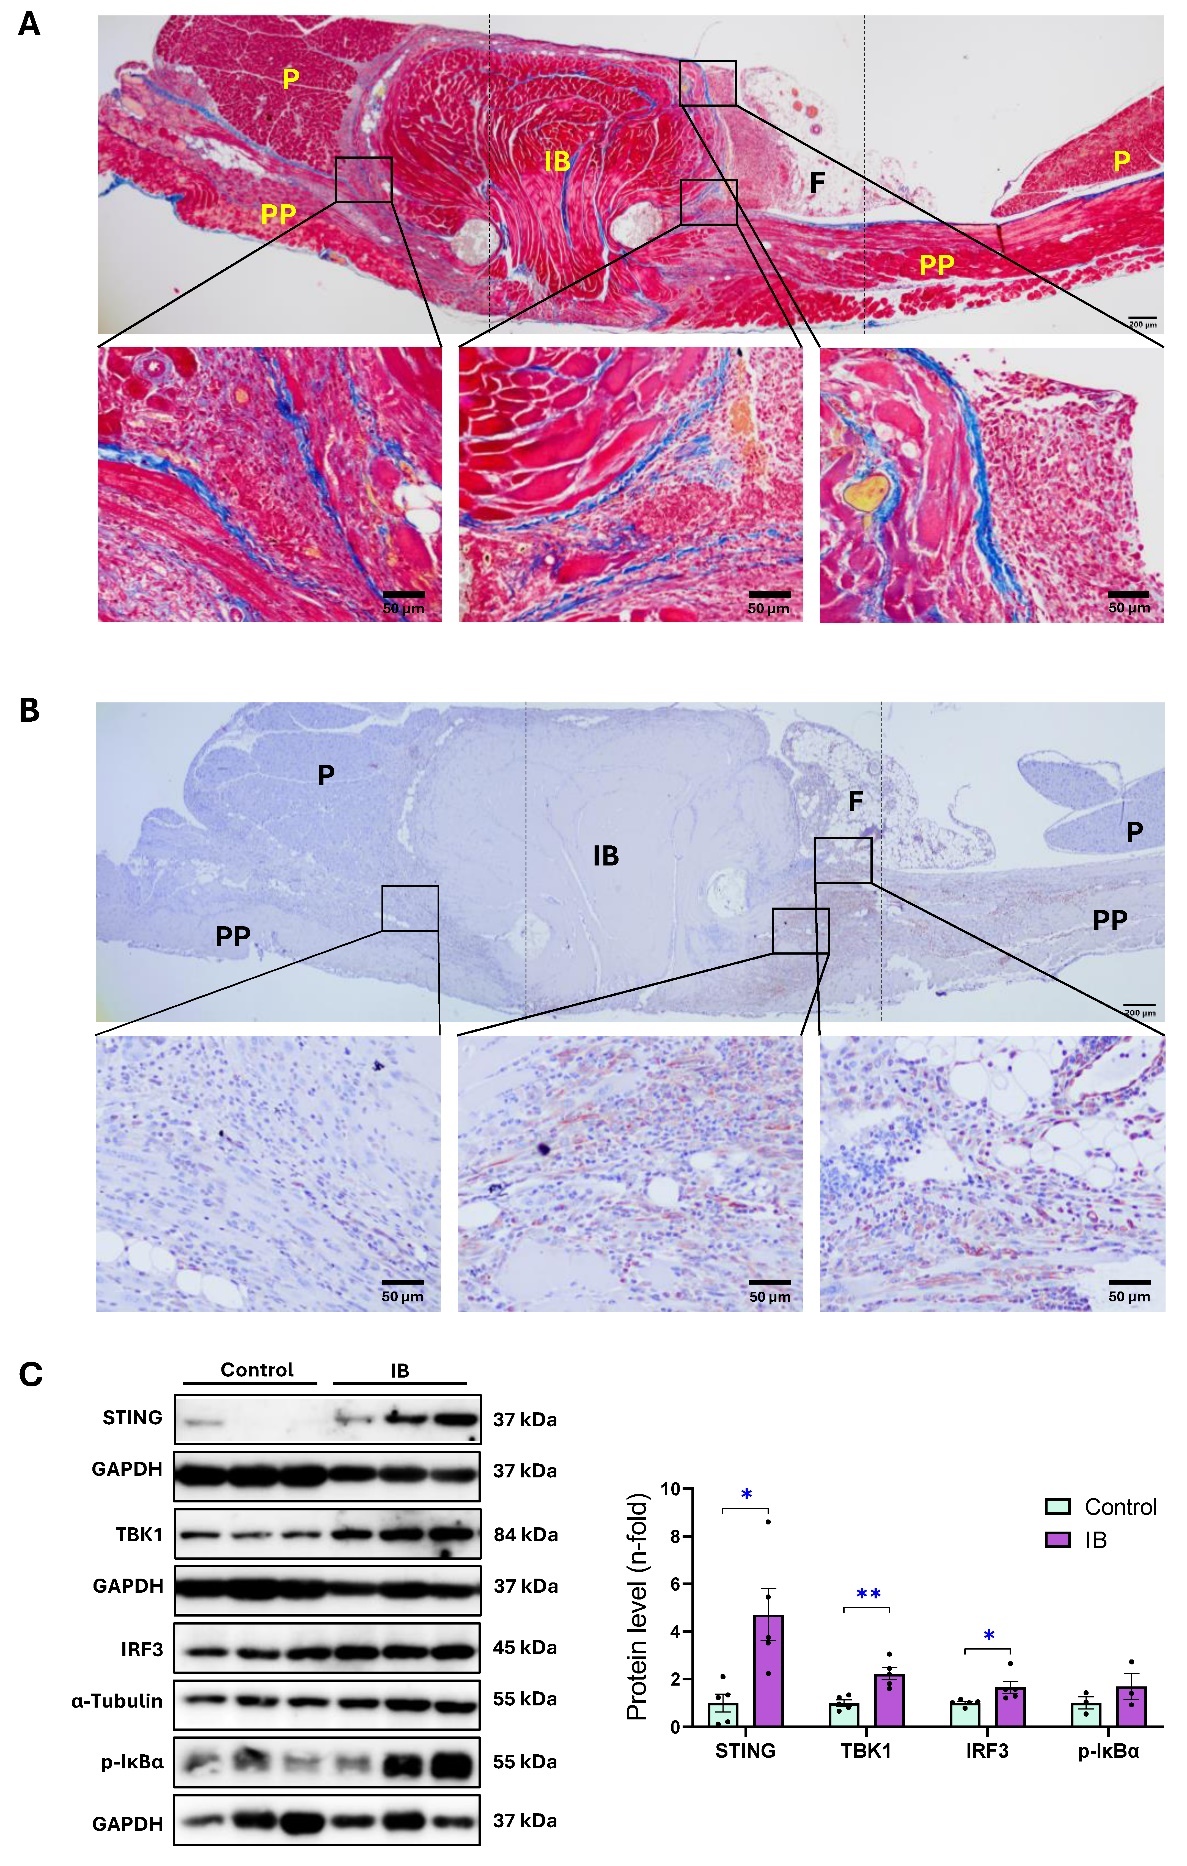
**

**Figure S8.** Expression of STING and downstream signaling mediators in postsurgical peritoneal adhesions. IBs were surgically generated in peritoneum of male C57BL/6J mice and formation of adhesions between peritoneal IBs and surrounding tissues was assessed 5 days after surgery. (A) Masson’s trichrome staining in sections of parietal peritoneal tissue containing IBs. Peritoneal adhesions of parietal peritoneum (PP) with neighbor organ and tissues like pancreas (P) and fat (F) are shown. Squared areas containing peritoneal adhesion interfaces are shown at higher magnitude below. (B) Immunohistochemical detection of STING in sections of parietal peritoneal tissue containing IBs. The figure shows STING^+^ cells of the peritoneal peritoneum based near peritoneal adhesions. Squared areas containing STING^+^ cells are depicted at a higher magnitude below. Dashed lines indicate boundaries between adjacent joined images. Microscopy images correspond to IB with adhesions with grade and tenacity scores equal to 5. Scale bars, 200 μm and 50 μm. (C) Protein levels of STING, TBK1, IRF3, and p-IκBα were assessed by western blot from total protein extracts of parietal peritoneal tissues using GAPDH or α-tubulin as loading control. Results are represented as fold-change (*n*-fold) relative to control group and expressed as mean ± SEM of five animals per group. **p* < 0.05, ***p* < 0.01.

**
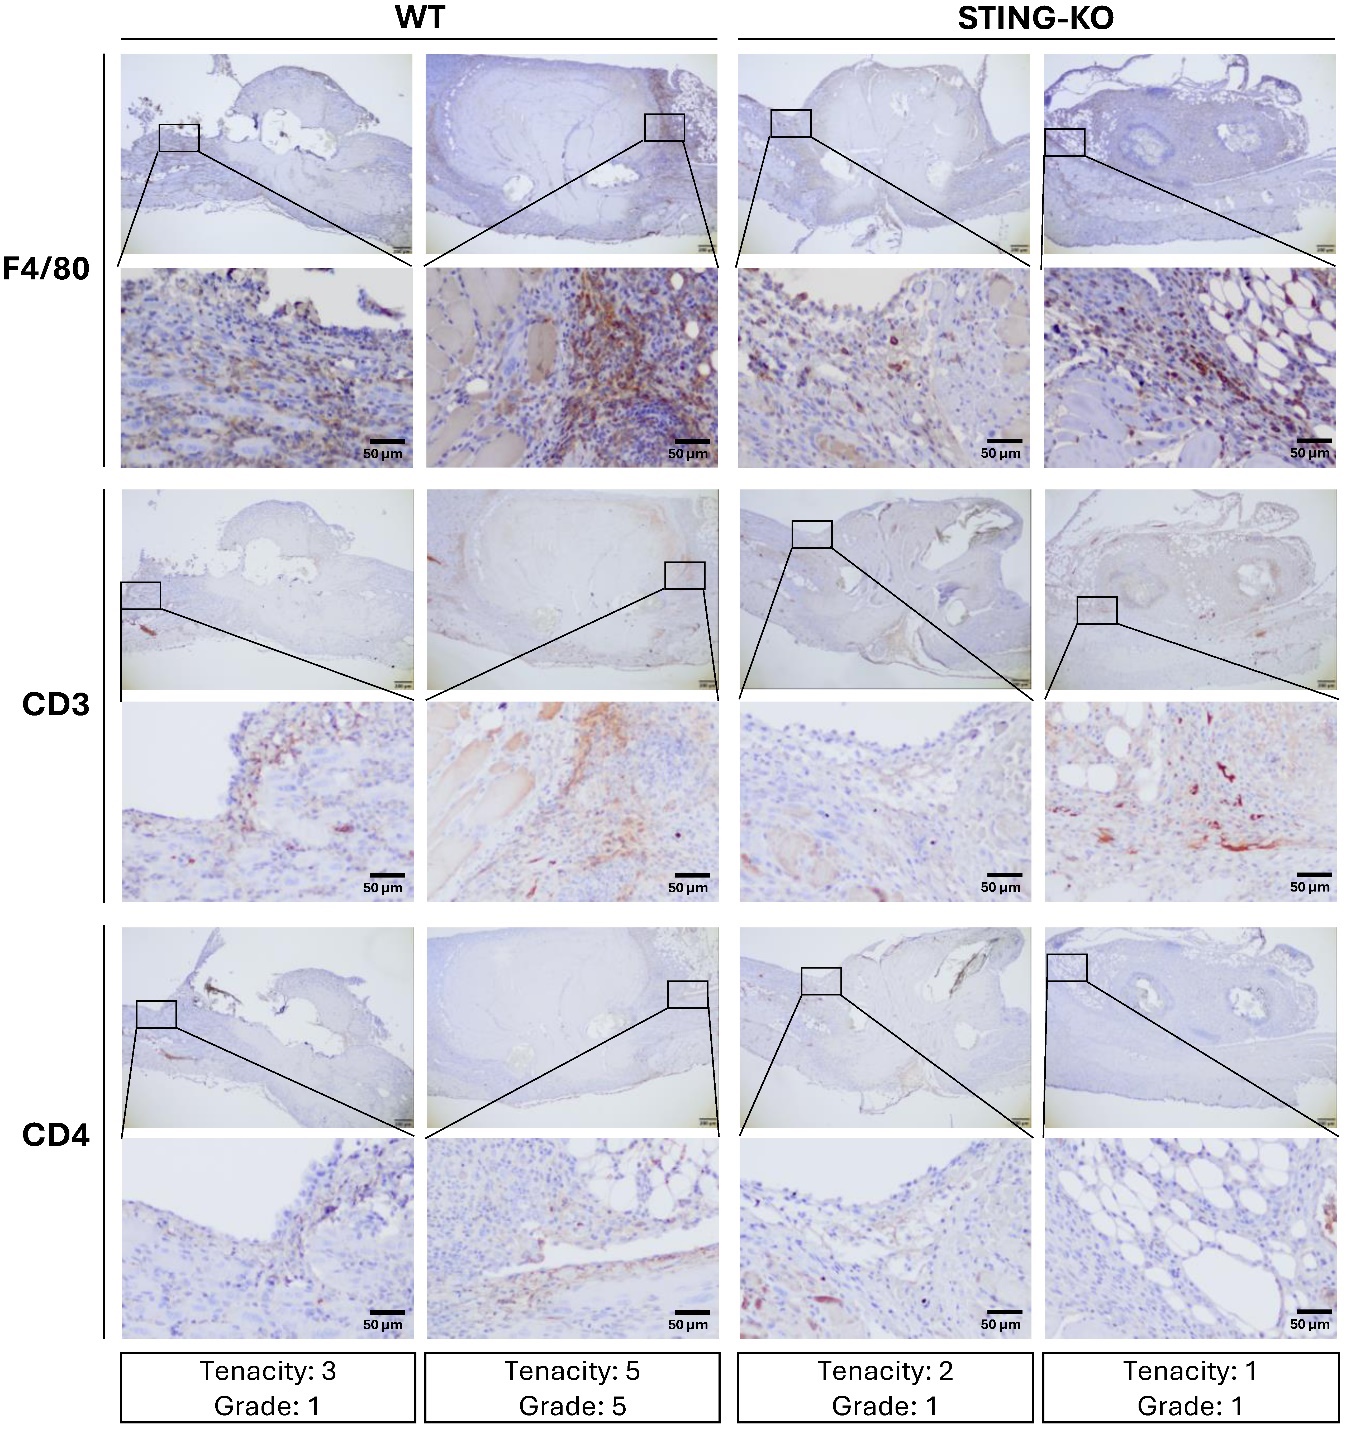
**

**Figure S9.** Immune cell infiltration in peritoneal adhesions of WT and STING-KO mice. Three IBs were surgically made in peritoneum of male C57BL/6J WT and STING-deficient (STING-KO) mice. The formation of adhesions on the IBs was assessed 5 days after surgery. Sections of parietal peritoneal tissue containing the IBs were used for immunohistochemical detection of F4/80^+^ macrophages and CD3^+^ and CD4^+^ T cells. Microscopy images correspond to two representative animals from each group. The squared areas are shown at higher magnification below every original micrograph. Scale bars, 200 µm and 50 µm.

**
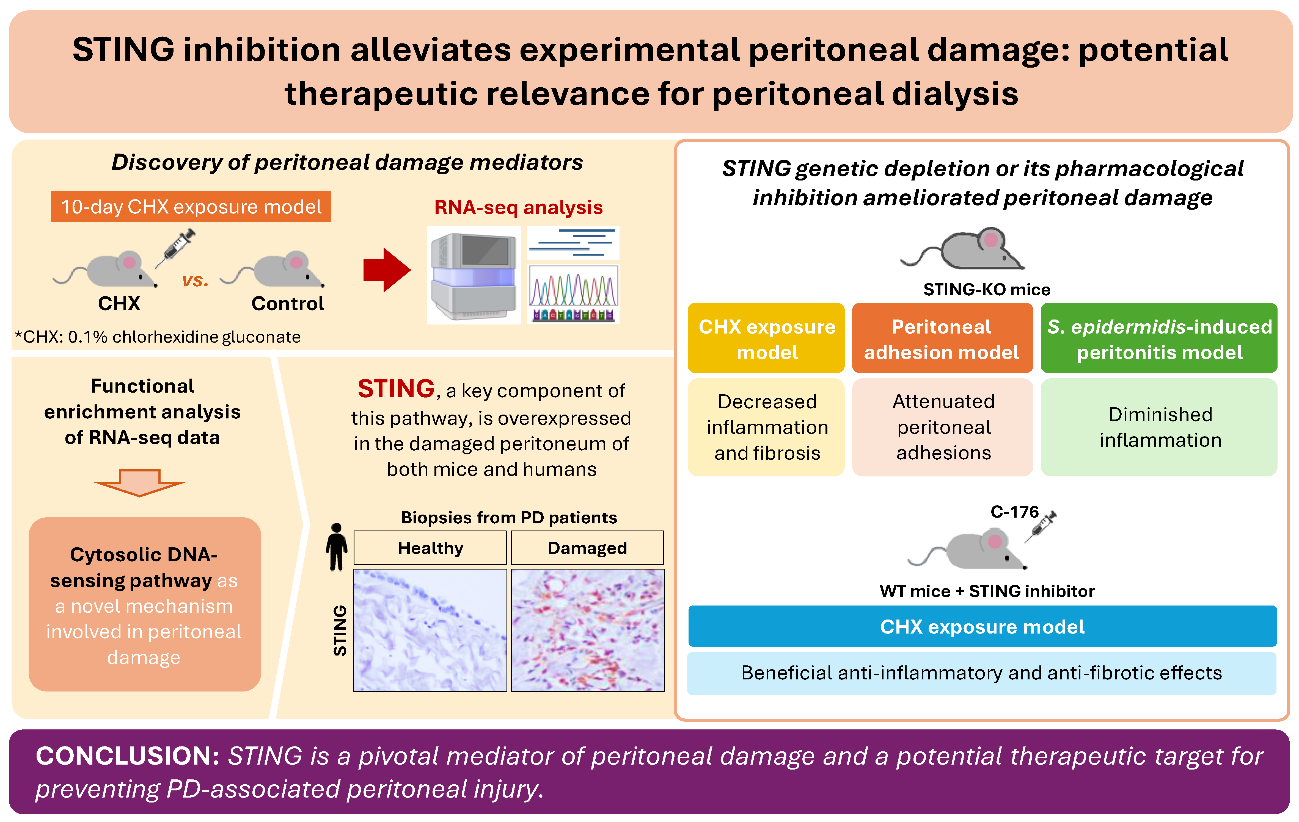
**

**Figure S10.** STING-mediated cytosolic DNA-sensing pathway as new pathogenic mechanism in peritoneal damage. RNA-seq of peritoneal tissue from mice exposed to 0.1% CHX for 10 days, compared to unexposed controls, identified the cytosolic DNA-sensing pathway as one of the most significantly upregulated pathways in experimental peritoneal injury. STING, a central mediator of this pathway, was found to be upregulated in the damaged peritoneum of both CHX-exposed mice and PD patients. Genetic deletion or pharmacological inhibition of STING-attenuated peritoneal injury across multiple murine models. These findings highlight STING as a promising therapeutic target for treatment of PD-associated peritoneal damage. Created using elements from BioRender ([https://www.biorender.com/](https://eur01.safelinks.protection.outlook.com/?url=https%3A%2F%2Fwww.biorender.com%2F&data=05%7C02%7CMcAteer-SCIED%40jpathol.org%7Cfdf6e84eed40453b261008ddbfc86316%7Ce87674224a79483e851b9dede9600424%7C0%7C0%7C638877589644288238%7CUnknown%7CTWFpbGZsb3d8eyJFbXB0eU1hcGkiOnRydWUsIlYiOiIwLjAuMDAwMCIsIlAiOiJXaW4zMiIsIkFOIjoiTWFpbCIsIldUIjoyfQ%3D%3D%7C0%7C%7C%7C&sdata=LZwvpsIBzAJKzPvFKuRq39CmRCj0Qs73M3SI3EdzeoQ%3D&reserved=0)).

**Table S1.** Demographic and clinical characteristics of control and PD patients.

C: control; PD: peritoneal dialysis; DM: diabetes mellitus; NI: not informed; CPN: chronic pyelonephritis; CGN: crescentic glomerulonephritis; MTC: mass transfer coefficient; Cr: creatinine; UF: ultrafiltration in 4 h; D/P: dialysate-to-plasma ratio.

**Table S2.** Postsurgical adhesion mouse scoring scheme.

| Grade | Tenacity |
| --- | --- |
| (0) 0% | (0) No adhesion |
| (1) <25% | (1) Adhesion fell apart |
| (2) 25–50% | (2) Adhesion lysed with traction |
| (3) 51–75% | (3) Adhesion lysed with blunt dissection |
| (4) >75% | (4) Adhesion lysed with sharp dissection |
|  | (5) Adhesion between abdominal wall and organs |

*Grade is the extent of IB that is covered by the adhesion, expressed as percentage.

**Table S3.** Predesigned assays used for qPCR.

| Specie | Gene | Gene type | Assay ID | Company |
| --- | --- | --- | --- | --- |
| Mouse | *Acta2* | Target | Mm.PT.58.16320644 | Integrated DNA Technologies, Newark, NJ, USA |
| Mouse | *Arg1* | Target | Mm.PT.58.8651372 | Integrated DNA Technologies |
| Mouse | *Arg2* | Target | Mm.PT.58.31712462 | Integrated DNA Technologies |
| Mouse | *Cat* | Target | Mm.PT.58.12825133 | Integrated DNA Technologies |
| Mouse | *Ccl2* | Target | Mm.PT.58.42151692 | Integrated DNA Technologies |
| Mouse | *Ccl5* | Target | Mm.PT.58.43548565 | Integrated DNA Technologies |
| Mouse | *Ccl8* | Target | Mm01297183_m1 | Applied Biosystems, Waltham, MA, USA |
| Mouse | *Ccl19* | Target | Mm00839966_g1 | Applied Biosystems |
| Mouse | *Cd163* | Target | Mm00474091_m1 | Applied Biosystems |
| Mouse | *Cdh2* | Target | Mm.PT.58.12378183 | Integrated DNA Technologies |
| Mouse | *Col1a1* | Target | Mm.PT.58.7562513 | Integrated DNA Technologies |
| Mouse | *Col1a2* | Target | Mm.PT.58.5206680 | Integrated DNA Technologies |
| Mouse | *Cxcl1* | Target | Mm04207460_m1 | Applied Biosystems |
| Mouse | *Cxcl10* | Target | Mm.PT.58.43548565 | Integrated DNA Technologies |
| Mouse | *Hmox1* | Target | Mm.PT.58.8600055 | Integrated DNA Technologies |
| Mouse | *Il1b* | Target | Mm.PT.58.41616450 | Integrated DNA Technologies |
| Mouse | *Il10* | Target | Mm01288386_m1 | Applied Biosystems |
| Mouse | *Il6* | Target | Mm.PT.58.10005566 | Integrated DNA Technologies |
| Mouse | *Ifi44* | Target | Mm.PT.58.12162024 | Integrated DNA Technologies |
| Mouse | *Ifit1* | Target | Mm.PT.58.32674307 | Integrated DNA Technologies |
| Mouse | *Ifna1* | Target | Mm.PT.58.43426930.g | Integrated DNA Technologies |
| Mouse | *Ifnb1* | Target | Mm.PT.58.30132453.g | Integrated DNA Technologies |
| Mouse | *Ifng* | Target | Mm.PT.58.41769240 | Integrated DNA Technologies |
| Mouse | *Mx2* | Target | Mm.PT.58.29837402 | Integrated DNA Technologies |
| Mouse | *Nfe2l2* | Target | Mm.PT.58.29108649 | Integrated DNA Technologies |
| Mouse | *Nox1* | Target | Mm.PT.58.29694286 | Integrated DNA Technologies |
| Mouse | *Nox4* | Target | Mm.PT.58.8820983 | Integrated DNA Technologies |
| Mouse | *Oasl2* | Target | Mm01201449_m1 | Integrated DNA Technologies |
| Mouse | *Snai1* | Target | Mm00441533_g1 | Applied Biosystems |
| Mouse | *Sod1* | Target | Mm.PT.58.12368303 | Integrated DNA Technologies |
| Mouse | *Sod2* | Target | Mm.PT.58.14276358 | Integrated DNA Technologies |
| Mouse | *Sting1* | Target | Mm.PT.58.12798185 | Integrated DNA Technologies |
| Mouse | *Tgfb1* | Target | Mm.PT.58.11254750 | Integrated DNA Technologies |
| Mouse | *Usp18* | Target | Mm.PT.58.28965870 | Integrated DNA Technologies |
| Mouse | *Ppia* | Housekeeping | Mm.PT.39a.2.gs | Integrated DNA Technologies |
| Mouse | *Gapdh* | Housekeeping | Mm.PT.39a.1 | Integrated DNA Technologies |
| Human | *CCL2* | Target | Hs.PT.58.45467977 | Integrated DNA Technologies |
| Human | *CCL5* | Target | Hs.PT.58.1724551 | Integrated DNA Technologies |
| Human | *CDH2* | Target | Hs.PT.58.26024443 | Integrated DNA Technologies |
| Human | *CXCL10* | Target | Hs.PT.58.3790956.g | Integrated DNA Technologies |
| Human | *FN1* | Target | Hs.PT.58.40005963 | Integrated DNA Technologies |
| Human | *GREM1* | Target | Hs.PT.58.21084086 | Integrated DNA Technologies |
| Human | *SNAI1* | Target | Hs.PT.58.2984401 | Integrated DNA Technologies |
| Human | *TGFB1* | Target | Hs.PT.58.39813975 | Integrated DNA Technologies |
| Human | *USP18* | Target | Hs.PT.58.25205207 | Integrated DNA Technologies |
| Human | *GAPDH* | Housekeeping | Hs.PT.39a.22214836 | Integrated DNA Technologies |

**Table S4.** DEGs on peritoneum from CHX-treated mice versus control mice. The table shows the 1,050 genes with a |Log_2_(FC)| ≥ 2 and *q*-value < 0.05 found in the transcriptomic analysis.

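The paper's fold changes in this table were set beside the deposited values of the 1027 listed genes that were found in the deposited table and carry a number. For 1026 of them the paper's value lay within 0.01 of the log2 ratio of the group means of the deposited FPKM (median difference 0.00251). The exception was Pgm1, at 2.33 in the paper and -0.716 as an FPKM ratio under that symbol, while the gene annotated as Pgm2 had a ratio of 2.327. FPKM and fragments differ by the transcript length and library factor that CuffDiff applies, and for 86 genes the ratio of mean scaled fragments lay more than 1 from that of mean FPKM on the log2 scale, 57 of the 951 listed as upregulated and 29 of the 76 listed as downregulated. In the limma test of 4 CHX against 4 control mice, 791 of the 951 passed both thresholds upward and 895 the adjusted p. Of the 76, 36 passed both thresholds downward and 56 the adjusted p.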

Table continuation:

Table continuation:

Table continuation:

Table continuation:

Table continuation:

Table continuation:

| Gene  name | Log_2_ (FC) | *q*-value | Gene name | Log_2_ (FC) | *q*-value | Gene  name | Log_2_ (FC) | *q*-value |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| *Gm22993* | −2.01 | 0.0045 | ***Lars2*** | −2.24 | 0.0004 | ***Kctd7*** | −2.72 | 0.0141 |
| *Dpf1* | −2.01 | 0.0225 | ***Gck*** | −2.25 | 0.0004 | ***Slc25a30*** | −2.73 | 0.0145 |
| *Gm10643* | −2.02 | 0.0029 | ***March8*** | −2.28 | 0.0291 | ***Zbtb18*** | −2.74 | 0.0058 |
| *Nos1* | −2.02 | 0.0004 | ***Myh7*** | −2.29 | 0.0004 | ***Snph*** | −2.74 | 0.0081 |
| *Pax5* | −2.04 | 0.0424 | ***Gm15543*** | −2.30 | 0.0184 | ***Tppp*** | −2.79 | 0.0444 |
| *Pdpr* | −2.04 | 0.0004 | ***Syne1*** | −2.34 | 0.0004 | ***Gm8424*** | −2.80 | 0.0008 |
| *Pfkfb2* | −2.04 | 0.0123 | ***Lrpprc*** | −2.34 | 0.0004 | ***2310057M21Rik*** | −2.91 | 0.0392 |
| *Vegfa* | −2.04 | 0.0004 | ***Mcm2*** | −2.35 | 0.0097 | ***Prkg2*** | −2.96 | 0.0481 |
| *Zfp62* | −2.05 | 0.0155 | ***Pax3*** | −2.38 | 0.0004 | ***Gm47612*** | −2.99 | 0.0021 |
| *Myh13* | −2.05 | 0.0014 | ***Alox15*** | −2.39 | 0.0032 | ***Myh2*** | −3.00 | 0.0004 |
| *Gm42427* | −2.05 | 0.0004 | ***Fxyd3*** | −2.40 | 0.0004 | ***Atm*** | −3.18 | 0.0243 |
| *Perm1* | −2.08 | 0.0004 | ***Ighm*** | −2.44 | 0.0004 | ***Bdh1*** | −3.21 | 0.0004 |
| *Myl3* | −2.08 | 0.0004 | ***Rgs4*** | −2.46 | 0.0004 | ***Dync1li2*** | −3.24 | 0.0004 |
| *Ubap1* | −2.10 | 0.0408 | ***Sesn3*** | −2.47 | 0.0187 | ***Tmem132b*** | −3.29 | 0.0004 |
| *Ppp1r12b* | −2.13 | 0.0004 | ***Dnajb6*** | −2.47 | 0.0249 | ***Rap1gap2*** | −3.32 | 0.0035 |
| *Psd3* | −2.14 | 0.0165 | ***Fbxl3*** | −2.48 | 0.0026 | ***Sp1*** | −3.39 | 0.0081 |
| *Aacs* | −2.15 | 0.0279 | ***Mrs2*** | −2.49 | 0.0008 | ***Lysmd3*** | −3.47 | 0.0058 |
| *9430073C21Rik* | −2.16 | 0.0021 | ***C7*** | −2.49 | 0.0004 | ***Npr3*** | −3.69 | 0.0004 |
| *Smtnl1* | −2.17 | 0.0004 | ***Zfp507*** | −2.52 | 0.0234 | ***Odf3l2*** | −3.98 | 0.0004 |
| *Tnni1* | −2.18 | 0.0004 | ***Tmod1*** | −2.53 | 0.0496 | ***Lncpint*** | −4.04 | 0.0004 |
| *Adgra3* | −2.20 | 0.0026 | ***Mylk4*** | −2.54 | 0.0004 | ***B3galt1*** | −4.08 | 0.0004 |
| *Homer2* | −2.20 | 0.0212 | ***Zfp629*** | −2.58 | 0.0004 | ***Neto2*** | −4.23 | 0.0004 |
| *Myl2* | −2.20 | 0.0004 | ***Sbk3*** | −2.59 | 0.0070 | ***Sall4*** | −4.43 | 0.0023 |
| *Prob1* | −2.21 | 0.0004 | ***Mal*** | −2.64 | 0.0106 | ***Hamp2*** | −5.57 | 0.0165 |
| *Sbk2* | −2.22 | 0.0004 | ***Irx3os*** | −2.68 | 0.0125 |  |  |  |
| *Col22a1* | −2.22 | 0.0398 | ***Ercc6*** | −2.70 | 0.0243 |  |  |  |

FC, fold-change; +, genes found expressed in peritoneum of CHX mice but with no expression detected in control mice (presence/absence genes).

How the deposited data were processed for this re-analysis (not part of the article)

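RNA from the parietal peritoneum of 4 control mice and 4 mice given 0.1% CHX for 10 days was analysed, 1 library per mouse. The authors filtered the reads with PrinSeq-lite, aligned them with TopHat and ran CuffDiff. Their deposited table holds the fragments counted per gene and library without normalization, the same count of fragments after CuffDiff's library scaling, the FPKM, and a status for each gene and library. The count of fragments is an estimate, since CuffDiff can divide a fragment between gene models. Numbers in the deposited table are written with a decimal comma, and 89.0% of the fragment values above 0 are whole, with no tolerance. The genome build and annotation behind the table are not given in the sources used here. The identifiers were matched to the GENCODE M21 annotation of GRCm38, from which positions and overlaps were taken, and 54719 of 54834 carried a symbol.

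From the deposited fragments, rounded to whole numbers, log2 fold changes, standard errors and p-values were computed with limma 3.58.1 (voom, lmFit and eBayes) in R 4.3.3, with Benjamini-Hochberg adjustment over the 14605 genes tested. The design held the group alone. The test set down in the design was one for whole-number counts, with rounding foreseen for fragments that are not whole. It was not run, and limma-voom took its place because the deposited fragments are estimates. The libraries were scaled by TMM, trimming 30% of the log ratios and 5% of the intensities at each end, and the filter asked for 10 fragments, scaled to the median library, in 4 libraries and 15 in total. Voom added a prior count of 0.5. Genes with the status HIDATA (255) or FAIL (17) in any library were left out, a choice made after the deposited table was seen. Tables were read and figures drawn in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

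Depth was 10054677 to 12583737 fragments in control and 12129788 to 20884279 in CHX libraries. A gene with no fragment in the 4 control libraries was given a floor of 3 fragments over the group, and the fold against it is a lower bound that covers counting error only. Exact permutation tests compared log2 CPM of 4 against 4 mice, two-sided, for which 0.0286 is the smallest p. Gene lists were tested with limma's camera at a preset correlation of 0.01, with fry and with an estimated correlation, where at least 3 genes of the list were tested. The lists were 15 of cell markers, families by symbol, and lists for proliferation, muscle regeneration, complement and resident fibroblast genes, and transcripts derived from ribosomal RNA loci together with Rn7sk and Rmrp. Only members past the filter on low counts enter a median, and a gene near 0 in the control mice passes it only if it rose. A family of type I interferon genes had too few genes past the filter to be tested. The databases behind the enrichment analyses of the paper were not used here.

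The genes named were chosen by a rule written before the data were examined. It covers (1) all genes of Table 1, (2) genes the paper names for its RNA-seq and the labels of Fig. 1A, (3) genes measured by RT-qPCR at 10 days with Vegfa, Cxcl1, Calb2, Tbk1, Irf3, Gapdh and Ppia, (4) members of the lists and families, (5) the 10 genes with the largest rise and the 10 with the largest fall among those past both thresholds with groups that do not overlap, and (6) the genes with a plus sign in Table S4. The paper's values for parts (1), (2) and (6) had been read when the rule was written. Sp1, Mcm2, Actb, Prkg2, Aacs, Pgm1, Pgm2, Ide, Wdfy1, Pvalb, Mylpf, Gm42418, AY036118 and CT010467.1 fall outside it and were chosen after their values were seen. Single-gene results for 3 of the genes covered are not reported here, and those in Table 1 were taken out of its figure and of the scan for outlying mice after both had been run.

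The alternatives were other scalings (median of ratios, library size alone, TMM without the 50 most abundant genes, Ppia), log2 FPKM with 1 or 0.1 added as computed from the deposited FPKM, other filters on low counts, fragments not rounded, the mouse number as a replicate block, and each mouse left out in turn. Alternatives added later were CuffDiff's library factors, genes of every status kept, sample quality weights and limma's treat test.

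The procedure was tested on simulated data for the comparison of CHX against control. Counts were drawn for 14605 genes from the means of the control mice and the real library sizes. Genes were drawn independently with the same dispersion for all, and as many were raised as lowered. Of 200 genes given a known change, 85.7% were recovered over the 13788 genes that passed the filter, and 4.14% of the calls were false. With no gene changed there were 0 calls at an adjusted p under 0.05. The real changes were more numerous and, past both thresholds, mostly upward, so these rates hold for the simulated setting alone.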

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

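No test in this part was chosen after the result was seen. In 128 groups of 4 mice, 6 held a mouse that lay far from the other 3, where chance gives about 1 in 20, or 6.4. Control mouse 1 had the lowest Sting1 level, 2.155 on the log2 CPM scale against 2.80 to 2.83 in the other control mice, and without it the log2 fold change of Sting1 was 2.40. In the same mouse Samhd1 was at 4.494 against 4.783 to 4.827. Control mouse 2 had a low Polr2k at 4.821 against 5.038 to 5.064 and a high mean of the RNA polymerase III family at 4.396 against 4.282 to 4.289. The mean of the NOD-like receptor family was 0.4283 in control mouse 3 against 1.359 to 1.55, and that of the NK cell list -4.191 in control mouse 4 against -3.009 to -2.906. The number is what chance alone gives, the 6 are spread over all 4 control mice, and no explanation beyond chance was tested for them.

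Genes of cell division, a list the paper does not discuss, had a median log2 fold change of 5.32 over 9 genes, all 9 of them upregulated (adjusted p = 5.63e-06, limma camera). The call held under fry (adjusted p = 0.00416) and not with an estimated correlation (adjusted p = 0.252). Scaled to Ppia the median was 3.58. Entry of dividing immune cells and division of resident cells are both open and were not tested.

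Genes of muscle regeneration had a median of 2.56 over 7 genes (adjusted p = 0.0283, limma camera; 0.00416 with fry, 0.262 with an estimated correlation), 5 of them higher and 1, Myod1, lower at an adjusted p under 0.05 (-1.22, adjusted p = 0.00798, limma). The general muscle markers were lower in the same mice. Whether muscle was injured was not tested. Effects of the injections and of the CHX are not separated by this design, since the control mice were not injected.

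Ifnb1 had 60 fragments over the 4 CHX libraries, between 5 and 38 in each, and 0 in the 4 control libraries, a mean at least 10.4-fold higher against the floor of 3 fragments over the group. It fell under the filter on low counts and was not tested by limma. The paper lists an assay for it and its text reports no RNA-seq value.

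Krt14 rose by 4.20 on the log2 scale (standard error 0.63, adjusted p = 0.000654, limma) and the mesothelial list had a median of 3.28. Skin in the CHX pieces of tissue would bring Krt5 with Krt14, and over the 4 CHX libraries Krt5 had 5 fragments against 7702 of Krt14, with 0 of Krt1. That argues against keratinocytes as the source of Krt14. Other keratinocyte markers were mixed. Lgals7 (6.16) and Sbsn (2.08) also rose at an adjusted p under 0.05 (limma). Krt10 (-0.55), Trp63 (-0.85), Krtdap (-0.90) and Perp (0.76) did not pass. A change in the mesothelial cells, or more of them in the pieces taken, may remain, and these were not told apart by any test here.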

How the results depend on the processing

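The treat test, sample quality weights, CuffDiff's library factors and keeping genes of every status were chosen after the data were seen, and the other alternatives before. Scaling to Ppia shifted the median log2 fold change of all genes from 0.03 to -1.63, against -0.02 to 0.28 with the other scalings, and gave 453 upregulated and 4712 downregulated genes with 10875 at any fold change. The upregulated share was then 8.77% of genes past both thresholds and 6.46% of those at any fold change, against 90.2% and 59.3% with TMM. Library size alone gave 72 downregulated genes, with 95.4% and 77.4% upregulated. The cause of the shift is the construction of the setting, since Ppia itself rose under TMM.

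With Ppia scaling, Sting1 changed by 0.98 (adjusted p = 0.0561, against 2.9e-05 to 0.00184 in its other alternatives), and 20 genes of Table 1 passed, also 20 adjusted over the list alone. The direction reversed for Ddx41 (-0.58), Dnase2a (-0.052), Polr1c (-0.75), Polr2k (-0.94), Rela (-0.61), Nfkb2 (-0.17), Nfkbia (-0.20), Ifnar1 (-0.20), Fadd (-0.69), Nfkb1 (-1.26), Col1a1 (-0.41), Cdh2 (-0.78), Tbk1 (-0.96), Irf3 (-1.28), Col1a2 (-0.49), Cd163 (-1.36), Mrc1 (-0.25), Relb (-0.60), Sp1 (-1.15) and Mcm2 (-1.235). Under the FPKM settings it reversed for Sp1 and Mcm2, to -1.12 and -1.54 with 1 added and to -1.495 and -1.90 with 0.1 added.

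With log2(FPKM + 1), 454 genes were upregulated, 33 downregulated and 2245 changed at any fold change, and with log2(FPKM + 0.1), 86 were downregulated and 2466 changed at any fold change. The upregulated share at any fold change was 79.6% and 79%. A larger number added shrinks the fold change of low genes by construction, and the cause was not tested otherwise. A filter of 1 fragment in total gave 295 downregulated genes over 27010 tested, and of 10 fragments 243 over 20732. Sample quality weights gave 75 downregulated genes. The treat test, which asks for a change beyond 2, gave 213 up and 1 down.

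With the mouse number as a replicate block there were 1208 up, 104 down and 4155 at any fold change, and Sting1 changed by 2.58. Same-numbered mice share only a number, since the correlations of their deviations were -0.164, -0.0176, 0.00124 and -0.202, so the pairing is not real.

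Leaving out 1 mouse gave 1089 to 1431 upregulated genes and 3401 to 5330 at any fold change. It also loosened the filter on low counts to the size of the smaller group, and 14837 to 15164 genes were tested against 14605. Downregulated genes ran from 92 without CHX mouse 4 to 242 without CHX mouse 2, with 210 without CHX mouse 1, and the cause was not tested. The Table 1 count ran from 32 to 36. Cd163 ran from -0.13 without CHX mouse 4 to 0.55 and the adipocyte median from -0.35 to 0.32. Col1a1 lost its call without control mouse 1 (1.27) or 3 (1.075). Its lowest value was 0.76, without CHX mouse 4, against 1.25 with all mice.

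The 10 families and 11 cell lists past the threshold became 0 and 0 with an estimated correlation between genes, and 10 and 13 with fry, which adds dendritic cells and keratinocytes. At an unadjusted p under 0.05 the estimated correlation in limma camera left 3 of 11 families and 0 of 15 cell lists. Library size alone and the replicate block gave 10 cell lists each, the mast cell call being lost. The clustering kept all 8 libraries with their group in both alternatives, and the 20 genes with a plus sign stayed 20 with 3 fragments as the limit.

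Of the named genes, direction and side of the threshold were the same for 109 with the median of ratios, 107 with the replicate block, 105 with library size alone, 96 and 95 with the FPKM settings and 77 with Ppia scaling. Not run were scaling to Gapdh, which is listed at 0 as HIDATA, and the planned count tests, in whose place limma-voom was used. Depth limits genes near the floor, where 3 fragments over the control group bound the fold.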

Differences from the paper's values

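No test in this part was chosen after the result was seen, except that sample quality weights were added later and that Sp1, Mcm2, Actb, Prkg2, Aacs, Pgm1 and Pgm2 were taken up after their values were seen. The paper counts 76 downregulated genes, and 136 were counted here. Of 18 alternatives set before the data were examined, 4 gave a count within 1.5 times the paper's, namely library size alone, log2(FPKM + 0.1), the replicate block and the fit without CHX mouse 4, and the other 14 did not. Of the 76 genes the paper lists, these 4 left 55, 37, 43 and 50 uncalled, against 40 with the setting used here. Sample quality weights, chosen after seeing the values, gave 75 and left 56 of the 76 uncalled. The paper's 974 upregulated genes, 1050 in total and 12058 detected genes stood beside 1249, 1385 and 14605 here, each within 1.5 times.

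The fold changes of the paper are on the scale of FPKM, and those here on that of fragments. Taken as the log2 ratio of the group means of the deposited FPKM, all 34 values compared in Table 1 and all 41 in Table S4 and Fig. 1A lay within 0.01 of the paper's, so none of them differs on the paper's own scale. What follows is for fragments, with the FPKM ratio beside it. Among the genes of Table 1, 31 of 34 log2 fold changes lay within the spread between mice of the paper's. The paper's value for Rigi is 2.41 and the value here 3.82 (FPKM ratio 2.414), and of the 18 alternatives Ppia scaling, log2(FPKM + 1) and log2(FPKM + 0.1) lay within the spread and 15 did not. For Samhd1 the paper's value is 3.36 against 2.89 here (FPKM ratio 3.36), within the spread under library size alone, both FPKM settings and without CHX mouse 2, and not under 14. For Fadd the paper's value is 1.67 against 0.95 here (FPKM ratio 1.667), within the spread under log2(FPKM + 0.1) and not under 17.

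In Table S4 and Fig. 1A, 29 of 41 values from fragments lay within the spread. The paper's value for Lncpint is -4.04 against -2.10 here (FPKM ratio -4.043), within the spread under Ppia scaling and log2(FPKM + 0.1) and not under 16. For Sall4 the paper's value is -4.43 against -2.53 here (FPKM ratio -4.426), within the spread under Ppia scaling and not under 17. The paper's value for B3galt1 is -4.08 against -0.94 here, outside the spread under all 18 and closed by the change of unit alone (FPKM ratio -4.08), and the gene was called only with Ppia scaling (-2.59, adjusted p = 0.000176, limma). For Mx1 the paper's value is 8.39 against 7.46 here (FPKM ratio 8.389) and for Ifi44 4.81 against 5.93 here (FPKM ratio 4.811), both outside the spread under all 18 and closed by the unit. The paper's Cd300lf value of 8.72 stood against 7.21 here (FPKM ratio 8.718), outside the spread under 17. Without control mouse 2 it fell within, but the control group then has 0 fragments of Cd300lf and the fitted value rests on the prior count, so that setting decides nothing. Col1a1, at 2.59 in the paper and 1.25 here (FPKM ratio 2.588), and Actb, at 3.46 in the paper and 1.74 here (FPKM ratio 3.461), fell within the spread under both FPKM settings and not under 16. For Vegfa the paper's value is -2.04 against -1.59 here (FPKM ratio -2.041), within the spread under TMM without the 50 most abundant genes, both FPKM settings, and without control mouse 3 or 4 or CHX mouse 1 or 2, and not under 11. For Top2a the paper's value is 4.13 against 5.37 here (FPKM ratio 4.131), within the spread under Ppia scaling, log2(FPKM + 0.1), the replicate block, and without control mouse 3 or CHX mouse 1 or 4, and not under 12.

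For a pair of genes the sign from fragments differed from that of FPKM. The paper's Sp1 value is -3.39 and the value here 0.49 (adjusted p = 0.106, limma; FPKM ratio -3.392), outside the spread under all 18 and closed by the unit. The paper's Mcm2 value is -2.35 and the value here 0.45 (adjusted p = 0.3, limma; FPKM ratio -2.351), within the spread under both FPKM settings and not under 16. Over the whole of the listed genes with a value, 4 of 76 listed as downregulated had the opposite sign in fragments, Mcm2, Prkg2, Sp1 and Aacs, each matching its FPKM ratio. Of 951 listed as upregulated 1 had the opposite sign, Pgm1, at 2.33 in the paper and -0.81 here. It also misses its FPKM ratio (-0.716), whereas the gene annotated as Pgm2 has 2.327, so which gene the symbol names is in doubt and its sign is not compared.

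The paper names Ccl2, Ccl7, Il1b, Cxcl10 and Isg15 among the upregulated genes with the strongest significance. All 5 passed both thresholds here, and by p their ranks among 1249 were 189, 654, 99, 119 and 440, while by fold change they were 14, 11, 50, 13 and 6. The q-values of Table S4 do not rank them either, since 776 genes share its lowest q, 4 of the 5 among them and Ccl7 not. The paper names macrophages as the leading cell type. Here the macrophage list had the lowest p of the lists that rose, and the mesothelial list had a larger median, as had the NK cell and neutrophil lists over the few members past the filter on low counts. The paper names NF-κB as a main potential regulator from an enrichment of the upregulated genes, and it also measured phosphorylated IκBα and p65 protein. RNA of the subunits is another measure and cannot be set against either. Nfkb1 RNA did not pass here (0.38, adjusted p = 0.232, limma). It passed in no alternative except Ppia scaling, where it was lower (-1.26, adjusted p = 0.0108, limma). Rela, Nfkb2 and Relb did pass.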

Other observations

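The tests chosen after the result was seen are those of the scaling, of thinned libraries for genes absent in controls, of Sting1 against macrophage markers, of divided fragments at Nnt, of the stretch on chromosome 8, and of FPKM over all genes. Of 35 splits of the 8 libraries into 4 and 4, only 1, the real one, gave as many upregulated genes, and the same 1 held for downregulated genes and for genes at any fold change, where no other split gave any gene, so chance can be excluded for these. For cell marker lists the real split was also the only 1 to reach its count of 11, which excludes chance at a share of 1 in 35, the smallest possible here, but narrowly, since another split gave 10. For the families, 5 splits gave as many, so chance cannot be excluded for that count.

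Of the other 5 scalings, only Ppia moved the upregulated share of genes past both thresholds far, to 8.77% against 90.2% with TMM. It was 89.4% with the median of ratios and 95.4% with library size alone. With TMM without the 50 most abundant genes it was 89.2%, and with CuffDiff's library factors 88.9%. Whether the total RNA per cell or tissue changed cannot be told apart from the scaling, because no added RNA standard was used here and Ppia may itself respond to CHX.

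Slow muscle markers fell further than fast ones. The slow list minus the fast list changed by -1.27 on the log2 scale (exact permutation test, two-sided p = 0.0286, 4 against 4 mice), with all 4 CHX mice below all 4 control mice. A lower share of muscle in the tissue would lower both alike, so it is not the whole cause. A candidate explanation is a change within the muscle, and different muscle in the pieces taken stays open. Of the 10 fast genes 5 were tested, and Pvalb and Mylpf were not, since CuffDiff listed each at 0 in 1 group as HIDATA.

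Sting1 and macrophage markers rose together. The change of Sting1 minus that of the macrophage list was 0.0438 (within-group SD 0.46; exact permutation test, two-sided p = 0.971, 4 against 4 mice). This is consistent with a larger share of macrophages as the cause of the rise in Sting1, and does not exclude a rise within other cells, since bulk RNA holds no cell identities.

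Fold changes of the deposited FPKM differed by over 1 log2 from those of fragments for 590 of 14570 genes. They did so for 1.44% of genes with a single annotated transcript and 4.54% of genes with several (Fisher's exact test, p = 1.24e-14), which is consistent with a length assumed per gene that differs between the groups, although 33 single-transcript genes also differ. Among the Table S4 genes with such a difference 6 had a single transcript, 6.98% against 13.7% of the others (Fisher's exact test, p = 0.0939), which leaves it open there because the genes are few.

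None of the genes with a plus sign in Table S4 owes this to depth alone. After the CHX libraries were thinned to 10054677 fragments, 0 of the 20 lost their fragments in at least 2 of the 4 CHX libraries, so fewer fragments in the control libraries is not the cause.

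CHX mouse 4 had the deepest library and the lowest median correlation with its group among the CHX libraries, 0.925, while control mouse 2 had 0.92 with the other control libraries. After thinning all 4 CHX libraries to 11468352 fragments its median correlation was 0.924 against 0.945 to 0.947 for the others, across genes, which are not independent, so depth is not the cause. Biological and handling differences stay open.

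Median log2 fold changes of the classes of transcript length ran only from -0.215 to 0.196, against 3.31 for the Table 1 genes. Differences between length classes are therefore too small to account for the Table 1 fold changes. The Table 1 median lay 3.24 above that of genes in the same class, over 36 of 36 genes with a length. That distance alone decides nothing, because these genes were chosen as upregulated in the same samples.

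The gene model of Nnt with the most control fragments (ENSMUSG00000116207) fell by 6.73 on the log2 scale, and the overlapping model (ENSMUSG00000025453) rose by 1.93. Summed over both, the change was -0.787 (adjusted p = 0.0372, limma), so the division of fragments is not the whole cause. Nnt is known to differ between C57BL/6 substrains, and of 2 other such genes tested, 0 changed past an adjusted p of 0.05 and 1 log2, Ide at -0.62 and Wdfy1 at 0.69 (adjusted p = 0.106 and 0.0446, limma; 0.0446 is below the threshold but the change is below 1). With so few genes a difference in substrain cannot be told apart from a response to CHX.

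In a stretch of 4.44 megabases on chromosome 8 (119910360 to 124345724 on GRCm38), 210 genes, 74 of them protein coding, are listed at 0 in all 8 libraries with the status HIDATA, which is in line with loci left out by the authors' quantification for too many fragments. Values for these genes carry no information. Of Table S4, 0 genes lie in it. When genes with that status in 1 group are kept, Pvalb appears to change by 18.2 and Mylpf by -19.5, from 0 values the quantification set.

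Other lists gave medians of 1.20 for complement and resident fibroblast genes (adjusted p = 0.221, limma camera) and -1.45 for a list of 5 transcripts tested (adjusted p = 0.0207, limma camera), Lars2, Gm15564 and Gm26917, written down as derived from ribosomal RNA loci, with Rn7sk and Rmrp, which are not. Vegfa fell from 152 ± 37.2 to 51.3 ± 16.1 CPM (mean ± SD, n = 4 each; log2 fold change -1.59, adjusted p = 0.00086, limma). Tbk1 changed by 0.68 (adjusted p = 0.049, limma), which was lost in all 8 fits that leave out 1 mouse (0.54 to 0.79), and Irf3 by 0.36 (adjusted p = 0.153, limma). Both turned negative with Ppia scaling, to -0.96 and -1.28, where Irf3 passed downward (adjusted p = 0.00819, limma). With library size alone as the scaling, Irf3 passed upward (0.60, adjusted p = 0.0176, limma).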
